# Coordinated interactions between endothelial cells and macrophages in the islet microenvironment promote β cell regeneration

**DOI:** 10.1038/s41536-021-00129-z

**Published:** 2021-04-06

**Authors:** Diane C. Saunders, Kristie I. Aamodt, Tiffany M. Richardson, Alexander J. Hopkirk, Radhika Aramandla, Greg Poffenberger, Regina Jenkins, David K. Flaherty, Nripesh Prasad, Shawn E. Levy, Alvin C. Powers, Marcela Brissova

**Keywords:** Cell death and immune response, Extracellular signalling molecules, Transcriptomics, Angiogenesis, Mechanisms of disease

## Abstract

Endogenous β cell regeneration could alleviate diabetes, but proliferative stimuli within the islet microenvironment are incompletely understood. We previously found that β cell recovery following hypervascularization-induced β cell loss involves interactions with endothelial cells (ECs) and macrophages (MΦs). Here we show that proliferative ECs modulate MΦ infiltration and phenotype during β cell loss, and recruited MΦs are essential for β cell recovery. Furthermore, VEGFR2 inactivation in quiescent ECs accelerates islet vascular regression during β cell recovery and leads to increased β cell proliferation without changes in MΦ phenotype or number. Transcriptome analysis of β cells, ECs, and MΦs reveals that β cell proliferation coincides with elevated expression of extracellular matrix remodeling molecules and growth factors likely driving activation of proliferative signaling pathways in β cells. Collectively, these findings suggest a new β cell regeneration paradigm whereby coordinated interactions between intra-islet MΦs, ECs, and extracellular matrix mediate β cell self-renewal.

## Introduction

While investigating how vascular endothelial growth factor-A (VEGF-A) regulates islet vascularization, our group previously characterized a mouse model in which signals from the local microenvironment stimulate β cell self-renewal^1^. In this model, transiently increasing VEGF-A production in β cells (βVEGF-A) induces endothelial cell (EC) expansion and hypervascularization that causes β cell loss; remarkably, islet morphology, capillary network, β cell mass, and function normalize 6 weeks after withdrawal (WD) of the VEGF-A stimulus. This regenerative response is the result of a transient but robust burst in β cell proliferation, which is dependent on VEGF-A-mediated recruitment of macrophages (MΦs). These recruited cells express markers of both pro-inflammatory (M1) and restorative (M2) activation, suggesting a unique regenerative phenotype^1–5^. Further investigation into the role of various microenvironmental components on β cell proliferation in this model is needed given that this regenerative microenvironment promotes proliferation of human in addition to mouse β cells^1^.

MΦs are often perceived as damaging to islets due to their role in β cell loss during diabetes^6–8^, but it is becoming increasingly evident that tissue-resident MΦs play important roles in immune surveillance and tissue homeostasis and function in the islet. Mice with compromised MΦ populations during pancreatic development exhibit reduced β cell proliferation, β cell mass, and impaired islet morphogenesis^9,10^. Furthermore, recent studies have supported the notion that MΦs contribute to β cell regeneration after several types of injury, including surgically induced pancreatitis^11^ and diphtheria toxin (DT)-mediated apoptosis^12^. This recent work highlights the importance of understanding how MΦs contribute to β cell proliferation and further defining MΦ phenotype and function in the βVEGF-A model.

In addition to MΦs, ECs are known to participate in tissue repair via activation of the VEGF-A–VEGFR2 pathway, which mediates angiocrine factor production and promotes local cell renewal and regeneration^13–16^. There is a precedent for ECs facilitating tissue repair by influencing MΦ activation toward a restorative, M2-like phenotype^4^. Because vasculature is essential for normal islet function, understanding signals that govern EC homeostasis and the effects of ECs on neighboring cell populations is crucial for maintaining and restoring islet health. Signaling between ECs and the pancreatic epithelium is critical for establishing islet vasculature and β cell mass during development, and in mature islets ongoing signaling between endocrine and ECs is required to maintain the capillary network through which endocrine cells receive adequate nutrition and oxygen and can rapidly sense and secrete hormones^17–19^. The vascular basement membrane is also the primary component of the intra-islet extracellular matrix (ECM) and acts as a reservoir for growth factors and other signaling molecules important for β cell differentiation, function, and proliferation^20–23^. In the βVEGF-A model, ECs may affect the regenerative process indirectly by promoting MΦ recruitment and activation, altering ECM composition and signaling, and/or by directly influencing β cell proliferation.

Here we deconstructed the complex in vivo islet microenvironment in the βVEGF-A model and show that β cell self-renewal is mediated by coordinated interactions between recruited MΦs, intra-islet ECs, and the ECM (Fig. 1, Supplementary Fig. 1). To isolate the roles of MΦs and ECs in this model we removed MΦs from the islet microenvironment (Fig. 1 and Supplementary Fig. 1; experimental scheme A) and inactivated VEGFR2 signaling in ECs to discern the effects of proliferative or quiescent ECs on β cell proliferation (Fig. 1 and Supplementary Fig. 1; experimental schemes B and C). Since the βVEGF-A islet microenvironment is a complex in vivo system involving dynamic changes in islet cell composition, we also identified regenerative signals by performing transcriptome analysis (Fig. 1 and Supplementary Fig. 1; experimental scheme D) of purified islet cell populations including β cells, ECs, and MΦs over the course of β cell loss and recovery. Based on previous work^1,16^ we predicted that either MΦ depletion (clodronate) or loss of VEGFR2 signaling in ECs would perturb MΦ recruitment and polarization and impair β cell regeneration. Indeed, we found that MΦ depletion suppressed the transient burst in β cell proliferation leading to reduced recovery of β cell mass. In addition, VEGFR2-mediated signaling in intra-islet ECs was necessary for maximal MΦ recruitment and M2-like phenotype activation. Surprisingly, VEGFR2 ablation in quiescent ECs during the period of β cell recovery accelerated islet vascular regression leading to increased β cell proliferation while MΦ phenotype and number was unchanged. Transcriptome analysis during β cell death and recovery revealed intricate changes in expression of growth factors, integrins, and matrix remodeling enzymes in all three cell types, suggesting that ECM remodeling and activation of ECM-associated molecules within the islet microenvironment play critical roles in β cell self-renewal. Taken together, our results indicate that both MΦs and intra-islet ECs provide crucial microenvironmental cues to cooperatively promote β cell regeneration.

**Fig. 1:**
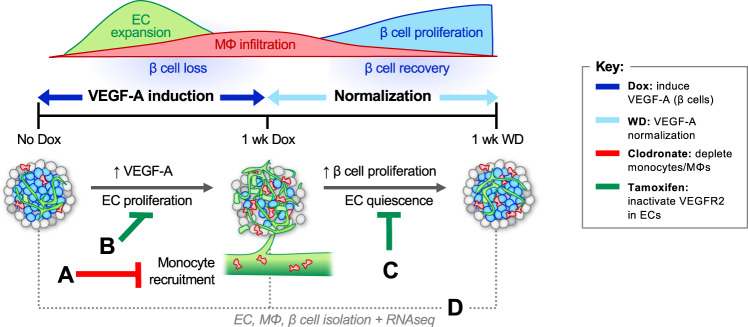
The RIP-rtTA; Tet-O-VEGF-A (βVEGF-A) model of β cell regeneration permits specific modulation of the islet microenvironment. Induction of VEGF-A overexpression in β cells with doxycycline (Dox) causes rapid endothelial cell (EC) expansion, β cell death, and recruitment of circulating monocytes increasing the number of intra-islet macrophages (MΦs). Once the Dox stimulus is removed, VEGF-A levels normalize and β cells undergo self-renewal^1^. To establish the role of MΦs in β cell proliferation, monocytes and MΦs were depleted with clodronate liposomes (scheme A). To determine whether proliferative intra-islet ECs were required for β cell loss, MΦ recruitment, and MΦ phenotype activation, an additional genetic construct was introduced to knockdown key signaling receptor VEGFR2 in ECs prior to VEGF-A induction (scheme B). To determine if VEGFR2 signaling in quiescent ECs contributes to β cell proliferation, VEGFR2 was inactivated in ECs during β cell recovery (scheme C). To identify cell-specific transcriptome changes during β cell loss and recovery, populations of ECs, MΦs, and β cells were isolated prior to and during VEGF-A induction, and after VEGF normalization (scheme D). For additional details, including mouse models utilized, see Supplementary Fig. 1.

## Results

We previously developed the βVEGF-A model, which allows for Dox-induced, β cell-specific overexpression of VEGF-A causing rapid intra-islet EC expansion, widespread β cell loss, and MΦ recruitment to islets from a pool of circulating monocytes^1^. When Dox is removed and VEGF-A levels normalize, ECs return to baseline levels, but MΦs persist in the islet microenvironment, and β cells undergo a transient but robust proliferation that leads to β cell mass restoration (Fig. 1). In addition, Dox dosing and treatment duration were previously optimized so βVEGF-A mice maintained normal glucose clearance, random blood glucose levels, and body weight during the brief 1 week Dox treatment and subsequent period of Dox withdrawal used in these studies^1^.

### Chemical depletion of macrophages in βVEGF-A islets inhibits β cell proliferation

To dissect pathways and signaling molecules in the islet microenvironment required for β cell recovery, we first employed clodronate-mediated MΦ depletion which impacts both infiltrating and islet resident MΦs. Clodronate is an ATP/ADP translocase inhibitor, and when packaged into liposomes it is selectively taken up by circulating monocytes and differentiated MΦs due to their phagocytic properties and causes apoptosis. We treated βVEGF-A mice with either control or clodronate liposomes starting one day before VEGF-A induction and continuing for 1 week after VEGF-A normalization (Fig. 2a). Compared to control, clodronate treatment reduced circulating monocytes (CD11b^+^ Ly6G^−^ cells) by 50% within 24 h (Fig. 2b, No Dox, and Supplementary Fig. 2) and reduced the MΦ population in islets (Iba1^+^) by 94% 1 week after VEGF-A induction (Fig. 2c and d, 1wk Dox). MΦ depletion was maintained during VEGF-A normalization, with 86% fewer MΦ in islets from clodronate-treated βVEGF-A mice 1 week after Dox withdrawal (Fig. 2c and d, *1wk WD*). VEGF-A induction in clodronate-treated mice led to increased EC area (Fig. 2c and e) and β cell loss (Fig. 2c and f) comparable to βVEGF-A mice treated with control liposomes, thus demonstrating that clodronate treatment and MΦ depletion did not influence intra-islet EC expansion and hypervascularization-induced β cell loss. In contrast, MΦ depletion significantly impaired β cell proliferation during the recovery period (8.5 vs. 2.1%, *p* < 0.001; Fig. 2g) and resulted in reduced β cell area compared to controls after 6 weeks of VEGF-A normalization (Fig. 2f), demonstrating that MΦs are required for the regenerative response in βVEGF-A islets. Interestingly, β cell area is slightly but significantly increased 1 week after Dox withdrawal (Fig. 2f, 1wk WD) in clodronate-treated βVEGF-A mice before ultimately the impaired β cell proliferation leads to reduced β cell area 6 weeks after VEGF-A normalization. This finding suggests that MΦs play an important role in islet remodeling and composition in βVEGF-A mice separate from their effect on β cell proliferation, most likely through their function as phagocytes.

**Fig. 2:**
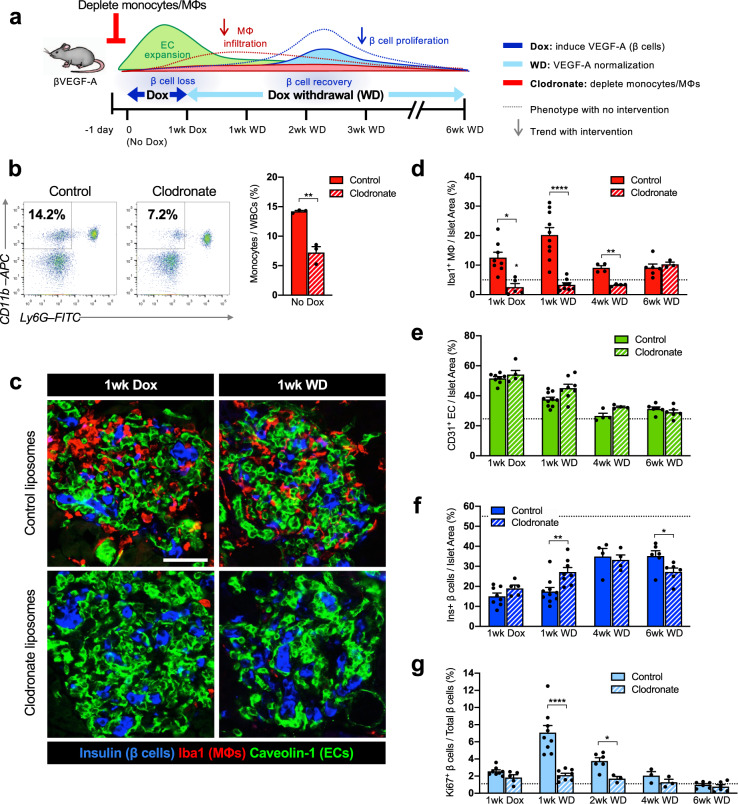
Macrophages are required for β cell proliferation in βVEGF-A mice. **a** To deplete macrophages (MΦs) during VEGF-A induction and normalization, βVEGF-A mice were treated with clodronate or control liposomes (150–200 μl i.v.) every other day, beginning 1 day before Dox treatment and continuing 1 week after Dox withdrawal (1wk WD). **b** Representative flow cytometry plots showing circulating monocytes (CD11b^+^ Ly6G^–^) of control and clodronate-treated βVEGF-A mice 24 h after single injection (No Dox). Approximately 10,000 white blood cells (WBCs) were analyzed (monocyte fraction reported as mean + s.e.m.) per each animal. **c** Islet architecture displayed by labeling for β cells (Insulin; blue), endothelial cells (Caveolin-1; green), and MΦs (Iba1; red) during VEGF-A induction (1wk Dox) and normalization (1wk WD). Scale bar, 50 μm. **d** Quantification (mean + s.e.m.) of islet MΦ area by immunohistochemistry (5.1 ± 0.7 × 10^5^ μm^2^ total islet area analyzed per animal). **e**, **f** Quantification (mean + s.e.m.) of endothelial cell (EC) area (**e**) and β cell area (**f**) in βVEGF-A mice treated with control or clodronate liposomes during VEGF-A induction and normalization. **g** Rate of β cell proliferation (mean + s.e.m.; 1138 ± 87 β cells counted per animal) during VEGF-A normalization (1wk WD and 2wk WD) in control βVEGF-A mice was significantly reduced in clodronate-treated mice. In panels **b**–**g**, each closed circle represents one animal; asterisks indicate unpaired two-tailed *t*-tests of control vs. clodronate groups; *p < 0.05; **p < 0.01; ****p < 0.0001. Dashed lines in **d**–**g** depict average values in βVEGF-A mice at baseline (No Dox).

### Proliferative ECs are required for MΦ polarization and maximal MΦ recruitment

To investigate the contribution of ECs to β cell loss and recovery in the βVEGF-A model, we first created a mouse line in which VEGFR2, which is enriched in ECs of islet capillaries and the main transducer of VEGF-A signal in islets, is inactivated by tamoxifen (Tm)-inducible Cre-mediated excision in ECs (Cad5-CreER^T2^ line^24^). Three doses of Tm to the Cad5-CreER^T2^; VEGFR2^fl/fl^ (VEGFR2^iΔEC^) mice achieved efficient EC-specific VEGFR2 knockdown (Supplementary Fig. 3a, b) without significant changes to VEGF-A expression (Supplementary Fig. 3c), islet capillary density or size (Supplementary Fig. 3e and d) or basal β cell proliferation (Supplementary Fig. 3f), indicating that acute loss of VEGFR2 signaling in ECs is not detrimental to adult islet vascular homeostasis or β cell proliferation. A similar observation was made previously when VEGF-A was acutely inactivated in adult β cells^18^. Next, we crossed VEGFR2^iΔEC^ mice with the existing βVEGF-A line to effectively perturb VEGF-A–VEGFR2 signaling in ECs at various time points during β cell loss and recovery. To control for any possible effects of Tm administration on compensatory β cell proliferation^25^, we treated all mice with Tm and designated Cre-negative (βVEGF-A; VEGFR2^fl/fl^) mice as controls to represent intact VEGFR2 signaling by ECs.

To determine the effect of proliferative ECs on MΦ recruitment and polarization, Tm was administered to knockdown VEGFR2 (R2) in ECs prior to VEGF-A induction in β cells (Fig. 3a and Supplementary Fig. 4a). VEGF-A was induced in both control βVEGF-A; R2^fl/fl^ and βVEGF-A; R2^iΔEC^ genotypes, with efficient knockdown of VEGFR2 in the latter (Supplementary Fig. 4b). As expected, VEGF-A induction caused a 7% EC expansion and associated 16% β cell loss per islet area in βVEGF-A; R2^fl/fl^ controls, whereas EC and β cell area did not change in βVEGF-A; R2^iΔEC^ mice (Fig. 3b–d). These results indicate that activation of VEGFR2 signaling in ECs by acute elevation of VEGF-A in the islet microenvironment is essential for islet hypervascularization and leads to β cell loss.

**Fig. 3:**
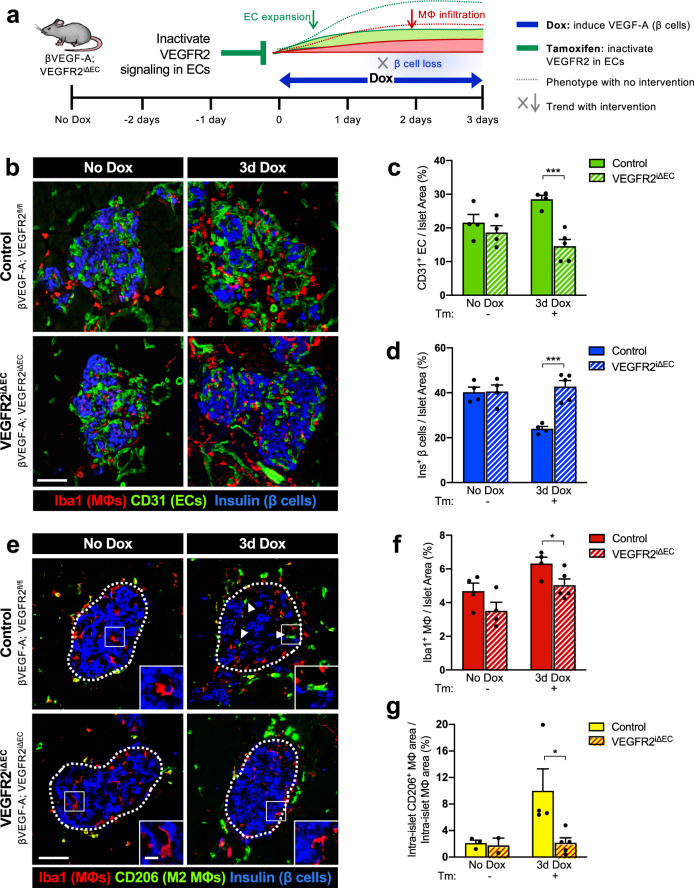
Inactivation of VEGFR2 signaling in endothelial cells prevents β cell loss and M2-like macrophage polarization by acute elevation of VEGF-A in the islet microenvironment. **a** To inactivate VEGFR2 in endothelial cells (ECs), control (βVEGF-A; VEGFR2^fl/fl^) and VEGFR2^iΔEC^ (βVEGF-A; VEGFR2^iΔEC^) mice were treated with Tamoxifen (Tm; 4 mg s.c.) prior to VEGF-A induction. **b** Islet architecture displayed by labeling for macrophages (Iba1^+^), ECs (CD31^+^), and β cells (Ins^+^) at baseline (No Dox) and after 3d Dox. **c**, **d** Quantification (mean + s.e.m.) of islet β cell and EC composition (10 ± 1 × 10^5^ μm^2^ total islet area analyzed per animal). **e** Some intra-islet macrophages (MΦs) in control mice showed an “M2-like” phenotype (CD206^+^) after VEGF-A induction, indicated by arrowheads. Insets show representative intra-islet MΦs in each group and time point. **f**, **g** Quantification (mean + s.e.m.) of MΦ infiltration and M2-like intra-islet MΦs (percent CD206^+^ Iba1^+^ of Iba1^+^), 3 ± 2 × 10^5^ μm^2^ total islet area analyzed per animal. Each closed circle in bar graphs represents one animal. Asterisks indicate unpaired two-tailed *t*-tests between genotypes; *p < 0.05; ***p < 0.001. Scale bars in **b** and **e**, 50 μm; inset, 10 μm.

Inactivation of VEGFR2 signaling in ECs significantly reduced, but did not completely prevent MΦ recruitment to βVEGF-A; R2^iΔEC^ islets compared to βVEGF-A; R2^fl/fl^ controls (5.0 vs. 6.3% per total islet area, respectively; *p* < 0.05) (Fig. 3e and f). This suggests that MΦ infiltration can occur in response to VEGF-A alone, which is consistent with the fact that VEGF-A can mediate monocyte recruitment through VEGFR1 activity^26,27^. Still, the proliferative EC environment (intact VEGF-A–VEGFR2 signaling and β cell loss) leads to maximal MΦ recruitment. Interestingly, a subset of infiltrating MΦs in control islets expressed the M2-like marker CD206 (Mrc1), which is normally made only by exocrine MΦs^28,29^, while infiltrating MΦs in βVEGF-A; R2^iΔEC^ islets remained CD206^−^ (Fig. 3e and g). This observation suggests that VEGFR2 signaling in proliferative ECs and/or β cell loss promotes a shift in MΦ polarization and phenotypic signature.

### VEGFR2 inactivation in quiescent ECs accelerates EC regression, enhancing β cell recovery

To investigate the role of VEGFR2 signaling in quiescent ECs during β cell recovery, VEGF-A-mediated EC proliferation and β cell loss was first induced with 3-day Dox treatment in βVEGF-A; R2^iΔEC^ mice and controls, followed by 7 days of Dox withdrawal to allow VEGF-A to normalize and ECs to return back to quiescence (Fig. 4a and Supplementary Fig. 5a). Islet phenotype and β cell proliferation was assessed after 7 days of VEGF-A normalization (7d WD) and subsequently 2 days post-Tm treatment to inactivate VEGFR2 (9d WD). VEGF-A-induced EC expansion, β cell loss, and MΦ infiltration occurred in both genotypes, with no difference between the two groups at 7d WD prior to VEGFR2 inactivation (Fig. 4b–f). As expected, VEGF-A expression continued to decline during Dox withdrawal and VEGFR2 was efficiently inactivated in βVEGF-A; R2^iΔEC^ mice within 48 h of a single 4-mg Tm injection (Supplementary Fig. 5b). Surprisingly, unlike under normal homeostatic conditions (Supplementary Fig. 3), VEGFR2 inactivation in βVEGF-A; R2^iΔEC^ mice significantly accelerated islet EC regression compared to controls (Fig. 4c) without changes in MΦ phenotype (Supplementary Fig. 5d) and number (Fig. 4d), suggesting that neither MΦ retention nor polarization at this stage of β cell recovery are dependent on VEGFR2 signaling in quiescent ECs.

**Fig. 4:**
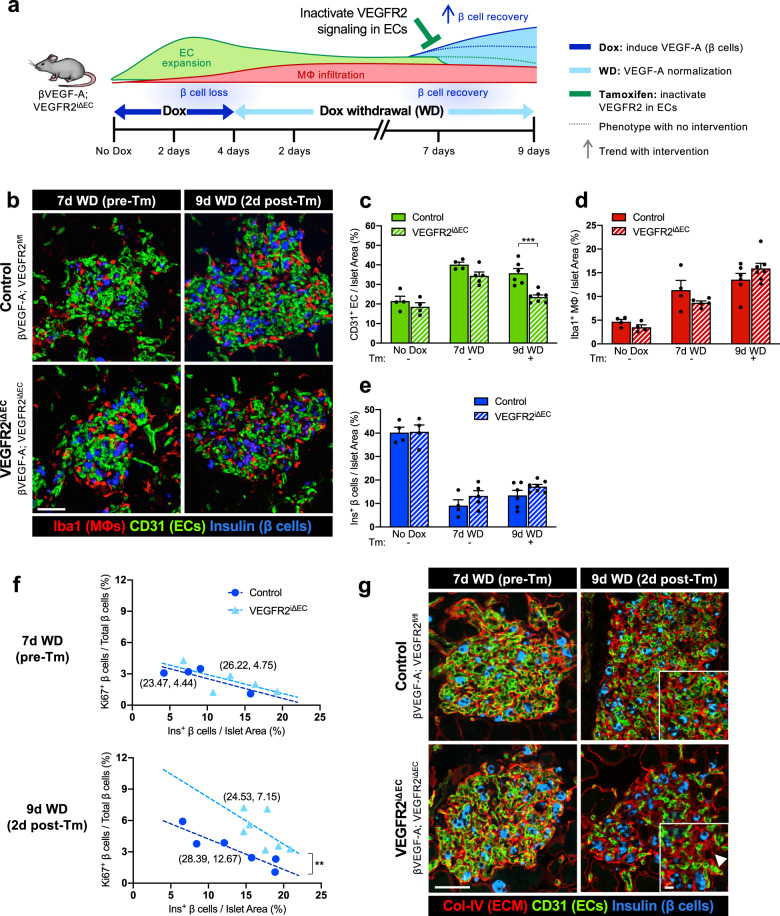
Phenotypic and structural changes to the islet microenvironment in response to VEGFR2 inactivation in quiescent endothelial cells during β cell recovery. **a** To inactivate VEGFR2 in endothelial cells (ECs) during β cell recovery, control (βVEGF-A; VEGFR2^f/fl^) and VEGFR2^iΔEC^ (βVEGF-A; VEGFR2^iΔEC^) mice received Tamoxifen (Tm; 4 mg s.c.) after 7 days (d) of Dox withdrawal (WD). **b** Islet architecture visualized by labeling for macrophages (Iba1^+^) ECs (CD31^+^, green), β cells (Insulin^+^, blue) at 7d WD (pre-Tm) and 9d WD (2d post-Tm). Scale bar, 50 μm. **c**–**e** Area quantification (mean + s.e.m.) of islet ECs (**c**), MΦs (**d**), and β cells (**e**) by immunohistochemistry; 14 ± 1 × 10^5^ μm^2^ total islet area analyzed per animal. Each circle represents one animal; asterisks indicate results of unpaired two-tailed *t*-tests between genotypes; ***p < 0.001. **f** β cell proliferation rates (1,947 ± 145 β cells per animal) plotted as a function of β cell loss (% β cells of total islet area) reveal a significant increase after VEGFR2 inactivation in quiescent ECs at 9d WD. Parentheses beside lines provide *x*- and *y*-intercepts derived from linear regression. At 9d WD, intercepts are significantly different; **p < 0.01. **g** Visualization of islet extracellular matrix by immunofluorescence (ECM; Col-IV^+^, red), ECs (CD31^+^, green), β cells (Insulin^+^, blue) at 7d WD (pre-Tm), and 9d WD (2d post-Tm). Scale bar, 50 μm; inset, 10 μm. Arrowhead in bottom right panel points to ECM casts where ECs have regressed.

Since VEGFR2 inactivation in quiescent ECs of βVEGF-A; R2^iΔEC^ mice leads to a relatively rapid EC decline after Tm treatment (9d WD), we next evaluated the islet vascular regression by visualization of collagen IV, a major component of the islet ECM^30,31^ generated by intra-islet ECs. This study revealed that regressing islet capillaries leave behind vascular “casts” of ECM that are no longer associated with intact ECs (Fig. 4g, 9d WD). When considered in conjunction with the degree of β cell loss, β cell proliferation rates in βVEGF-A; R2^iΔEC^ mice were increased at 9d WD compared to controls (Fig. 4f), suggesting that accelerated decline in islet ECs enhances β cell proliferation in this context.

### Identifying interactions between β cells, ECs, and MΦs in the βVEGF-A islet microenvironment

Our prior studies in the βVEGF-A model localized the stimulus for β cell proliferation to the islet microenvironment, ruling out any contribution from circulating factors that might reach the pancreas^1^. With key roles established for both MΦs and ECs in this system, we next sought to identify potential mechanisms and signaling pathways coordinating cell–cell and cell–matrix interactions. To do this we isolated βVEGF-A islets at baseline (No Dox) and during the course of VEGF-A induction (1wk Dox) and normalization (1wk WD) and purified islet populations of β cells, ECs, and MΦs at each of these time points for transcriptome analysis (Fig. 5a and Supplementary Fig. 6a, b).

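β cells, ECs, and MΦs were sorted from dispersed islets of βVEGF-A; MIP-GFP mice, in which doxycycline (Dox) switches on human VEGF-A in β cells and GFP marks these cells. Because the induced factor is human, mouse *Vegfa* does not measure it. No Dox samples came from untreated mice, 1wk Dox samples from mice given Dox for 1 week, and 1wk WD samples from mice 1 week after its withdrawal (WD). β cells were taken as GFP+ cells that carried neither CD31 nor CD11b, ECs as CD31+ cells, and MΦs as CD11b+ cells. Each sample pooled the islets of several mice. The authors amplified the RNA with the NuGEN Ovation system, sequenced it as 50 bp paired-end reads, aligned the reads to mouse genome build mm9 with TopHat, and normalized the value of each gene by the TMM method in Avadis NGS. The methods give a minimum RNA integrity number of 5 and fragments of 300 bp, where the sample labels give 7 and 200 bp. The deposited table holds 22850 genes, each with its Ensembl identifier and mm9 coordinates. Its unit is a score, the normalized expression of a gene rounded to a whole number, from 1, which stands for no signal, to 6456823. Reads cannot be counted back from the scores, so the sequencing depth is unknown and no limit of detection is given. The scores of a sample summed to between 23465985 and 53441769. The median sum was 41264142 for β cells at No Dox, 28715508 at 1wk Dox, and 29224425 at 1wk WD. For ECs it was 32629411 at No Dox, 34784379 at 1wk Dox, and 31673452 at 1wk WD. For MΦs it was 35803295, 33438873, and 33672196 at the same time points. The 10 genes with the highest scores took 18.75 to 35.82% of the sum in β cells at No Dox, 5.22 to 12.66% at 1wk Dox, and 5.61 to 30.25% at 1wk WD. The samples analysed numbered 32. β cells had n = 4 at No Dox, 5 at 1wk Dox, and 3 at 1wk WD. ECs had n = 4, 1, and 5, and MΦs n = 4, 2, and 4. The paper lists n = 4 ECs and n = 5 MΦs at 1wk Dox, and the other samples of these groups were not used here. Within each cell type, log2(score + 1) was compared between time points with limma over genes with a mean score of at least 20 at one or more time points. Genes were counted as differentially expressed at a fold change of 2 or more and a Benjamini-Hochberg adjusted p under 0.05. The single 1wk Dox EC sample has no spread of its own, so its genes were compared with the mean and range of the No Dox ECs, without a p-value. Scores are given as mean ± SD, and log2 fold changes (the difference between mean log2 scores) with their standard error (SE).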

**Fig. 5:**
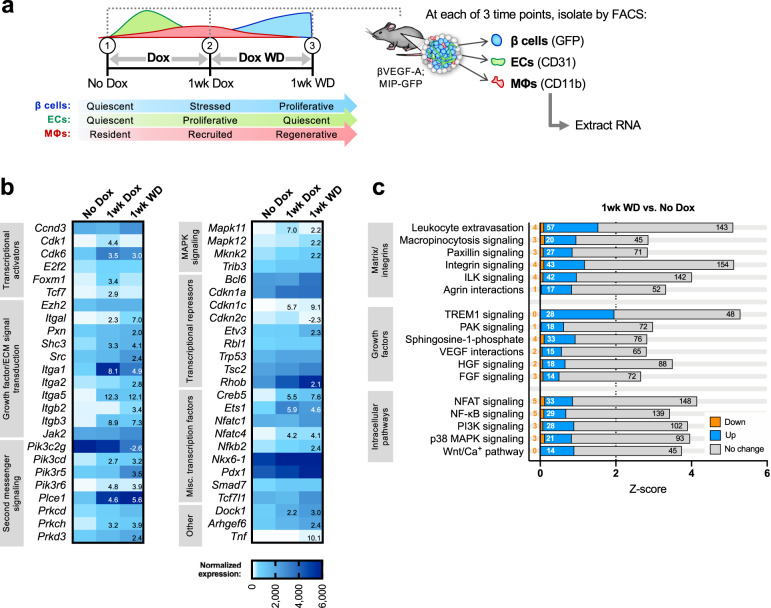
Genes and pathways upregulated in β cells during recovery reflect activation of intracellular signaling to promote proliferation. **a** Experimental schematic showing sorting of islet-derived β cells, endothelial cells (ECs), and macrophages (MΦs) from βVEGF-A mice at baseline (No Dox), during VEGF-A induction/β cell loss (1wk Dox), and during VEGF-A normalization/β cell recovery (1wk WD). See also Supplementary Fig. 5b–e. **b** Normalized expression of selected genes known to function in β cell proliferation^34–37^ at No Dox (*n* = 4 biological replicates), 1wk Dox (*n* = 5), and 1wk WD (*n* = 3). Numbers listed in 1wk Dox and 1wk WD columns represent fold-change ≥2 or <−2 (*p* < 0.05) as compared to No Dox. Color scale corresponds to normalized expression values ranging from 0 (white) to ≥6000 (dark blue). **c** Selected differentially regulated pathways during β cell recovery (1wk WD vs. No Dox), as determined by Ingenuity Pathway Analysis (IPA). Total bar width represents *z*-score; colored fractions indicate percentage of pathway genes that are up (blue), down (orange), and unchanged (gray). Number of genes per category is also listed within or adjacent to bars. A full list of significantly regulated pathways (*z*-score ≥2 or ≤−2, *p* < 0.05) is provided in Supplementary Table 1. FGF fibroblast growth factor, HGF hepatocyte growth factor, ILK integrin-linked kinase, MAPK mitogen-activated protein kinase, NFAT nuclear factor of activated T cells, NF-kB nuclear factor kappa-light-chain-enhancer of activated B cells, PI3K phosphoinositide 3-kinase, PAK p21-activated kinase, TREM1 triggering receptor expressed on myeloid cells 1, VEGF vascular endothelial growth factor.

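Of the 50 genes of Fig. 5b, 44 had a higher mean log2 score in β cells at 1wk Dox than at No Dox, and 48 had a higher one at 1wk WD. The median log2 fold change was 0.73 at 1wk Dox and 1.16 at 1wk WD. At 1wk Dox, 19 genes rose by a fold change of 2 or more and 0 fell by as much; at 1wk WD, 29 rose and 2 fell. When the p-values were adjusted over all genes tested, 0 genes of the figure were differentially expressed at either time point. Adjusted over the list alone, 1 gene was at 1wk Dox and 0 were at 1wk WD. The paper describes the list as genes with a known role in β cell proliferation. Whether the values of these samples also guided the choice is not stated, so the latter counts cannot be taken as independent evidence. The genes moved together across libraries of one time point. At No Dox, *Itga5* scored 14 and 13 in replicates 1 and 2 against 493 and 693 in replicates 3 and 4, and *Pdgfrb*, a receptor gene of Supplementary Fig. 7a, scored 80 and 66 against 13692 and 49477. As one set, the 50 genes ranked above the other genes tested (limma camera with a preset inter-gene correlation of 0.01, adjusted p = 7.34e-07 at 1wk Dox and 7e-09 at 1wk WD). With fry, which takes account of the correlation between these genes, the adjusted p was 0.27 and 0.175.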

All of the nine sample types analyzed (3 cell types per each of 3 time points) demonstrate distinct transcriptional profiles, reflecting a high degree of uniqueness among three cell types and significant temporal changes in gene expression within each cell type (Supplementary Fig. 6c–e). 

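In β cells, 2 of the 16346 genes tested were differentially expressed between 1wk Dox and No Dox, *Csmd3* and *Sprr1a*, both higher at 1wk Dox. Between 1wk WD and No Dox, and between 1wk WD and 1wk Dox, 0 genes were. At an unadjusted p under 0.05 with the same fold change, 660 genes differed at 1wk Dox and 727 at 1wk WD against No Dox, and 471 between 1wk WD and 1wk Dox. Of 14167 genes tested in ECs, 250 were differentially expressed between 1wk WD and No Dox, 181 higher and 69 lower at 1wk WD. MΦs had 15014 genes tested, of which 340 were differentially expressed between 1wk Dox and No Dox (242 higher, 98 lower), 94 between 1wk WD and No Dox (63 higher, 31 lower), and 13 between 1wk WD and 1wk Dox (3 higher, 10 lower). In the single 1wk Dox EC sample, 1503 of 14047 genes differed from the No Dox mean by a fold change of 2 or more, 763 of them higher and 740 lower. Its score lay outside the range of the 4 No Dox samples for 62.1% of genes, where chance gives 40%. The spread between replicates, as the median residual SD of log2 scores, was 0.61 in β cells, 0.282 in ECs, and 0.346 in MΦs. In β cells, the replicates of 1wk Dox and No Dox did not overlap for 2.6% of genes, against 1.59% by chance. That share was 6.4% between 1wk WD and No Dox (5.71% by chance), and 5% between 1wk WD and 1wk Dox (3.57% by chance). In ECs, 10.7% of genes did not overlap between 1wk WD and No Dox, against 1.59% by chance. For MΦs the share was 30.9% between 1wk Dox and No Dox (13.33% by chance) and 9.2% between 1wk WD and No Dox (2.86% by chance). Among other settings with the same thresholds, keeping genes with low scores moved the EC count most, to 27 genes. Leaving out the trend of the spread on mean expression took the MΦ counts to 52 at 1wk Dox and 11 at 1wk WD against No Dox. Single replicates also decided the counts. Without No Dox replicate 2, β cells had 26 differentially expressed genes at 1wk Dox and 2 at 1wk WD, and without No Dox replicate 1 they had 1 and 0. ECs had 75 without No Dox replicate 3, 76 without replicate 1, and 138 without replicate 2. MΦs had 23 at 1wk WD without 1wk WD replicate 2 or 3, and 33 without replicate 4.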

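Spearman correlations were computed between the mean scores of the 9 groups, over 16968 genes with a mean of at least 20 in any group. Within a cell type, the lowest correlation was 0.961, between β cells at No Dox and 1wk Dox, and the highest was 0.987, between ECs at No Dox and 1wk WD. Between cell types, correlations ran from 0.634, for β cells at No Dox and MΦs at 1wk WD, to 0.769, for β cells at 1wk Dox and ECs at 1wk WD. The lowest correlation within a cell type therefore exceeded the highest between cell types by 0.1928. β cells at No Dox correlated at 0.963 with β cells at 1wk WD, and at 0.68 to 0.714 with ECs and 0.634 to 0.679 with MΦs. Among single samples of one group, correlations between No Dox β cell replicates went down to 0.759, and those between No Dox EC replicates to 0.985. The correlations are across genes, which are not independent replicates. Over all genes with any signal, in place of those with a mean of at least 20, the margin between the lowest correlation within and the highest between cell types narrowed to 0.0881.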

By hierarchical clustering, the highest correlations were observed within one cell type across different time points; for example, β cells at No Dox are more similar to β cells at 1wk Dox and 1wk WD than they are to MΦs or ECs at any time point. 

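Each 1wk WD sample was compared with the 1wk Dox and the No Dox samples of its cell type by Spearman correlation. The 3 β cell samples at 1wk WD correlated at 0.912 on average with those at 1wk Dox (0.847 to 0.952 over single pairs) and at 0.871 with those at No Dox (0.749 to 0.947). The difference was 0.0402, and 3 of 3 samples lay nearer 1wk Dox. Relabelling the 1wk Dox and No Dox samples in all 126 ways gave p = 0.111 (exact permutation test, two-sided). For ECs the mean correlation was 0.974 with the 1wk Dox sample and 0.975 with the No Dox samples, and 2 of 5 samples lay nearer 1wk Dox (difference -0.0011, exact p = 0.6, where 1 sample against 4 cannot go below 0.2). The sign of this EC difference changed to 0.0019 with Pearson correlations of log2 scores. In MΦs, 4 of 4 samples at 1wk WD lay nearer 1wk Dox, with a mean correlation of 0.979 against 0.96 with No Dox (difference 0.0198, exact p = 0.133, where 2 samples against 4 cannot go below 0.0667). The No Dox samples correlated with each other at 0.865 on average in β cells, 0.989 in ECs, and 0.955 in MΦs. In β cells and MΦs this is no more than their correlation with 1wk WD. The spread within No Dox could therefore give the sign of those differences. None of the differences passed an exact p of 0.05. The β cell difference passed it under a pair of settings, at 0.0458 with Pearson correlations of log2 scores (exact p = 0.048) and at 0.0348 without 1wk WD replicate 1 (exact p = 0.04). Computed between group means, the difference was 0.0012 in β cells, -0.0071 in ECs, and 0.0097 in MΦs.

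**Figure D1:**
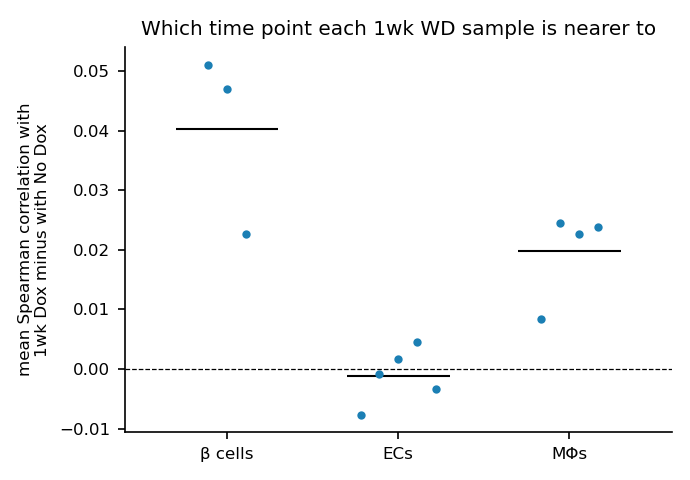
Similarity of each 1wk WD sample to the other time points of its cell type. The vertical axis is the mean Spearman correlation with the 1wk Dox samples minus that with the No Dox samples (no unit), each point is 1 sample, the short line is the mean of the cell type, and the dashed line marks 0. The 3 β cell samples lie between 0.0227 and 0.0511, the 5 EC samples between -0.0077 and 0.0046, and the 4 MΦ samples between 0.0084 and 0.0245.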

Of the β cell samples, regenerative β cells (1wk WD) are more similar to stressed β cells (1wk Dox) than quiescent β cells (No Dox); in contrast, regenerative MΦs (1wk WD) are more similar to resident MΦs (No Dox) than to those recruited upon VEGF-A induction (1wk Dox), and quiescent ECs following VEGF-A normalization (1wk WD) are more similar to quiescent ECs at baseline (No Dox) than to proliferative ECs (1wk Dox) (Supplementary Fig. 6d).

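The gene lists of Supplementary Fig. 7a were tested as sets in each comparison with camera, and adjusted over 12 lists and 7 comparisons together (83 tests, since 1 list had too few genes in ECs). In β cells at 1wk Dox, 14 of 16 growth factor and receptor genes were higher than at No Dox (median log2 fold change 2.07, adjusted p = 3.17e-05), as were 14 of 15 matrix remodeling genes (2.39, adjusted p = 4.78e-06) and 8 of 8 cell adhesion genes (2.19, adjusted p = 0.00926). The adhesion set was not past 0.05 without No Dox replicate 1 (adjusted p = 0.181) or replicate 2 (0.102). At 1wk WD, 14 of 16 growth factor, 15 of 15 matrix remodeling, and 7 of 8 adhesion genes were higher than at No Dox (medians 2.37, 2.66, and 2.8, with adjusted p = 0.000141, 4.78e-06, and 0.0732). Over all genes tested, 0 genes of the 3 lists were differentially expressed in β cells. Adjusted over the list alone, 2 growth factor, 1 matrix remodeling, and 0 adhesion genes were at 1wk Dox. In MΦs at 1wk Dox, 10 of 14 growth factor genes (median 0.49, adjusted p = 0.13), 12 of 14 matrix remodeling genes (0.75, adjusted p = 8.7e-05), and 6 of 8 adhesion genes (0.42, adjusted p = 0.0254) were higher. At 1wk WD these numbers were 11, 12, and 7 (medians 0.7, 0.71, and 0.38, with adjusted p = 0.00781, 8.86e-05, and 0.0169). Differentially expressed at 1wk Dox were 2 genes of each list over all genes tested, and 4, 4, and 2 adjusted over the list alone. In ECs at 1wk WD the lists did not pass (adjusted p = 0.466, 0.178, and 0.279 in the same order), with 7 of 13, 9 of 14, and 5 of 8 genes higher; 1, 1, and 2 genes were differentially expressed, and 2, 2, and 3 adjusted over the list alone. For the single 1wk Dox EC sample, the median log2 difference of the list from No Dox was set against 10000 random lists of like expression. It was 0.28 for growth factors (percentile 93.8), 1.13 for matrix remodeling (percentile 100), and 0.32 for adhesion (percentile 87.8). Of 33 sets past an adjusted p of 0.05 with camera in the 7 comparisons, 10 also passed with fry, all of them in MΦs, and 0 passed with a correlation between genes estimated from the data, where 10 had an unadjusted p under 0.05. The MΦ matrix remodeling and adhesion sets passed with fry at 1wk Dox and 1wk WD, and the growth factor set did not. Whether the study picked these lists by the values of these samples is not known here. Neither the set tests nor the counts adjusted over the list alone can therefore be taken as independent evidence. Whole gene families are the less dependent check. In β cells, 24 of 33 growth factors and 35 of 43 MMP, ADAM, and ADAMTS genes were higher at 1wk Dox (adjusted p = 0.0162 and 0.000333), although both families fell out without No Dox replicate 1 (0.43 and 0.0869).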

With the induction of VEGF-A (1wk Dox), all cell populations increase expression of growth factors, matrix remodeling enzymes involved in tissue repair and matrix degradation (MMPs, ADAMs, ADAMTSs), as well as cell adhesion molecules involved in cell–matrix and cell–cell interactions (ICAM1, VCAM1, selectins), many of which remain elevated during β cell regeneration (1wk WD) (Supplementary Fig. 7a). Pathway analysis shows a high degree of cellular motility (Supplementary Fig. 7b), and extracellular organization and cell adhesion processes are significantly enriched in all cell types during β cell recovery (Supplementary Fig. 8).

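In β cells, the 4 ECM genes of Supplementary Fig. 7a were all higher at 1wk WD than at No Dox (median log2 fold change 3.61, camera adjusted p = 0.0141), a result that each of 4 single libraries decided: the adjusted p was 0.0726 and 0.0777 without No Dox replicate 1 or 2, and 0.0653 and 0.0535 without 1wk WD replicate 1 or 2. In ECs and MΦs this list did not pass (adjusted p = 0.962 and 0.0832). Among families of genes at 1wk WD, 25 of 26 integrins and 36 of 43 MMP, ADAM, and ADAMTS genes were higher in β cells. Their camera adjusted p was 4.37e-05 and 0.000107, and with fry it was 0.169 and 0.27. Of the MMP, ADAM, and ADAMTS genes, 24 of 38 were higher in ECs (camera adjusted p = 0.08) and 26 of 41 in MΦs (0.0141, with a fry adjusted p of 0.0463). Integrins as a family did not pass in ECs (0.956) or MΦs (0.543). The pathway tools behind Supplementary Figs. 7b and 8, Ingenuity Pathway Analysis and DAVID, score genes against curated collections, which were not used here.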

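Supplementary Fig. 7a lists 4 M1 and 4 M2 marker genes that could be tested in MΦs. At 1wk Dox, 4 of 4 M1 genes were higher than at No Dox (median log2 fold change 1.38, camera adjusted p = 0.000408) and 3 of 4 M2 genes (1.32, adjusted p = 8.7e-05). At 1wk WD, 4 of 4 genes of each list were higher than at No Dox, by a median of 0.43 for M1 (adjusted p = 0.0251) and 0.99 for M2 (adjusted p = 8.7e-05). Both M2 results and the M1 result at 1wk Dox also passed with fry (adjusted p = 0.00244 and 0.00424 for M2, and 0.0124 for M1), whereas the M1 result at 1wk WD did not (0.122). Over all genes tested, 2 M1 and 3 M2 genes were differentially expressed at 1wk Dox, and 0 M1 and 1 M2 at 1wk WD. Adjusted over the list alone, the counts were 3 and 3 at 1wk Dox, and 1 and 1 at 1wk WD. Between 1wk Dox and 1wk WD, M1 genes fell (0 of 4 higher, median -0.54, camera adjusted p = 0.00424, and 0.107 with fry) and so did M2 genes (1 of 4 higher, median -0.48, 0.0103, and 0.0463 with fry). In β cells neither list passed at 1wk Dox (adjusted p = 0.209 for M1 and 0.287 for M2) or 1wk WD (0.378 and 0.293).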

Infiltrating MΦs show elevated expression of both pro-inflammatory and pro-regenerative markers during periods of initial monocyte recruitment (1wk Dox) and β cell regeneration (1wk WD). Pro-inflammatory genes like *Il12b* and *Il1a* are upregulated at 1wk Dox, while M2 markers such as *Ptgs1* and *Retnla* are upregulated at 1wk WD compared to No Dox (Supplementary Fig. 7a). 

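*Il12b* (ENSMUSG00000004296, chromosome 11, 44213565 to 44227535 in mm9) scored 1490 ± 98 in MΦs at No Dox (SD, n = 4), 2260 ± 829 at 1wk Dox (n = 2), and 1620 ± 383 at 1wk WD (n = 4). Its log2 fold change at 1wk Dox was 0.55 (SE 0.24, limma adjusted p = 0.21), and the 2 replicates, 2850 and 1677, differed by more than the change. *Il1a* (ENSMUSG00000027399, chromosome 2, 129125346 to 129135708) scored 539 ± 266, 1610 ± 1010, and 607 ± 228, with a log2 fold change of 1.55 at 1wk Dox (SE 0.48, adjusted p = 0.0862). Without No Dox replicate 3 it was 1.84 (adjusted p = 0.0377). At 1wk WD neither gene changed beyond its spread. *Ptgs1* (ENSMUSG00000047250, chromosome 2, 36085946 to 36107792) was differentially expressed at both time points. It rose from 2540 ± 412 at No Dox to 6760 ± 799 at 1wk Dox (log2 fold change 1.42, SE 0.17, adjusted p = 0.00167) and was at 5520 ± 412 at 1wk WD (1.13, SE 0.14, adjusted p = 0.00485), where without a trend of the spread on expression the adjusted p was 0.0565. Every sample at 1wk Dox and 1wk WD lay above every No Dox sample. *Retnla* (ENSMUSG00000061100, chromosome 16, 48842665 to 48844574) scored 70.8 ± 43.6 at No Dox, 54.5 ± 7.78 at 1wk Dox, and 187 ± 166 at 1wk WD. Its log2 fold change at 1wk WD was 1.2 (SE 0.7, adjusted p = 0.402), within the spread between replicates, which ran from 41 to 421.

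**Figure D2:**
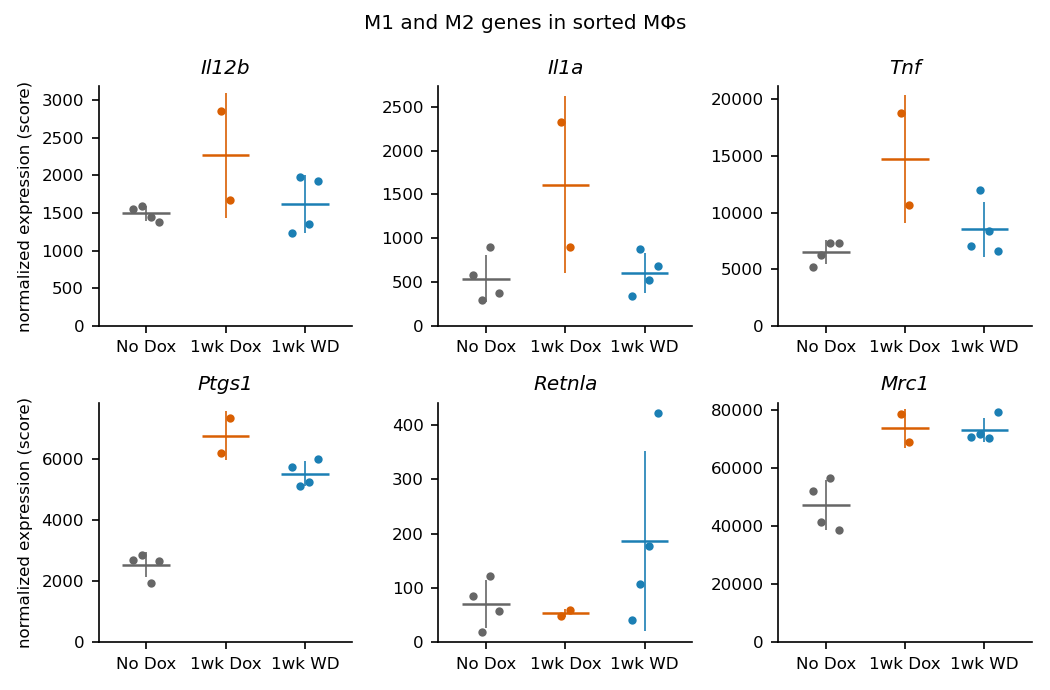
Normalized expression of *Il12b*, *Il1a*, *Tnf*, *Ptgs1*, *Retnla*, and *Mrc1* in MΦs at No Dox (n = 4), 1wk Dox (n = 2), and 1wk WD (n = 4). The vertical axis is the score on a linear scale from 0, each point is 1 sample, the horizontal line is the mean, and the bar is the SD; the 4 No Dox samples of *Ptgs1* lie between 1934 and 2857 and all others between 5124 and 7327.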

Upregulation of chemokines and cytokines by MΦs (e.g., *Il12b*, *Ccl2*, *Ccl7*) and corresponding increase in expression of receptors (e.g., *Ccr2*, *Il12rb2*) by β cells suggests crosstalk between the two cell types and potential phenotypic effects on β cells in addition to MΦs. Similarly, increased growth factor expression in ECs and MΦs appears in concert with increased expression of growth factor receptors in β cells (Supplementary Fig. 7a).

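In MΦs, *Ccl2* (ENSMUSG00000035385, chromosome 11, 81849073 to 81850955) scored 3130 ± 321 at No Dox (SD, n = 4), 7390 ± 2350 at 1wk Dox (n = 2), and 4700 ± 678 at 1wk WD (n = 4). It was differentially expressed at 1wk Dox (log2 fold change 1.21, SE 0.19, limma adjusted p = 0.00867) and not at 1wk WD (0.58, adjusted p = 0.0889); the 1wk Dox call was lost without the trend of the spread (0.0565). *Ccl7* (ENSMUSG00000035373, chromosome 11, 81859214 to 81861027) rose from 791 ± 72.4 to 4080 ± 2300 at 1wk Dox (2.25, SE 0.29, adjusted p = 0.00323) and 2550 ± 601 at 1wk WD (1.66, SE 0.24, adjusted p = 0.00916). The call at 1wk WD was lost without that trend (0.0794) and with genes of low score kept (0.0881). Of 15 chemokine and cytokine genes of Supplementary Fig. 7a, 11 were higher in MΦs at 1wk Dox, and 5 were differentially expressed over all genes tested, 8 adjusted over the list alone. At 1wk WD, 12 were higher and 3 were differentially expressed, 4 adjusted over the list alone (camera adjusted p = 0.000254 at 1wk Dox and 0.000774 at 1wk WD, the former also past fry at 0.0463 and the latter not at 0.106). In β cells, *Ccr2* (ENSMUSG00000049103, chromosome 9, 124016689 to 124028296) scored 330 ± 370 at No Dox (n = 4), 94.8 ± 67.1 at 1wk Dox (n = 5), and 539 ± 307 at 1wk WD (n = 3). The log2 fold change was -0.41 at 1wk Dox, of the other sign without No Dox replicate 3 or 4 (0.3 and 0.55), and 2.11 at 1wk WD (SE 1.4, adjusted p = 0.658). *Il12rb2* (ENSMUSG00000018341, chromosome 6, 67241312 to 67326182) scored 338 ± 169, 462 ± 379, and 878 ± 438, with a log2 fold change of 1.36 at 1wk WD (SE 0.64, adjusted p = 0.61). Neither receptor gene was differentially expressed in β cells. Both have their lowest No Dox score in replicate 2 (5 and 166), a library that is also low in stromal marker genes.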

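In ECs at 1wk WD, *Igf1* (ENSMUSG00000020053, chromosome 10, 87321010 to 87399792) was the growth factor of the list that was differentially expressed, with a score of 5820 ± 1320 at No Dox (SD, n = 4) and 12300 ± 823 at 1wk WD (n = 5), a log2 fold change of 1.11 (SE 0.15, limma adjusted p = 0.00335). Without No Dox replicate 1 the log2 fold change was 0.92, under a fold change of 2, and with genes of low score kept the adjusted p was 0.0502. *Pdgfa* scored 457 at No Dox and 806 at 1wk WD (0.80, adjusted p = 0.0861) and 1427 in the single 1wk Dox sample. In MΦs, *Igf1* rose from 3430 ± 1240 at No Dox (n = 4) to 10400 ± 2620 at 1wk Dox (n = 2; 1.64, SE 0.28, adjusted p = 0.0101, and 0.0599 without the trend of the spread on expression), and *Hbegf* from 122 to 412 (1.94, adjusted p = 0.0514). The *Hbegf* change was past 0.05 with quantile normalization (0.0349) or without No Dox replicate 2 (0.019). The 16 β cell genes of the growth factor list include receptors. *Vgf* rose in β cells from 344 ± 243 at No Dox (n = 4) to 1760 ± 441 at 1wk Dox (n = 5; 2.63, SE 0.54, adjusted p = 0.269), with no overlap between replicates. *Tgfbr2* scored 1140, 2140, and 3040 at No Dox, 1wk Dox, and 1wk WD (2.27 and 2.91, adjusted p = 0.736 and 0.601), and *Fgfr1* changed by 1.11 and 1.28 (adjusted p = 0.823 and 0.682).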

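In β cells at 1wk WD, 13 of 13 integrin genes of Supplementary Fig. 7a had a higher mean log2 score than at No Dox (median log2 fold change 1.47, camera adjusted p = 0.000195, and 0.226 with fry). Over all genes tested 0 were differentially expressed, and 0 adjusted over the list alone. *Itga5* (ENSMUSG00000000555, chromosome 15, 103174720 to 103197194 in mm9) scored 303 ± 344 at No Dox (SD, n = 4), 1310 ± 894 at 1wk Dox (n = 5), and 1180 ± 623 at 1wk WD (n = 3), a log2 fold change of 3.53 at 1wk WD (SE 1.32, limma adjusted p = 0.599). *Itgb3* (ENSMUSG00000020689, chromosome 11, 104469314 to 104531790) scored 252 ± 288, 1390 ± 729, and 1120 ± 695 (2.84, SE 1.09, adjusted p = 0.599); its 1wk Dox replicate 5, at 232, lay apart from the other 4. *Itga1* scored 3260 ± 4570 at No Dox and 4960 ± 3630 at 1wk WD (2.3, SE 1.58, adjusted p = 0.666), and *Itga2* 328 ± 157 and 927 ± 510 (1.47, SE 0.56, adjusted p = 0.599). Like the stromal marker gene *Col1a1*, which scored 23, 4, 13278, and 33390 in No Dox replicates 1 to 4, *Itga1*, *Itga5*, and *Itgb3* were lowest in replicates 1 and 2 at No Dox. *Src* (ENSMUSG00000027646, chromosome 2, 157244180 to 157297598), a kinase downstream of integrins, scored 1130 ± 598 at No Dox, 1500 ± 266 at 1wk Dox, and 2450 ± 178 at 1wk WD, with no overlap between No Dox and 1wk WD (1.26, SE 0.33, adjusted p = 0.536).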

At the peak of regeneration (1wk WD), β cells highly express integrins and other molecules that sense and respond to changes in the extracellular milieu (Fig. 5b). 

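Ingenuity Pathway Analysis, behind Fig. 5c, was not used here, and the PI3K and MAPK genes of Fig. 5b were read one at a time in β cells. *Pik3r6* (ENSMUSG00000046207, chromosome 11, 68316521 to 68366200) scored 48.5 ± 8.89 at No Dox (SD, n = 4), 280 ± 208 at 1wk Dox (n = 5), and 190 ± 50.5 at 1wk WD (n = 3). Every sample at 1wk Dox and 1wk WD lay above every No Dox sample (log2 fold changes 2.26 and 1.94, SE 0.48 and 0.55, limma adjusted p = 0.282 and 0.536). ECs held more of this gene, at 7488 in the single 1wk Dox sample and 4407 to 5052 at No Dox. RNA of ECs in the β cell libraries could therefore bring part of its rise. *Pik3r5* scored 1030 ± 728, 1460, and 3060 ± 1290, without overlap at 1wk WD (1.80, SE 0.69, adjusted p = 0.599). *Prkch* scored 303 ± 212, 1120 ± 927, and 878 ± 70.1 (1.97 at 1wk WD, SE 1.04, adjusted p = 0.617). It scored 23525 in the 1wk Dox EC sample, so EC RNA could also bring part of its rise, whereas *Pik3r5* was at 17 there. *Pik3cd* changed by 1.67 at 1wk WD (adjusted p = 0.684), *Plce1* by 2.49 (0.658), and *Mknk2* by 1.12 (0.61), and *Pik3c2g* fell by 1.36 on the log2 scale (0.601). *Mapk11* scored 146 ± 148, 358 ± 161, and 143 ± 137; its log2 fold change at 1wk WD, 0.92 (adjusted p = 0.85), turned to -0.68 without No Dox replicate 2, in which it scored 1.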

Activation of integrin-mediated signaling and the integrin-linked kinase pathway were accompanied by increases in PI3K/Akt and MAPK signaling genes (Fig. 5c and Supplementary Fig. 8a), many of which are known modulators of β cell proliferation^32–35^. 

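*Cdk6* (ENSMUSG00000040274, chromosome 5, 3343893 to 3523218 in mm9) scored 3480 ± 3960 in β cells at No Dox (SD, n = 4), 4390 ± 3950 at 1wk Dox (n = 5), and 3760 ± 2630 at 1wk WD (n = 3). The mean log2 score at 1wk Dox was 1.80 above No Dox (SE 1.29, limma adjusted p = 0.809). Leaving out each replicate in turn, this log2 fold change ran from 0.77 to 2.82. The No Dox replicates fell apart, at 155 and 110 in replicates 1 and 2 and 5789 and 7862 in replicates 3 and 4, as they did for stromal marker genes. *Foxm1* (ENSMUSG00000001517, chromosome 6, 128312985 to 128325911) scored 240 ± 203, 777 ± 721, and 311 ± 134, with a log2 fold change of 1.74 at 1wk Dox (SE 0.95, adjusted p = 0.744; 0.91 to 2.29 with each replicate left out). Its 1wk Dox samples spanned 108 to 1922. *Cdkn2c* (ENSMUSG00000028551, chromosome 4, 109333481 to 109339794) had a mean score of 212 at No Dox, 318 ± 126 at 1wk Dox, and 93 ± 54.8 at 1wk WD. Its log2 fold change was 0.60 at 1wk Dox (SE 0.48) and -1.21 at 1wk WD (SE 0.55, adjusted p = 0.61; -1.65 to -0.86 with each replicate left out). None of the 3 genes was differentially expressed in β cells.

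**Figure D3:**
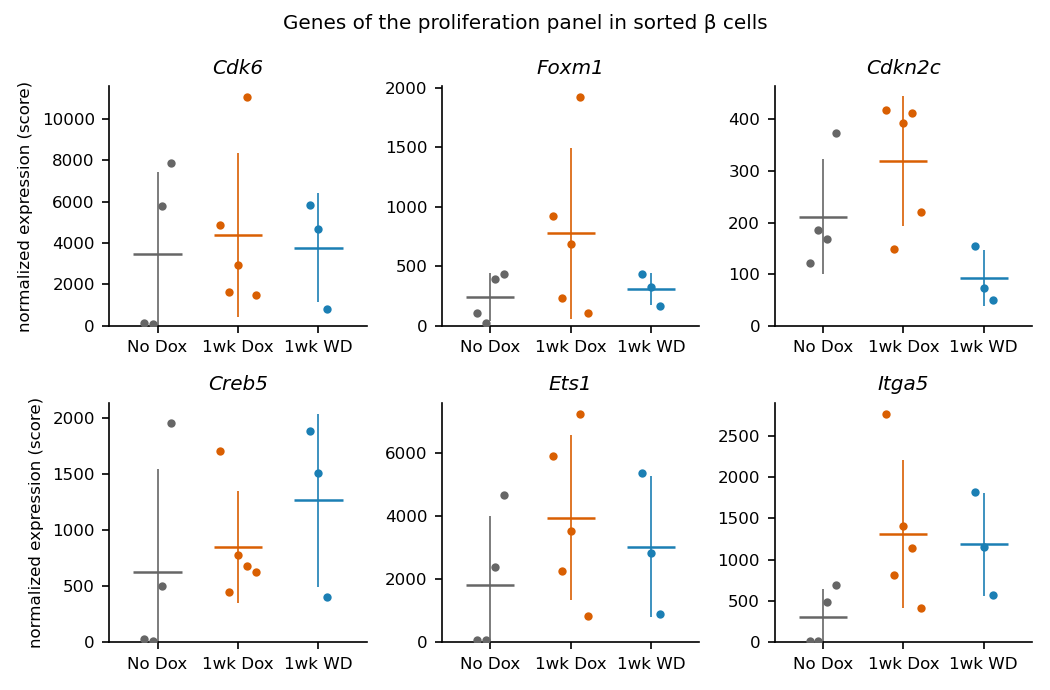
Normalized expression of *Cdk6*, *Foxm1*, *Cdkn2c*, *Creb5*, *Ets1*, and *Itga5* in β cells at No Dox (n = 4), 1wk Dox (n = 5), and 1wk WD (n = 3). The vertical axis is the score on a linear scale from 0, each point is 1 sample, the horizontal line is the mean, and the bar is the SD, clipped at 0; the No Dox samples of *Cdk6* reach from 110 to 7862.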

Transcriptional activators *Cdk6* and *Foxm1* are initially upregulated more than threefold compared to baseline, followed by downregulation of suppressor *Cdkn2c* (p18) specifically during β cell recovery, consistent with previous studies of both mouse and human β cells^36–38^. 

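*Creb5* (ENSMUSG00000053007, chromosome 6, 53523378 to 53646001) scored 626 ± 918 in β cells at No Dox (SD, n = 4), 851 ± 497 at 1wk Dox (n = 5), and 1270 ± 771 at 1wk WD (n = 3). Its log2 fold change was 2.42 at 1wk Dox (SE 1.23, limma adjusted p = 0.738) and 2.88 at 1wk WD (SE 1.4, adjusted p = 0.61). *Ets1* (ENSMUSG00000032035, chromosome 9, 32443806 to 32565405) scored 1810 ± 2200, 3950 ± 2610, and 3030 ± 2240, with log2 fold changes of 2.56 (SE 1.23, adjusted p = 0.72) and 2.19 (SE 1.4, adjusted p = 0.649). Replicates 1 and 2 at No Dox, at 27 and 14 for *Creb5* and 76 and 86 for *Ets1*, were below all other β cell samples, and replicates 3 and 4 were within the range of 1wk Dox and 1wk WD or above it. The same 2 libraries were lowest at No Dox in stromal marker genes.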

*Creb5* and *Ets1* are notably increased as well. Collectively, these data provide evidence for a model where β cell proliferation is largely driven through MΦ–EC–β cell paracrine signaling, ECM remodeling, and cell–matrix interactions (Fig. 6).

**Fig. 6:**
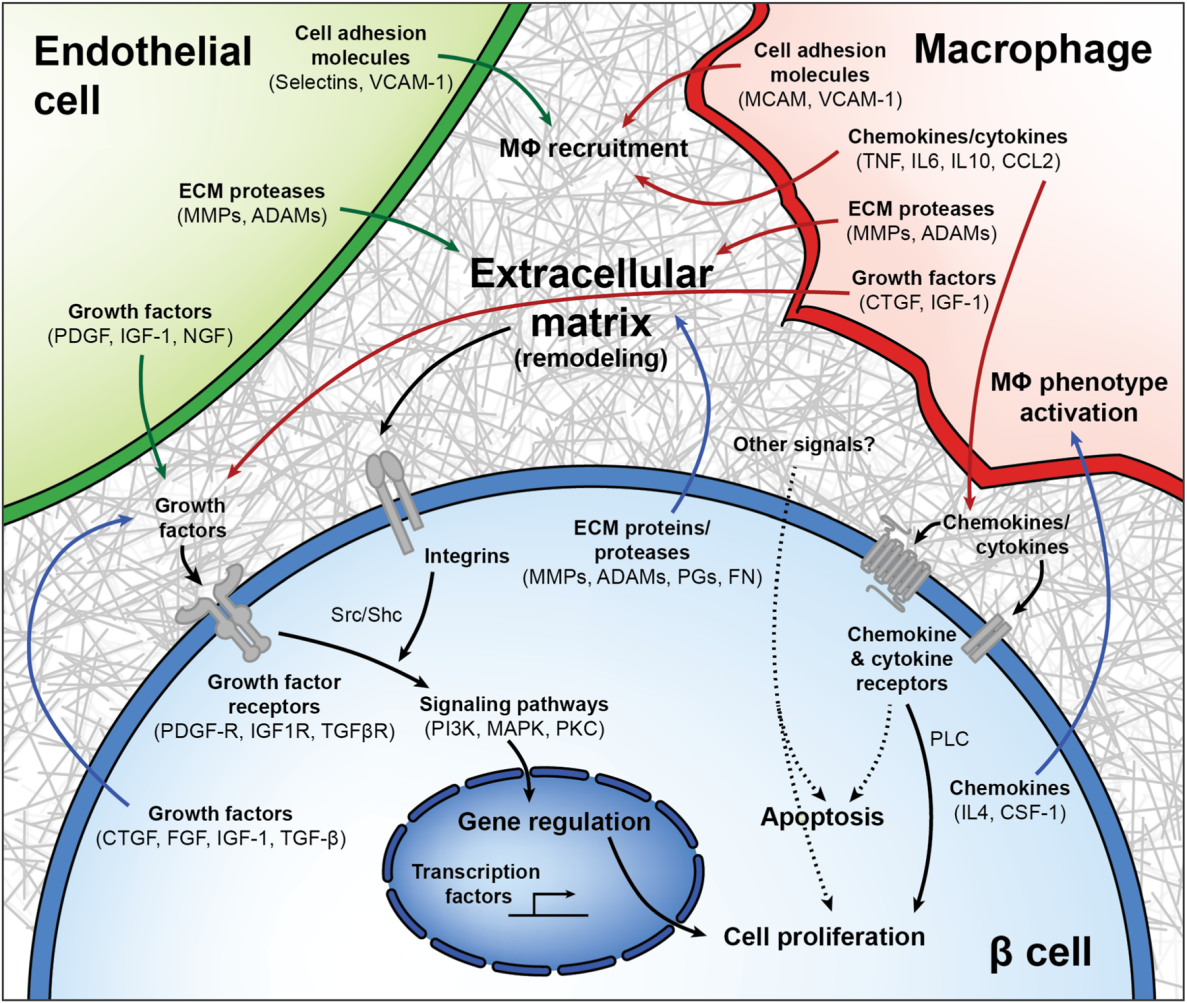
Model of interactions between β cells, macrophages, endothelial cells, and the extracellular matrix in β cell regeneration. Upon VEGF-A induction, intra-islet endothelial cells (ECs) proliferate while increasing expression of cell adhesion molecules and growth factors and altering their expression of integrins and extracellular matrix (ECM) remodeling enzymes. These adhesion molecules help recruit macrophages (MΦs), which upon islet infiltration also upregulate expression of cell adhesion molecules and pro- and anti-inflammatory chemokines and cytokines, influencing further MΦ recruitment in addition to signaling through chemokine and cytokine receptors on β cells. Chemokine and cytokines become increasingly less inflammatory as VEGF-A normalizes, as MΦs produce growth factors and matrix remodeling enzymes that may promote β cell proliferation. Upon VEGF-A induction, β cells exhibit enrichment for several integrin pathways and other proteins involved in ECM remodeling and cell–matrix interactions in addition to regulating expression of chemokines known to support a regenerative (M2 or alternative) MΦ phenotype. Growth factors from all cell types act on an increased number of growth factor receptors being expressed on β cells, activating downstream signals converging on the PI3K/Akt and MAPK pathways. Other signals from cells in the microenvironment, or from the rapidly remodeling ECM, may also play a role in β cell proliferation.

## Discussion

Adult β cells have a very limited proliferative capacity and signals regulating this process are incompletely understood. The complexity of the islet microenvironment and difficulty modeling this complexity in vitro often constrains investigation of β cell proliferation to reductionist approaches, removing components of the in vivo environment known to contribute to the establishment and maintenance of β cell mass and thereby limiting the utility of these studies. Here we utilized the βVEGF-A mouse model^1^ in which signals from the local islet microenvironment, including β cells, ECs, and MΦs, promote proliferation of human as well as mouse β cells. To dissect how these microenvironmental components influence β cell loss and recovery within the context of this complex and dynamic in vivo model, we developed new experimental tools to intricately modulate EC and MΦ populations and their signaling within the islet. These tools, coupled with transcriptional analysis of temporal changes in gene expression patterns of β cells, ECs, and MΦs, allowed us to gain important insight into the cell–cell and ECM-mediated signaling in this model, which work in concert to promote β cell proliferation (Fig. 6).

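In MΦs, *Vcam1* (ENSMUSG00000027962, chromosome 3, 115812938 to 115832606 in mm9) was differentially expressed at both time points, at 5200 ± 1600 at No Dox (SD, n = 4), 16100 ± 202 at 1wk Dox (n = 2), and 19600 ± 2860 at 1wk WD (n = 4). The log2 fold changes were 1.68 (SE 0.23, limma adjusted p = 0.00407) and 1.95 (SE 0.19, adjusted p = 0.00103). *Icam1* changed by less in MΦs, from 4370 to 5830 and 6290 (0.40 and 0.52, adjusted p = 0.227 and 0.0971). Further MΦ chemokine and cytokine genes differentially expressed at 1wk Dox were *Csf1* (log2 fold change 1.11, adjusted p = 0.0321) and *Il10* (1.81, adjusted p = 0.0249), and neither passed without the trend of the spread on expression (0.0862 and 0.0955). *Ccl12* passed at 1wk WD (1.2, adjusted p = 0.0334), a call that was lost without any of No Dox replicates 1, 2, or 4 (0.0528 to 0.0708) or 1wk WD replicates 2, 3, or 4 (0.0956 to 0.122). *Cxcl10* changed by 1.25 at both time points (adjusted p = 0.0999 and 0.0879). In the single 1wk Dox EC sample, *Vcam1* scored 122 against a mean of 299 at No Dox (n = 4), a log2 difference of -1.22, and *Icam1* 518 against 381 ± 13 (0.44). *Selp* scored 191 against 186 ± 94 (0.2), *Sele* 38 against 28.5 (0.61), and *Madcam1* 615 against 152 (2.08).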

Our transcriptome analysis suggested that MΦ recruitment to islets is facilitated not only by VEGF-A signaling but also by increased expression of cell adhesion molecules on both MΦs and ECs, as well as increased production of chemokines and cytokines from MΦs already in the islet microenvironment^39^. By specifically depleting MΦs in βVEGF-A mice using clodronate liposomes, we demonstrated that MΦs are required for β cell regeneration in the islet microenvironment. These recruited MΦs have a unique hybrid phenotype: they express markers of both classical pro-inflammatory (M1) activation as well as alternative (M2) activation promoting tissue repair and regeneration. 

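Several genes of each kind were differentially expressed together in the MΦs at 1wk Dox. Of the M1 list, *Ccr7* rose from 1740 at No Dox to 5580 (log2 fold change 1.85, limma adjusted p = 0.0187) and *Fcgr3* from 5360 to 12400 (1.22, adjusted p = 0.00867). Of the M2 list, *Hmox1* (ENSMUSG00000005413, chromosome 8, 77617490 to 77624495) rose from 2920 ± 494 (SD, n = 4) to 13700 ± 3020 (n = 2; 2.23, adjusted p = 0.000805), and *Msr1* from 5130 to 11700 (1.22, adjusted p = 0.0092). With the 1wk Dox group at n = 2, the calls rest on the spread of all 10 MΦ samples; compared with the No Dox samples alone, *Msr1* had an adjusted p of 0.052 and *Ccr7* 0.0831. Without the trend of the spread on expression *Fcgr3* was at 0.0565. The bulk values do not show whether one cell carries transcripts of both kinds. Of the 340 MΦ genes differentially expressed at 1wk Dox, 330 had the same direction at 1wk WD, and 60 were differentially expressed at both time points, all 60 in the same direction. Both comparisons share the No Dox samples, which by itself makes them alike. Among 2104 genes with a fold change of 2 or more at 1wk Dox, the log2 fold changes at the 2 time points correlated at 0.72 across genes, against 0.41 in 100 simulations of the shared No Dox samples alone, and 89.6% had the same direction, against 73.7%.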

Though MΦ-derived cytokines and chemokines can exacerbate β cell stress^40,41^, the comparable β cell loss in MΦ-depleted and control islets suggests that MΦs do not promote β cell apoptosis in this model. Instead, MΦs downregulate key pro-inflammatory cytokines (e.g., *Tnf, Il6*) at 1wk WD, concomitant with β cell proliferation. 

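*Tnf* (ENSMUSG00000024401, chromosome 17, 35336326 to 35338952) scored 6520 ± 1020 in MΦs at No Dox (SD, n = 4), 14700 ± 5680 at 1wk Dox (n = 2), and 8510 ± 2440 at 1wk WD (n = 4). It was differentially expressed at 1wk Dox against No Dox (log2 fold change 1.14, SE 0.26, limma adjusted p = 0.0311), a call that was lost without No Dox replicate 1 (0.0666) and without the trend of the spread on expression (0.103). From 1wk Dox to 1wk WD its log2 fold change was -0.78 (SE 0.26, adjusted p = 0.343), and against No Dox at 1wk WD it was 0.36 (adjusted p = 0.408). *Il6* (ENSMUSG00000025746, chromosome 5, 30339701 to 30346508) scored 80.5 ± 20.8, 304 ± 152, and 176 ± 80.5, a log2 fold change of 1.85 at 1wk Dox (SE 0.53, adjusted p = 0.065) and of -0.82 from 1wk Dox to 1wk WD (SE 0.53, adjusted p = 0.691). For both genes the replicates of 1wk Dox and 1wk WD overlapped.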

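*Retnlb* (ENSMUSG00000022650), the gene of Fizz2, was listed at the lowest score of 1 in all MΦ samples except 1 sample at 1wk WD, where it was 2, so it was not tested. *Chi3l3* (ENSMUSG00000040809, chromosome 3, 105950472 to 106022425), the gene of Ym1, scored 631 ± 181 in MΦs at No Dox (SD, n = 4), 1030 ± 398 at 1wk Dox (n = 2), and 297 ± 54.6 at 1wk WD (n = 4). It was lower at 1wk WD than at No Dox in 4 of 4 samples, with a log2 fold change of -1.06 (SE 0.26, limma adjusted p = 0.0659; 0.0498 with a minimum mean score of 200), and its change from 1wk Dox was -1.76 (adjusted p = 0.0769, and 0.0249 when only these groups were fitted). *Mrc1* (ENSMUSG00000026712, chromosome 2, 14151041 to 14253684) scored 47400 ± 8520, 73900 ± 6770, and 73200 ± 4280, a log2 fold change of 0.64 at 1wk WD (SE 0.15, adjusted p = 0.0629; 1.09, past 0.05 at 0.0386, with quantile normalization). Its 1wk WD replicate 4, at 79570, lay apart from the other 3. *Fn1*, the gene of fibronectin, scored 7030, 6700, and 9170 ± 4510 (0.30 at 1wk WD, adjusted p = 0.611), and *Tgfb1* 6710, 7570, and 7110 (0.09, adjusted p = 0.729). *Igf1* was at 6770 ± 1610 at 1wk WD, 1.01 above No Dox on the log2 scale (SE 0.23, adjusted p = 0.0511), and past 0.05 with quantile normalization (0.0497), with a minimum mean score of 200 (0.041), or without No Dox replicate 2 (0.0136).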

Their phenotypic profile at this stage is most reminiscent of phenotyping subtypes “M2a” (high expression of scavenger and phagocytic receptors like Retnlb/Fizz2, Ym1, and Mrc1; secretion of profibrotic and trophic factors like fibronectin, IGF, and TGFβ) and “M2c” (associated with removal of apoptotic cells)^42–44^. This phagocytic phenotype is consistent with our finding that MΦs at this time point (1wk WD) likely have an effect on islet remodeling and composition separate from their effect on β cell proliferation. Together, these data suggest a phenotypic shift in MΦs that facilitates β cell recovery and return to homeostasis in the islet, in line with an increasing number of studies observing tissue-restorative effects of MΦs triggered in various β cell injury models^11,12,45^. Further studies will be necessary to clarify the specific signals that regulate the phenotypic shift and define the cues that govern their withdrawal. In addition, more work is required to characterize the phenotypes of human pancreatic islet MΦs.

Regulated EC-derived signals are necessary for pancreatic and islet development^17,46–48^, optimal adult β cell function^18^, and islet revascularization after transplantation^49–52^. In addition, ECs and VEGFR2 signaling have been previously implicated in organ regeneration^13,16^. For example, during liver regeneration, sinusoidal ECs appear to have a biphasic effect in mediating hepatic reconstitution; proliferative angiogenesis of sinusoidal ECs inhibits hepatocyte self-renewal, whereas quiescent sinusoidal ECs stimulate hepatic regeneration^13^. To determine the role of proliferative and quiescent ECs in β cell loss and recovery, we generated a compound βVEGF-A model with inducible VEGFR2 inactivation (βVEGF-A; VEGFR2^iΔEC^) that allowed us to modulate VEGF-A–VEGFR2 signaling in ECs.

Our studies show that intact VEGFR2 signaling is required for the proliferative angiogenesis of islet endothelium, which ultimately results in β cell loss. Although transcriptome analysis did not reveal specific signals produced by proliferating ECs that would lead to β cell apoptosis during VEGF-A induction, there are significant changes in expression of matrix remodeling enzymes and cell adhesion molecules. 

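Only 1 of the ECs' 1wk Dox samples was analysed, so its values are set against the range of 4 No Dox samples, without a test. *Adamts5* (ENSMUSG00000022894, chromosome 16, 85858415 to 85901370 in mm9) scored 9963 against 2546 to 2739 at No Dox, a log2 difference of 1.93 from the No Dox mean. *Adam19* scored 6031 against a mean of 1990 ± 37.5 (SD, n = 4; 1.6), *Adamts4* 891 against 317 ± 58.4 (1.51), *Adam12* 53110 against 22000 (1.28), and *Mmp14* 1189 against 537 ± 131 (1.18). *Adamts17* scored 244 against 9 to 22 (4.06, and 2.95 with a pseudocount of 20). *Mmp2* scored 48 against 13 ± 2 (1.82, and 1.05 with a pseudocount of 20). The higher genes were 11 of 14 in the matrix remodeling list and 28 of 39 among all MMP, ADAM, and ADAMTS genes (median log2 difference 0.37, percentile 99.9 of random lists). Proliferation genes were higher throughout, 24 of 24, with a median log2 difference of 2.37, and *Mki67* scored 16060 against 2460 at No Dox. At 1wk WD, where 5 EC samples allow a test, *Adamts5* was back at 2850 (log2 fold change 0.04, and -0.16 without 1wk WD replicate 4). *Adamts17* (ENSMUSG00000058145, chromosome 7, 73984621 to 74297511) stayed higher, at 127 ± 35.8 (3.08, SE 0.39, limma adjusted p = 0.00276), and so did *Mmp2* (ENSMUSG00000031740, chromosome 8, 95351227 to 95377316), at 80 ± 39.9 (2.38, SE 0.45, adjusted p = 0.0157, and 0.0868 with genes of low score kept). The *Mmp2* call was lost without No Dox replicate 1, where it scored 10 against 14 in the other 3 (adjusted p = 0.053), and without replicate 3 (0.0501). *Adamts4*, at 622 ± 174, changed by less than a fold change of 2 (0.94, SE 0.23, adjusted p = 0.0423), and passed it without 1wk WD replicate 3 (1.11).

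**Figure D4:**
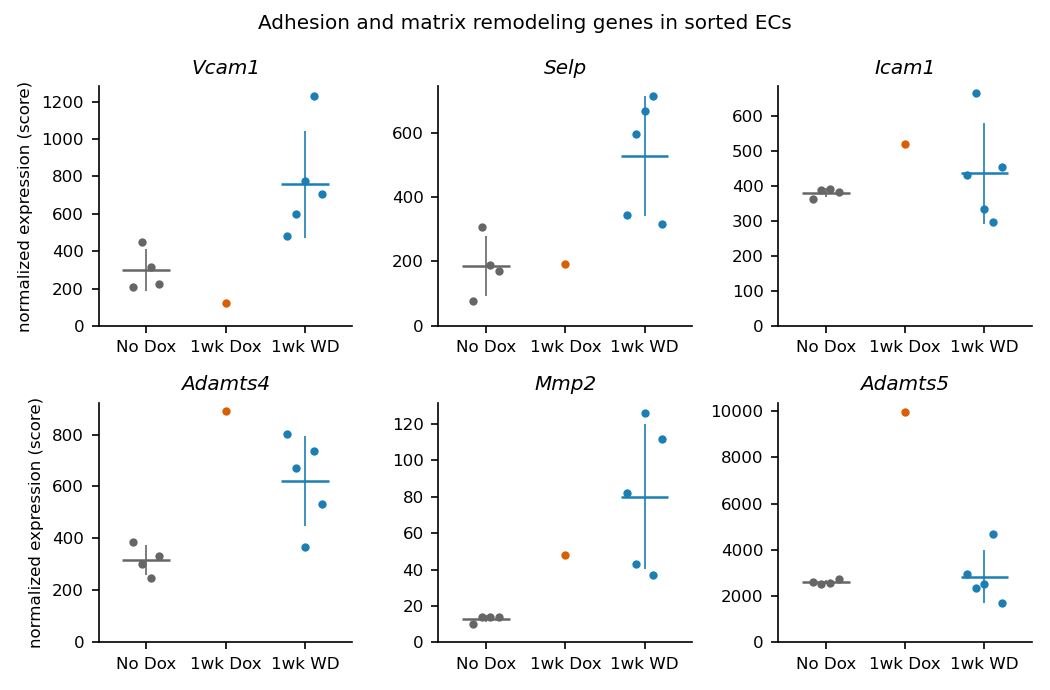
Normalized expression of *Vcam1*, *Selp*, *Icam1*, *Adamts4*, *Mmp2*, and *Adamts5* in ECs at No Dox (n = 4), 1wk Dox (1 sample), and 1wk WD (n = 5). The vertical axis is the score on a linear scale from 0, each point is 1 sample, the horizontal line is the mean, and the bar is the SD where there are replicates; the 1wk Dox sample of *Adamts5* lies at 9963, above all others.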

Based on the importance of cell–matrix interactions in β cell survival in vitro^20,53^, we hypothesize that ECM changes associated with rapidly expanding endothelium likely contribute to β cell loss in the βVEGF-A system. In addition, we show that intact VEGFR2 signaling is necessary for accumulation of intra-islet MΦs expressing CD206, a marker often associated with an M2-like phenotype. This observation is consistent with MΦ activation by EC-derived cues in the context of acute injury, a phenomenon that has been noted in numerous tissues^54–56^. Furthermore, an M2 phenotype (high IL-10, CD206) was shown to be required for β cell regeneration after DT-mediated ablation^12^, and elsewhere CD206 has been linked to increased expression of *Tgfb1* and *Egf*^57^ and promotion of β cell proliferation via a Smad7-cyclin pathway^11^. Further work is needed to clarify whether islet resident MΦs indeed shift towards an M2 phenotype or whether acinar stromal MΦ populations^28^ contribute to the increase of M2-like MΦs expressing CD206 observed in islets in the absence of VEGFR2.

In contrast to lung and liver regeneration^13,16^, VEGFR2 inactivation in quiescent ECs (1wk WD) resulted in accelerated β cell recovery, which is associated with rapid islet capillary regression, leaving behind vascular “casts” of ECM components. We postulate that β cell proliferation is promoted by release of growth factors from degraded ECM. Though ECs are no longer expanding at the 1wk WD time point, islets still contain quite extensive capillary networks that might be sustained by the residual extracellular VEGF-A we observed, as well as possibly other growth factors. Interestingly, VEGFR2 inactivation during β cell homeostasis does not impact β cell proliferation and islet capillary morphology. It will be important to assess the role of quiescent ECs and VEGFR2 signaling in other β cell injury models in the future. In addition, these findings highlight that ECs have different roles in different tissues and during various physiologic and pathologic stressors.

By deconstructing the contributions of the cellular components of the islet microenvironment of βVEGF-A mice, we were able to uncover a role for ECM remodeling and signaling in β cell proliferation. 

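As families, 21 of 26 integrin genes were higher in β cells at 1wk Dox than at No Dox (median log2 fold change 0.48, camera adjusted p = 0.000774, and 0.259 with fry). The MMP, ADAM, and ADAMTS genes had a median of 0.96 at 1wk Dox and 1.63 at 1wk WD. Within time points, genes of the lists followed the stromal marker genes across β cell libraries (median correlation 0.82). The integrins of Supplementary Fig. 7a were 12 of 13 higher at 1wk Dox (0.86, camera adjusted p = 8.7e-05, and 0.233 with fry). In ECs at 1wk WD, 6 of 12 were higher, with a median of 0.06, and the direction of the set changed between settings (adjusted p = 0.962). *Itga9* and *Itgb3* fell in ECs by less than a fold change of 2 (-0.62 and -0.65, limma adjusted p = 0.00849 and 0.00567), and *Itga2* rose by less (0.77, adjusted p = 0.0447). In the 1wk Dox EC sample, 9 of 12 were higher than the No Dox mean (median log2 difference 0.41, percentile 99.5 of random lists), with *Itga5* at 13402 against 6250 and *Itga2* at 1658 against 575 ± 86.8 (SD, n = 4). In MΦs, 9 of 13 were higher at 1wk Dox (adjusted p = 0.293). *Mmp13* (ENSMUSG00000050578, chromosome 9, 7272514 to 7283333 in mm9) was the matrix enzyme with the lowest adjusted p in MΦs, at 4120 ± 753 at No Dox (n = 4), 16900 ± 3940 at 1wk Dox (n = 2), and 8230 ± 1380 at 1wk WD (n = 4). Its log2 fold changes were 2.03 (SE 0.2, adjusted p = 0.000988) and 1.00 (SE 0.17, adjusted p = 0.0178), the latter close enough to a fold change of 2 to fall under it without any of No Dox replicates 1, 2, or 4 (0.95, 0.99, and 0.94). *Mmp12* scored 7410 ± 1470 at No Dox, 12000 at 1wk Dox, and 3390 ± 1430 at 1wk WD, and was lower at 1wk WD both than at 1wk Dox (-1.90, SE 0.28, adjusted p = 0.0331) and than at No Dox (-1.19, SE 0.23, adjusted p = 0.0301). Without the trend of the spread neither fall was past 0.05 (0.217 and 0.122), and the fall from No Dox was not without 1wk WD replicate 2 (0.106) or 3 (0.112), among others.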

MΦs, ECs, and β cells all show transcriptional regulation of integrin receptors and ECM remodeling enzymes, some of which have been shown previously to affect β cell proliferation^22,58–60^. Importantly, there is mounting evidence that ECM modulates human β cell proliferation and that these components can be manipulated to promote β cell growth in vitro^61–63^. In addition to shaping cell–matrix signaling, ECM reorganization can also lead to the release and/or activation of matrix-sequestered growth factors^64–67^. This is particularly relevant given the temporal increase of growth factor receptor expression in β cells during VEGF-A induction and normalization, suggesting heightened β cell responsiveness to signals from the rapidly remodeling ECM as VEGF-A normalizes. Furthermore, our observation of ECM casts following VEGFR2 knockdown suggests that regression of quiescent ECs during the β cell recovery phase could stimulate release of growth factors from degraded ECM, thereby promoting β cell proliferation. Together, these data provide evidence that ECM-bound growth factors released during EC regression promote β cell proliferation.

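*Igf1r* (ENSMUSG00000005533, chromosome 7, 75097713 to 75371484) scored 8680 ± 1800 in β cells at No Dox (SD, n = 4), 17900 ± 4090 at 1wk Dox (n = 5), and 13900 ± 996 at 1wk WD (n = 3). All samples at 1wk Dox and 1wk WD lay above all No Dox samples, although the adjusted p was 0.269 at 1wk Dox (limma, log2 fold change 1.04, SE 0.21) and 0.575 at 1wk WD (0.70, SE 0.24). With quantile normalization the 1wk Dox change passed (1.29, adjusted p = 0.0276). *Pdgfrb* (ENSMUSG00000024620, chromosome 18, 61204804 to 61244715) scored 15800 ± 23300, 20400 ± 11800, and 30900 ± 23600 (log2 fold changes 3.64 and 3.84, adjusted p = 0.738 and 0.617). For *Pdgfra* (ENSMUSG00000029231, chromosome 5, 75548316 to 75594229), the mean score fell from 3500 ± 5180 to 1480 ± 518 at 1wk Dox while the mean log2 score rose by 3.22 (SE 2.26, adjusted p = 0.805), since No Dox replicates ran from 3 to 10967. Both PDGF receptor genes are also on the list of stromal marker genes. *Ngfr* changed by 0.22 at 1wk Dox and 0.92 at 1wk WD (adjusted p = 0.61 at 1wk WD).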

Remodeling of extracellular milieu can also influence MΦ phenotype^68,69^, though more work is required to define specific signaling pathways that regulate this process in the pancreas. However, our transcriptome data provides evidence that both MΦs and ECs are quite attuned to their rapidly changing environment, with integrins and cell adhesion molecules being some of the most dynamically regulated genes in both cell types. 

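Among the genes of these kinds, *Vcam1* in ECs rose from No Dox to 757 ± 286 at 1wk WD (SD, n = 5; log2 fold change 1.33, SE 0.28, limma adjusted p = 0.0228) and *Selp* (ENSMUSG00000026580, chromosome 1, 166045395 to 166080157) to 527 ± 185 (1.58, SE 0.37, adjusted p = 0.0345). Every 1wk WD sample lay above every No Dox sample for both. Without the trend of the spread on expression the adjusted p was 0.0747 and 0.0952. The *Vcam1* call was lost without any of No Dox replicates 1, 3, or 4 (adjusted p = 0.0639 to 0.0811) or 1wk WD replicate 3 (0.0524), and the *Selp* call likewise without those No Dox replicates (0.0795 to 0.0894) or 1wk WD replicates 2, 3, or 4 (0.055 to 0.0803). *Icam1* in ECs was at 436 ± 144 at 1wk WD (0.14, adjusted p = 0.741; -0.03 without 1wk WD replicate 2). Set against all genes tested, the integrin list did not stand out in MΦs at 1wk WD (camera adjusted p = 0.822). In MΦs, *Itga8* changed by -0.92 at 1wk Dox and -0.85 at 1wk WD (adjusted p = 0.0244 and 0.031) and *Itga9* by 0.71 and 0.55 (0.0245 and 0.0509), each by less than a fold change of 2. *Plau*, a protease gene that Supplementary Fig. 7a places under cell adhesion, was differentially expressed in MΦs at 1wk Dox (1180 at No Dox, 2760 at 1wk Dox; 1.2, adjusted p = 0.0125, and 0.0519 with genes of low score kept).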

Changes in these molecules are likely regulating MΦ recruitment and/or polarization^70–73^, which may explain the phenotypic shift that happens between MΦ recruitment (occurring rapidly in response to VEGF-A) and the appearance of β cell proliferation (during VEGF-A normalization).

It is also possible that β cells undergo intrinsic changes heightening their sensitivity to extracellular signals, supported by the observation that ECs and MΦs increase expression of several growth factors known to promote β cell proliferation (IGF-1, PDGF, and CTGF)^35,74–76^ while β cells simultaneously upregulate expression of corresponding receptors (*Igf1r*, *Pdgfr*). 

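Of the PDGF genes, *Pdgfc* was differentially expressed in MΦs at 1wk Dox, at 1170 ± 304 at No Dox (SD, n = 4) and 2430 ± 96.9 at 1wk Dox (n = 2; log2 fold change 1.08, limma adjusted p = 0.0333), a call that was lost without No Dox replicate 4 (log2 fold change 0.97) and without the trend of the spread on expression (adjusted p = 0.0988). At 1wk WD its change was just under a fold change of 2 (1.00, adjusted p = 0.0409), and past it without No Dox replicate 1 (1.15). *Pdgfa* and *Pdgfb* in MΦs changed by 0.21 and -0.5 at 1wk Dox and by -0.28 and -0.33 at 1wk WD. In ECs, *Pdgfb* scored 11600 at No Dox, 11835 in the 1wk Dox sample, and 9070 at 1wk WD (-0.38, adjusted p = 0.143), and *Pdgfc* changed by 0.14 at 1wk WD, or by -0.22 without No Dox replicate 1. *Ctgf* in ECs scored 1800 ± 93.2, 2968, and 2460, a log2 fold change of 0.42 at 1wk WD (adjusted p = 0.136) with 1wk WD replicate 3 apart from the other 4. In MΦs *Ctgf* scored 70.5, 80.5, and 116 (0.50 at 1wk Dox, adjusted p = 0.823; -0.19 without No Dox replicate 3).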

Signaling cascades activated by integrins and growth factors exhibit extensive downstream crosstalk and protein activity that makes it difficult to determine pathway activation status based solely on gene expression. Nonetheless, we did observe transcriptional changes to components of the PI3K/Akt, PLC, and MAPK pathways, as well as upregulation of transcription factors regulated by the MAPK pathway^32–35^ suggesting that the cell–cell and cell–ECM interactions may converge on the activation of these pathways leading to β cell proliferation. 

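Of the transcription factor genes of Fig. 5b, *Etv3* (ENSMUSG00000003382, chromosome 3, 87329329 to 87344078) scored 715 ± 70.9 in β cells at No Dox (SD, n = 4), 747 at 1wk Dox (n = 5), and 1750 ± 754 at 1wk WD (n = 3), and its 1wk WD samples lay above all others (log2 fold change 1.19, SE 0.29, limma adjusted p = 0.514). *Nfkb2* scored 341, 569, and 816 ± 276, also without overlap between No Dox and 1wk WD (1.24, SE 0.34, adjusted p = 0.536). *Nfatc4* changed by 2.00 at 1wk WD (adjusted p = 0.696). With 3 samples against 4, chance leaves 5.71% of genes without overlap. The paper reports changes of such genes and of components of the PI3K/Akt, PLC, and MAPK pathways. From these it proposes that interactions with other cells and with the ECM may converge on these pathways and so lead to β cell proliferation.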

We therefore propose a model in which coordination of growth factors—whose bioavailability is likely modulated by ECs and MΦs—together with increased integrin signaling promotes activation of pro-proliferative pathways in surviving β cells during VEGF-A normalization to ultimately restore β cell mass (Fig. 6).

Recognizing the key role of cellular and extracellular components of the islet microenvironment on β cell development, function, and homeostasis is critical to further our understanding of signals regulating adult β cell proliferation. Islet microenvironmental signaling in the βVEGF-A system promotes human β cell proliferation^1^, which prompted us to develop new strategies to disentangle the roles of various microenvironmental components in this regenerative process. However, moving forward it will be important to further explore the mechanisms and combination of specific cytokines, growth factors, and other microenvironmental signals that activate and regulate relevant mitogenic signaling pathways in human β cells. Overall, these studies highlight the importance of developing innovative approaches to examine β cells in vivo in order to more completely understand the complex microenvironmental factors regulating β cell function and regeneration.

## Methods

### Mouse models

All animal studies were approved by the Institutional Animal Care and Use Committee at Vanderbilt University Medical Center, and animals were kept in facilities monitored by the Vanderbilt University Division of Animal Care on a 12 h light/12 h dark schedule with unrestricted access to standard chow and water. Mouse models and abbreviations used to describe them are summarized in Supplementary Table 2. All mice were between 8 and 16 weeks of age at the time experiments were initiated.

#### RIP-rtTA; TetO-VEGF (βVEGF-A) mice

The original bitransgenic mice with doxycycline (Dox)-inducible β cell-specific overexpression of human VEGF-A_165_ (abbreviated βVEGF-A) were generated by crossing RIP-rtTA male mice and TetO-VEGF female mice, both on a C57BL/6 background^77–81^. These mice were generously provided by Dr. Shimon Efrat of Tel Aviv University and Dr. Peter Campochiaro of Johns Hopkins University, respectively. In this βVEGF-A model the rat *Ins2* promoter drives expression of the tetracycline-responsive rtTA transactivator specifically in pancreatic β cells. Upon exposure to Dox, the rtTA transactivator binds the tetracycline operator (*TetO*), driving expression of human VEGF-A_165_ in β cells. Details of Dox preparation and administration are included below.

#### Cd5-CreER; VEGFR2^fl/fl^ (VEGFR2^iΔEC^) mice

Mice with Tamoxifen (Tm)-inducible EC-specific knockout of VEGFR2 (abbreviated VEGFR2^iΔEC^) were generated by crossing Cd5-CreER male mice and VEGFR2^fl/fl^ female mice (see Supplementary Table 3, crosses A1-A2). Heterozygous VEGFR2^fl/wt^ mice on a C57BL/6 background were obtained from Jackson Laboratories (stock #018977)^82^ and bred to create a homozygous VEGFR2^fl/fl^ line. Frozen sperm from the Cd5-CreER line^24^ was generously provided by Dr. Yoshiaki Kubota of Keio University, and in vitro fertilization (IVF) was performed by the Vanderbilt Genome Editing Resource using female C57BL/6 mice (Jackson Laboratories, stock #000664). In the VEGFR2^iΔEC^ model *loxP* sites were inserted flanking VEGFR2 exon 3, and the *Cdh5* (*VE-cadherin*) promoter drives expression of Tm-inducible Cre recombinase in vascular ECs. Upon exposure to Tm, Cre recombinase translocates to the nucleus, excising VEGFR2 exon 3 through Cre-*loxP* recombination and subsequently preventing VEGFR2 expression in ECs. Details of Tm preparation and administration are described below.

#### βVEGF-A; VEGFR2^iΔEC^ mice

To generate an inducible model of EC-specific knockdown of VEGFR2 in βVEGF-A mice, Cd5-CreER and VEGFR2^fl/fl^ mice were crossed with RIP-rtTA and TetO-VEGF transgenic mice as outlined in Supplementary Table 3. The final cross produced both βVEGF-A; VEGFR2^iΔEC^ mice as well as Cre-negative sibling controls (βVEGF-A; VEGFR2^fl/fl^). Due to the inefficient induction of VEGF-A in female mice (the single copy of the *TetO* transgene is subject to X chromosome inactivation), only male mice were used for experiments.

#### βVEGF-A; MIP-GFP mice

To enable fluorescence-activated cell sorting (FACS) of pancreatic β cells from βVEGF-A mice, a transgene was separately introduced into the βVEGF-A mouse model by crossing MIP-GFP mice on a C57BL/6 background^83^ (Jackson Laboratories, stock #006864) with RIP-rtTA and Tet-O-VEGF-A mice (abbreviated βVEGF-A; MIP-GFP). In these mice, the mouse *Ins1* promoter drives green fluorescent protein (GFP) expression in β cells.

#### DNA extraction and genotyping

Mouse models used in our breeding schemes were maintained by genotyping using the primers and PCR conditions listed in Supplementary Table 4. DNA was extracted and PCR reactions were performed with tail snips from mice as described previously^1^. Thermal cycler conditions listed in Supplementary Table 4 were used to amplify DNA before resolving on agarose gels with 100 ng/ml ethidium bromide in 1X Tris/Borate/EDTA (TBE) buffer as indicated.

#### Compound preparation and administration

VEGF-A transgene expression was activated in βVEGF-A mice by Dox administration (5 mg/ml) in light-protected drinking water containing 1% Splenda^®^ for a period of 3–7 days. VEGFR2 knockdown was induced in VEGFR2^iΔEC^ mice by subcutaneous injection of 4 mg Tm (20 mg/ml; 200 μl). Tm (20 mg/ml) was prepared fresh in filter-sterilized corn oil the day before each injection and allowed to dissolve overnight on a shaker at room temperature, protected from light. Vetbond tissue adhesive (3 M) was used to seal injection sites to prevent oil leakage. Clodronate-mediated macrophage depletion in βVEGF-A mice was accomplished by injecting 150–200 μl clodronate liposomes (5 mg/ml; Clodrosome) retro-orbitally every other day for a 1–2 week period (4–8 total injections). Liposome injections began 1 day before Dox administration and continued for 1 week after in mice harvested at later time points. Control liposomes with the same lipid composition (Clodrosome) were administered to βVEGF-A mice using the same route, volume, and schedule. Mice receiving liposome injections were supplemented with Transgenic Dough Diet (21.2% protein, 12.4% fat, 46.5% carbohydrate; BioServ) throughout the course of the experiment.

#### Glucose measurements

Random (non-fasted) plasma glucose levels were measuring by obtaining whole blood from nicked tail veins using an Accu-chek glucose meter (Roche Diagnostics) calibrated according to the manufacturer’s instructions.

### Tissue collection and fixation

Mouse pancreata were collected from anesthetized mice prior to cervical dislocation. Organs were washed in ice-cold 10 mM phosphate-buffered saline (PBS), then fat and other excess tissue was removed before pancreata were weighed and processed. Fixation was performed in 0.1 M PBS containing 4% paraformaldehyde (Electron Microscopy Sciences) for 2–3 h on ice with mild agitation, then organs were washed in four changes of 0.1 M PBS over 2 h and equilibrated in 30% sucrose/0.01 M PBS overnight. After blotting to remove excess sucrose, tissues were mounted in Tissue Tek cryomolds filled with Tissue-Plus optimal cutting temperature (OCT) compound (VWR Scientific Products). Tissue molds were placed on dry ice until the OCT was set, then stored at −80 °C. Tissues were sectioned from 5 to 10-μm thick on a Leica CM1950 cryostat (Leica) and these cryosections were attached to Superfrost Plus Gold slides (ThermoFischer Scientific).

### Immunohistochemistry, imaging, and analysis

Immunohistochemical analysis was performed on serial 8–10-μm pancreatic cryosections as described previously^1,18^. Briefly, tissue permeabilization was conducted using 0.2% Triton-X in 10 nM PBS and blocking using 5% normal donkey serum in 10 mM. Primary and secondary antibody incubations (listed in Supplementary Table 5) were performed in buffer with 0.1% Triton-X and 1% BSA and nuclei were counterstained with DAPI. Slides were mounted using SlowFade Gold antifade reagent (Invitrogen Molecular Probes) and sealed with fingernail polish prior to imaging.

Digital images were acquired with a Leica DMI6000B fluorescence microscope equipped with a Leica DFC360FX digital camera (Leica), a laser scanning confocal microscope (Zeiss LSM510 META or LSM880, Carl Zeiss), and a ScanScope FL (Aperio). Image analysis was performed using MetaMorph 7.7 software (Molecular Devices), ImageScope software (Aperio), or HALO software (Indica Labs).

For analysis of islet composition, images of entire pancreatic sections were captured at ×20 magnification using a ScanScope FL system. Islet area was annotated manually based on insulin staining, and HALO algorithms were used to calculate area of β cells (Insulin^+^), ECs (CD31^+^), and MΦs (Iba1^+^). For β cell proliferation, cells were deemed positive for Ki67 only when at least 75% of the nucleus was surrounded by insulin^+^ cytoplasm.

### Flow cytometry and cell sorting

Flow analysis and sorting was performed in collaboration with the Vanderbilt Flow Cytometry Core. Peripheral blood (50–100 μl) was collected from the retro-orbital sinus of βVEGF-A mice using heparinized capillary tubes 24 h after beginning liposome injections to evaluate depletion of circulating monocytes. Blood was incubated for 3–5 min at 37 °C with 1 ml warmed, filter-sterilized erythrocyte lysis buffer (8.26 g ammonium chloride, 1 g potassium bicarbonate, and 0.38 g EDTA in 1 L Milli-Q water). Cells were pelleted by centrifuging at 1800 rpm for 2–3 min at 4 °C and supernatant discarded. Incubation with erythrocyte lysis buffer was repeated, and then cells were washed with 1 ml FACS buffer (2 mM EDTA and 2% FBS in 10 mM PBS) prior to antibody incubation. Blood from WT mice was collected for antibody compensation controls.

Isolated islets from βVEGF-A; MIP-GFP mice handpicked in Clonetics EGM MV Microvascular Endothelial Cell Growth Medium (Lonza) were washed three times with 2 mM EDTA in 10 mM PBS and then dispersed by incubating with Accutase (Innovative Cell Technologies) at 37 °C for 10 min with constant pipetting. Accutase was quenched with EGM MV media, and then islet cells were washed twice with the same media and counted using a hemocytometer prior to antibody incubation. Anti-rat Ig, κ CompBead Plus Compensation Particles (BD Biosciences), and EasyComp Fluorescent Particles, GFP (Spherotech) were used as single-color compensation controls for islet cell sorts.

Peripheral blood and islet cells prepared as described above, and anti-rat Ig compensation particles were incubated for 15–20 min at 4 °C with fluorophore-conjugated antibodies in FACS buffer followed by one wash with FACS buffer. All antibodies for flow cytometry and their working dilutions are listed in Supplementary Table 5. Prior to analysis or sorting, either propidium iodide (0.05 μg/100,000 cells; Invitrogen Molecular Probes) or DAPI (0.25 μg/1,000,000 cells; Invitrogen Molecular Probes) was added to samples for non-viable cell exclusion. Flow analysis was performed using an LSRFortessa cell analyzer (BD Biosciences) and a FACSAria III cell sorter (BD Biosciences) was used for FACS. Analysis of flow cytometry data was completed using FlowJo 7.6.5-10.2.1 (FlowJo LLC).

### RNA isolation, sequencing, and analysis

Sorted islet-derived cells (8000–400,000/sample) were added to 200–400 μl lysis/binding solution in the RNAqueous micro-scale phenol-free total RNA isolation kit (Ambion). Trace contaminating DNA was removed with TURBO DNA-free (Ambion). RNA quality control quantification was performed using a Qubit Fluorometer (Invitrogen, Carlsbad, CA) and an Agilent 2100 Bioanalyzer. All RNA samples had an RNA integrity number (RIN) ≥ 5.0. RNA was amplified using the Ovation system (NuGen Technologies) according to standard protocol. Amplified cDNA was sheared to target 300 bp fragment size and libraries were prepared using NEBNext DNA Library Prep (New England BioLabs). 50 bp paired-end (PE) sequencing was performed on an Illumina HiSeq 2500 using traditional methods^84,85^. Raw reads were mapped to the reference mouse genome mm9 using TopHat v2.0^86^ and aligned reads were then imported onto the Avadis NGS analysis platform (Strand Scientific). Transcript abundance was quantified using the TMM (Trimmed Mean of M-values) algorithm^87,88^. Samples were compared by principal component analysis (PCA) and hierarchical clustering analysis. A minimum expression cutoff (normalized expression ≥20 at one or more time points) was applied before determining differential expression between samples, which was calculated on the basis of fold-change (cutoff ≥ 2 or ≤−2) with *p*-values estimated by *z*-score calculations (cutoff 0.05) as determined by the Benjamini–Hochberg false discovery rate (FDR) method^89^. Differentially expressed genes were further analyzed through Ingenuity Pathway Analysis (IPA, Qiagen) and Gene Ontology (GO) analysis using DAVID^90^. RNA quality control, amplification, sequencing, and analysis were performed in collaboration with the Genomic Services Laboratory at HudsonAlpha Institute for Biotechnology.

### Statistical analysis

Prism software (GraphPad) was used to perform all statistical analyses for immunohistochemistry. In all experiments manipulating MΦs and ECs, control and experimental groups were compared at each time point using a two-tailed unpaired *t* test. For analysis of proliferative ECs, two-tailed unpaired *t* tests were also used to compare baseline (No Dox) and VEGF-A induction (3d Dox) time points within each group. For analysis of quiescent ECs, a one-way analysis of variance (ANOVA) was used to analyze time points within each group, followed by Tukey’s multiple comparison test to compare each time point with baseline (No Dox). Unless otherwise noted, data are expressed as mean + standard error of mean (s.e.m.). Statistical analysis of RNA-sequencing data is described above (see “RNA isolation, sequencing, and analysis”).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Combined supplementary material

Reporting Summary Checklist

## Data Availability

RNA-sequencing data is available in the Gene Expression Omnibus (GEO) database of the National Center for Biotechnology Information (NCBI) under accession numbers GSE72546 and GSE163825. Additional datasets and materials generated during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Coordinated interactions between endothelial cells and macrophages in the islet microenvironment promote β cell regeneration
**Source:** NPJ Regen Med. 2021 Apr 6;6:22. doi: 10.1038/s41536-021-00129-z
**Supplement:** Supplementary file 1 — Combined supplementary material

## SUPPLEMENTARY INFORMATION

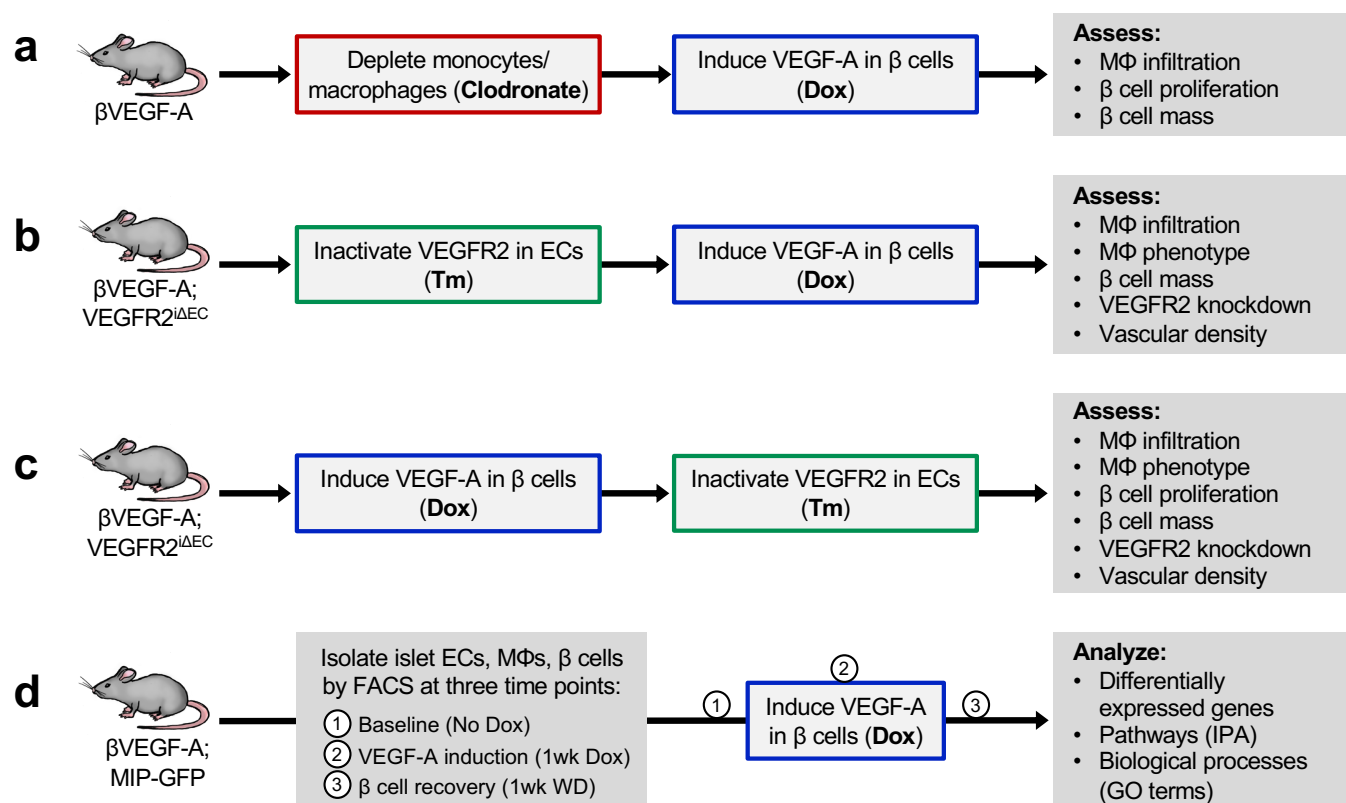

**Supplementary Figure 1. Schematic representation of experiments to determine the role of macrophages and endothelial cells in the  $\beta$ VEGF-A mouse model.** (a) Clodronate liposomes were used to suppress macrophage (M $\Phi$ ) infiltration, followed by administration of doxycycline (Dox) to overexpress VEGF-A in  $\beta$  cells. (b–c) To modulate endothelial cells (ECs), an inducible EC-specific VEGFR2 knockout mouse model Cd5-CreER; VEGFR2<sup>fl/fl</sup> (VEGFR2<sup>ΔEC</sup>)<sup>26</sup> was bred into the  $\beta$ VEGF-A line. Tamoxifen (Tm) was used to inactivate VEGFR2 in ECs either prior to (b) or after (c) VEGF-A induction to discern the role of proliferative and quiescent ECs, respectively in the  $\beta$  cell loss and recovery. (d) ECs, M $\Phi$ s, and  $\beta$  cells were isolated from  $\beta$ VEGF-A mice at three time points; introduction of the MIP-GFP transgene facilitated  $\beta$  cell sorting. For additional details, see **Methods**.

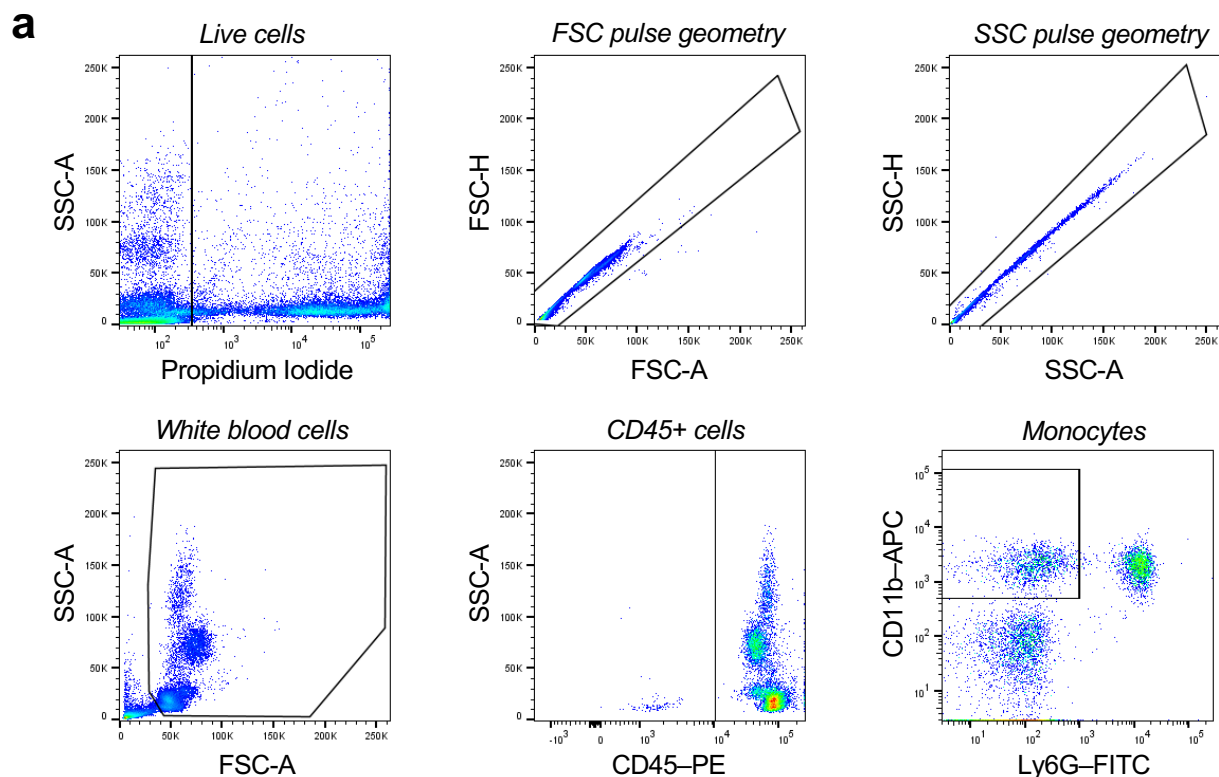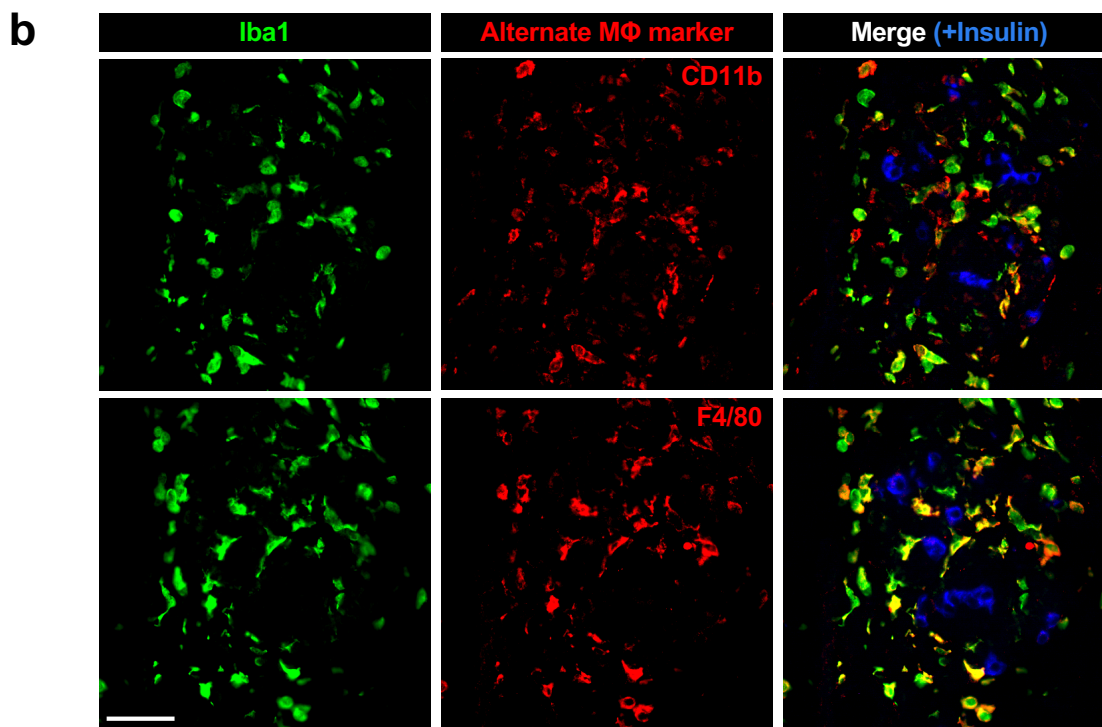

**Supplementary Figure 2. Experimental design for clodronate-mediated macrophage depletion. (a)** Gating strategy for flow cytometry analysis of circulating monocytes. Peripheral blood (50-100  $\mu$ l) was collected from the retro-orbital sinus of  $\beta$ VEGF-A mice to assess monocyte depletion following clodronate treatment. Cell debris were excluded by forward scatter (FSC) and side scatter (SSC), single cells were identified by voltage pulse geometry, and non-viable cells were excluded using propidium iodide. From remaining white blood cells, CD45 was used as a pan-leukocyte marker and monocytes were identified by a CD11b<sup>+</sup> Ly6G<sup>-</sup> profile. Approximately 10,000 white blood cells were analyzed and quantified per each animal. See also **Figure 2b**. **(b)** Representative images showing islet macrophage (MΦ) infiltration during VEGF-A induction (1 wk Dox). These cells express Iba1 (green), which colocalizes with canonical MΦ markers CD11b and F4/80 (red). Scale bar, 50  $\mu$ m. See also **Figure 2c**.

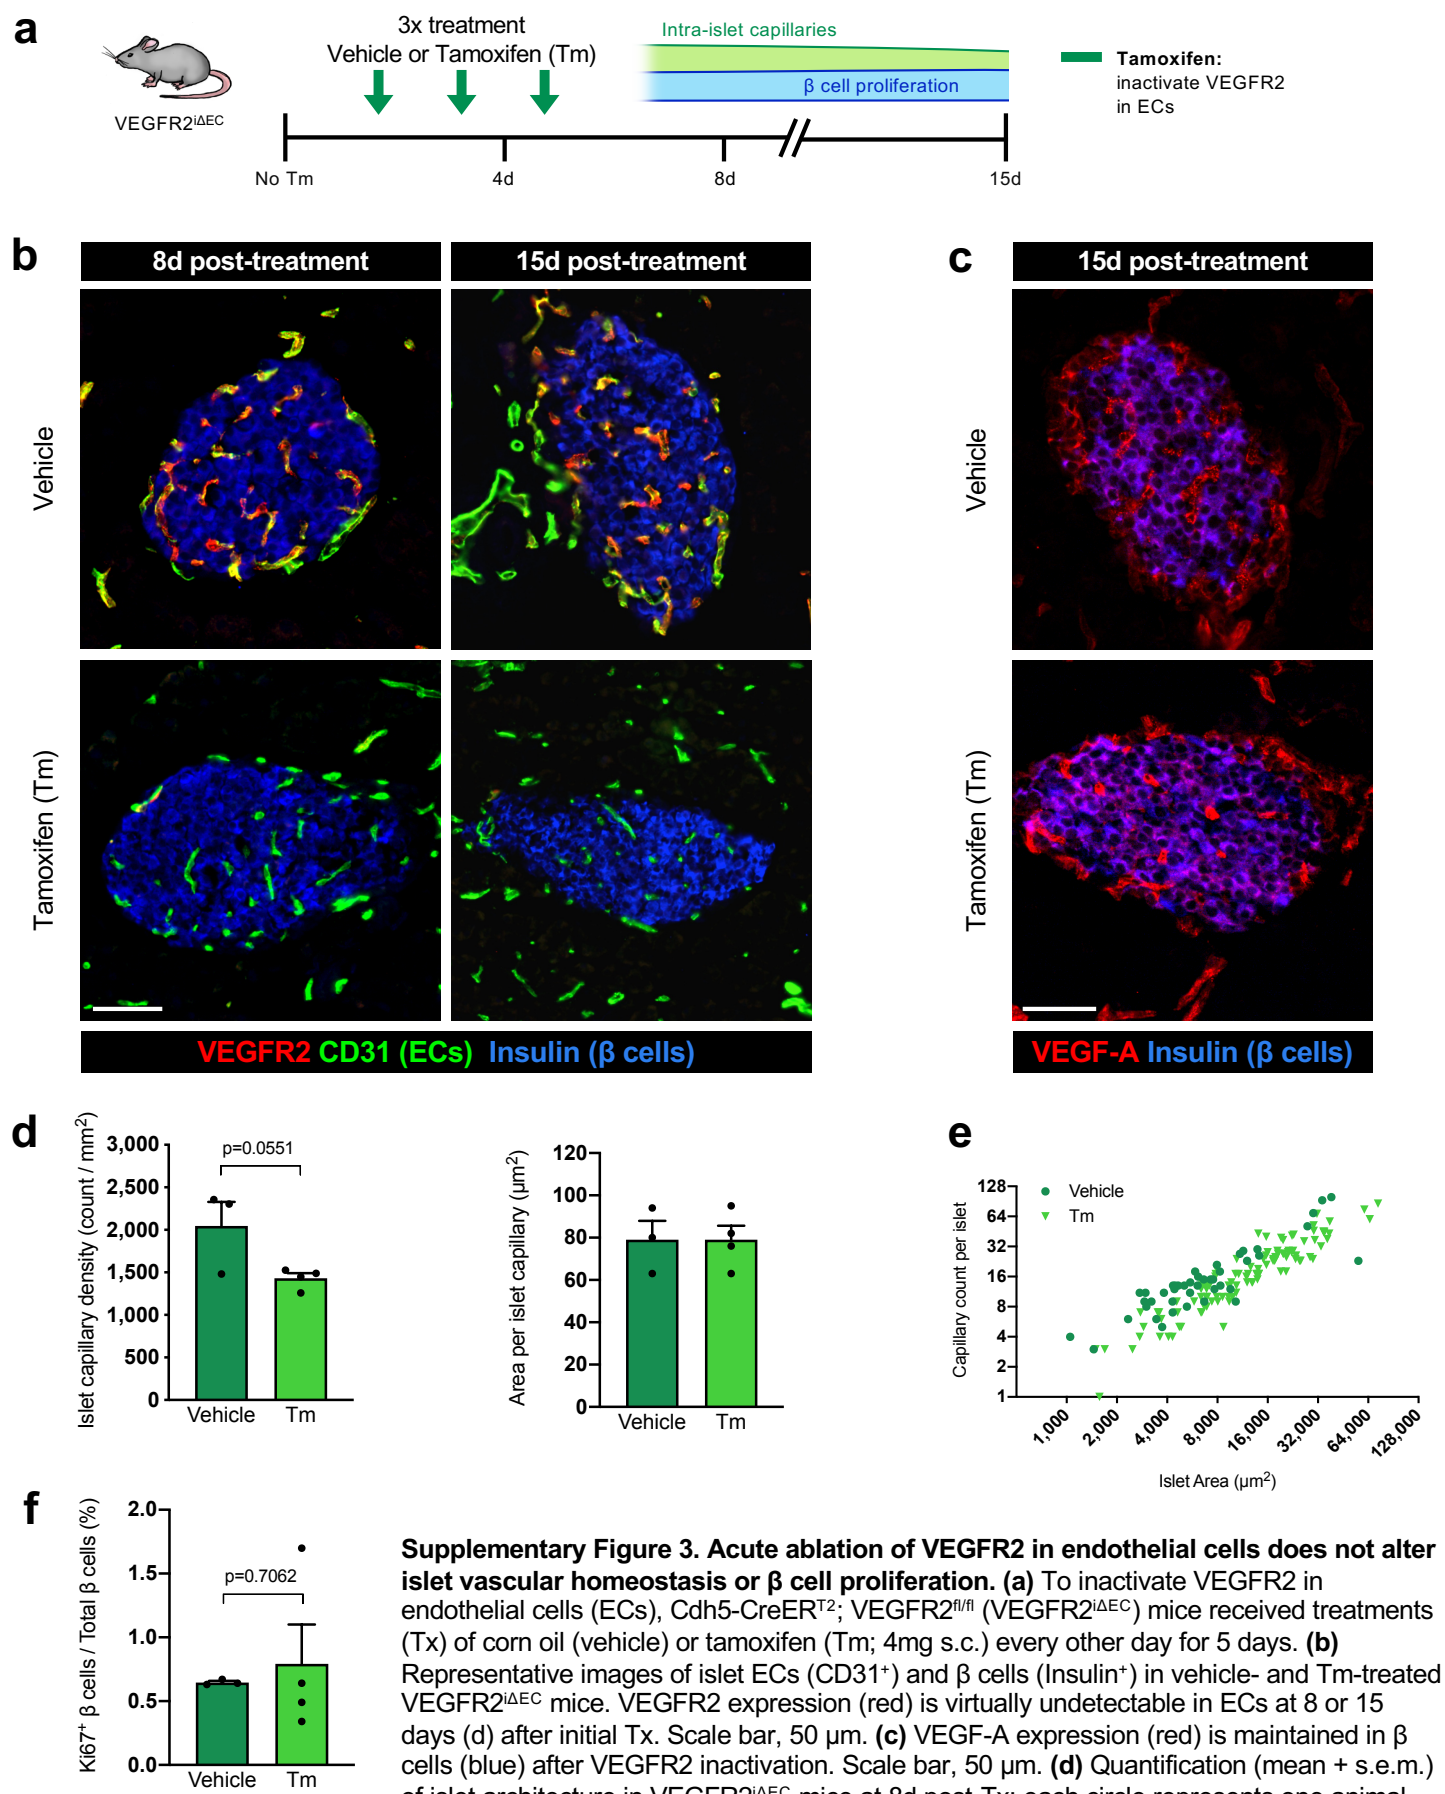

**Supplementary Figure 3. Acute ablation of VEGFR2 in endothelial cells does not alter islet vascular homeostasis or β cell proliferation.** (a) To inactivate VEGFR2 in endothelial cells (ECs), Cdh5-CreER<sup>T2</sup>; VEGFR2<sup>fl/fl</sup> (VEGFR2<sup>ΔEC</sup>) mice received treatments (Tx) of corn oil (vehicle) or tamoxifen (Tm; 4mg s.c.) every other day for 5 days. (b) Representative images of islet ECs (CD31<sup>+</sup>) and β cells (Insulin<sup>+</sup>) in vehicle- and Tm-treated VEGFR2<sup>ΔEC</sup> mice. VEGFR2 expression (red) is virtually undetectable in ECs at 8 or 15 days (d) after initial Tx. Scale bar, 50 μm. (c) VEGF-A expression (red) is maintained in β cells (blue) after VEGFR2 inactivation. Scale bar, 50 μm. (d) Quantification (mean ± s.e.m.) of islet architecture in VEGFR2<sup>ΔEC</sup> mice at 8d post-Tx; each circle represents one animal. Islet capillary density and area per islet capillary determined by CD31<sup>+</sup> and Insulin<sup>+</sup> stain; 138 ± 15 × 10<sup>5</sup> μm<sup>2</sup> total islet area analyzed per animal. (e) In both vehicle- and Tm-treated mice, the number of islet capillaries increases proportionately with islet size. Note both axes have a base 2 logarithmic scale. (f) Basal β cell proliferation rate; 1,892 ± 259 cells counted per animal. Statistics shown in panels d and f reflect unpaired two-tailed t-tests.

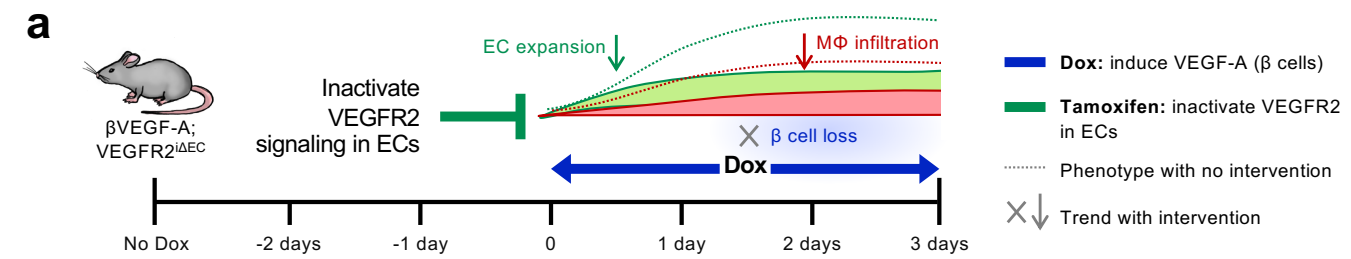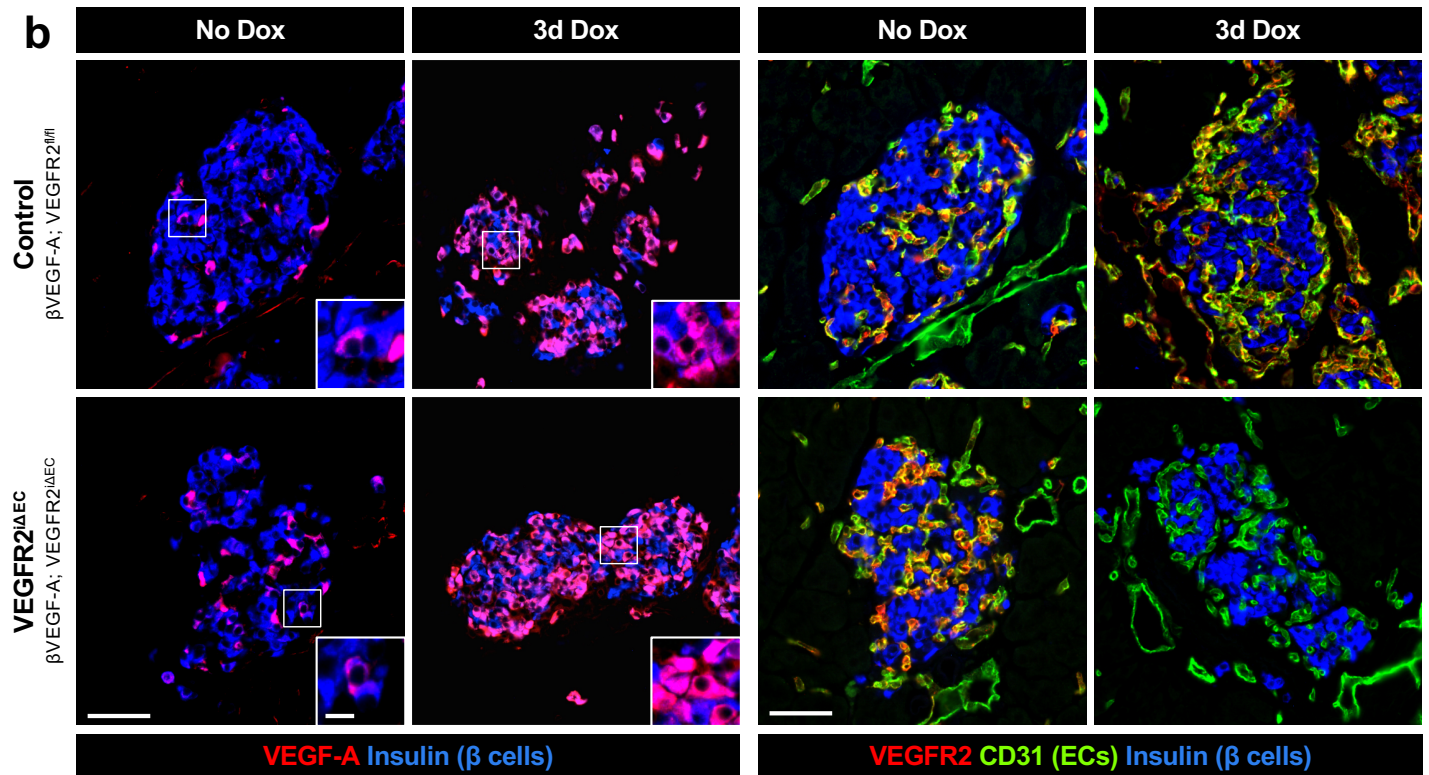

**Supplementary Figure 4. Effective VEGFR2 inactivation in endothelial cells prevents islet capillary expansion by acute elevation of VEGF-A in the islet microenvironment. (a)** To inactivate VEGFR2 in endothelial cells (ECs), βVEGF-A; R2<sup>ΔEC</sup> mice and βVEGF-A; R2<sup>fl/fl</sup> controls were treated with Tamoxifen (Tm; 4mg s.c.) prior to VEGF-A induction. **(b)** Left panel: induction of VEGFA expression at 3d Dox compared to baseline (No Dox) in βVEGF-A; R2<sup>ΔEC</sup> mice and controls; VEGF-A (red); β cells (Insulin<sup>+</sup>, blue). Boxes indicate regions enlarged in insets. Right panel: inactivation of VEGFR2 expression in ECs at baseline and 3d Dox; VEGFR2 (red), ECs (CD31<sup>+</sup>, green); β cells (Insulin<sup>+</sup>, blue). Scale bars, 50 μm; inset, 10 μm.

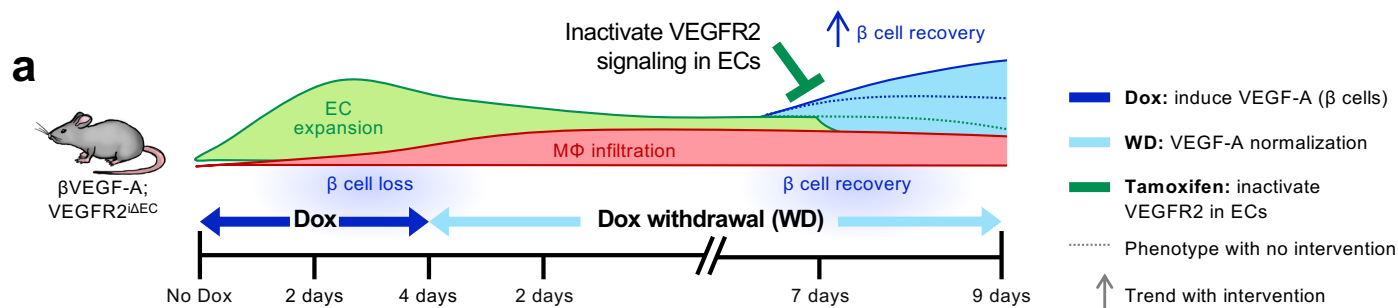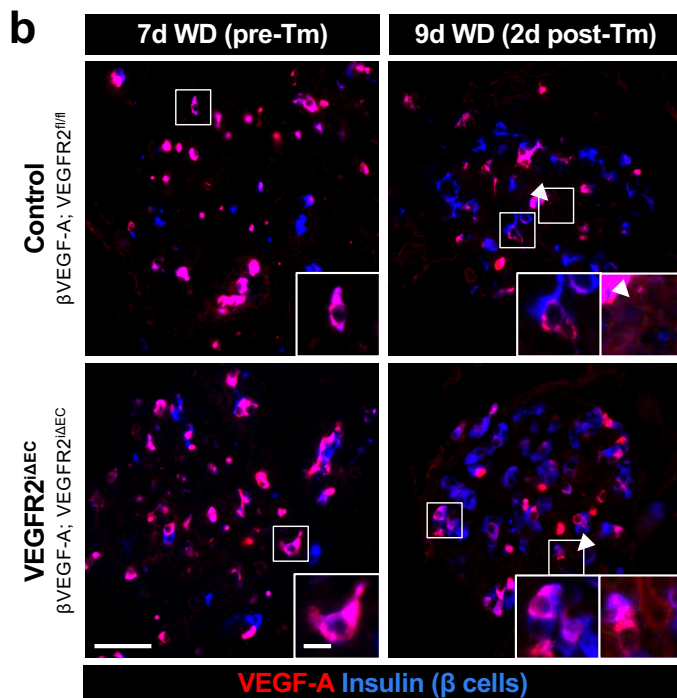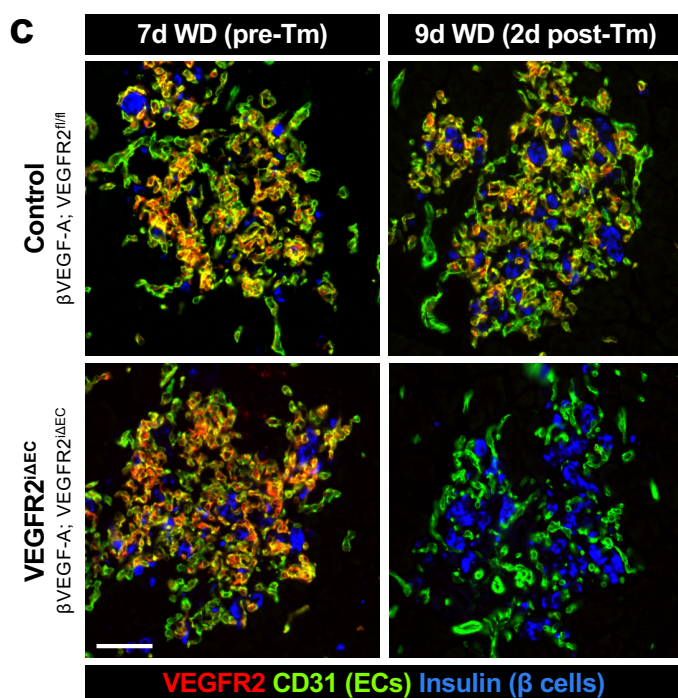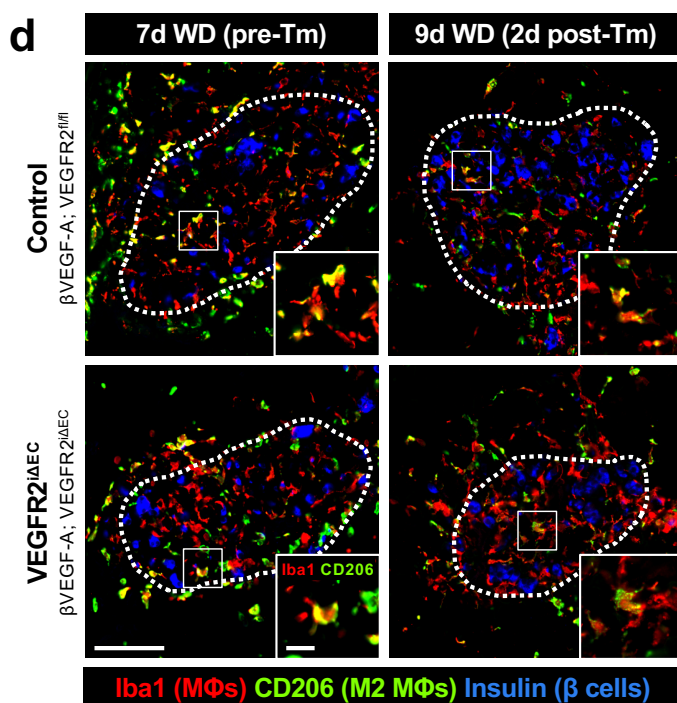

**Supplemental Figure 5. Effects of VEGF-A induction and VEGFR2 inactivation during β cell recovery.** (a) To inactivate VEGFR2 in endothelial cells (ECs) during β cell recovery, control (βVEGF-A; VEGFR2<sup>fl/fl</sup>) and VEGFR2<sup>ΔEC</sup> (βVEGF-A; VEGFR2<sup>ΔEC</sup>) mice received Tamoxifen (Tm; 4mg s.c.) after 7 days (d) of Dox withdrawal (WD). (b–c) Expression of VEGF-A in β cells (b) and VEGFR2 in ECs (c) at 7d WD and 9d WD. Boxes show regions enlarged in insets; arrowheads point to extracellular VEGF-A staining. (d) Intra-islet M2-like macrophages (MΦs, CD206<sup>+</sup> Iba1<sup>+</sup>) were present in both control and VEGFR2<sup>ΔEC</sup> mice before and after Tm treatment. Approximate islet area is outlined; boxes show regions enlarged in insets with insulin channel (blue) removed. Scale bars in b–d are 50 μm; insets, 10 μm.

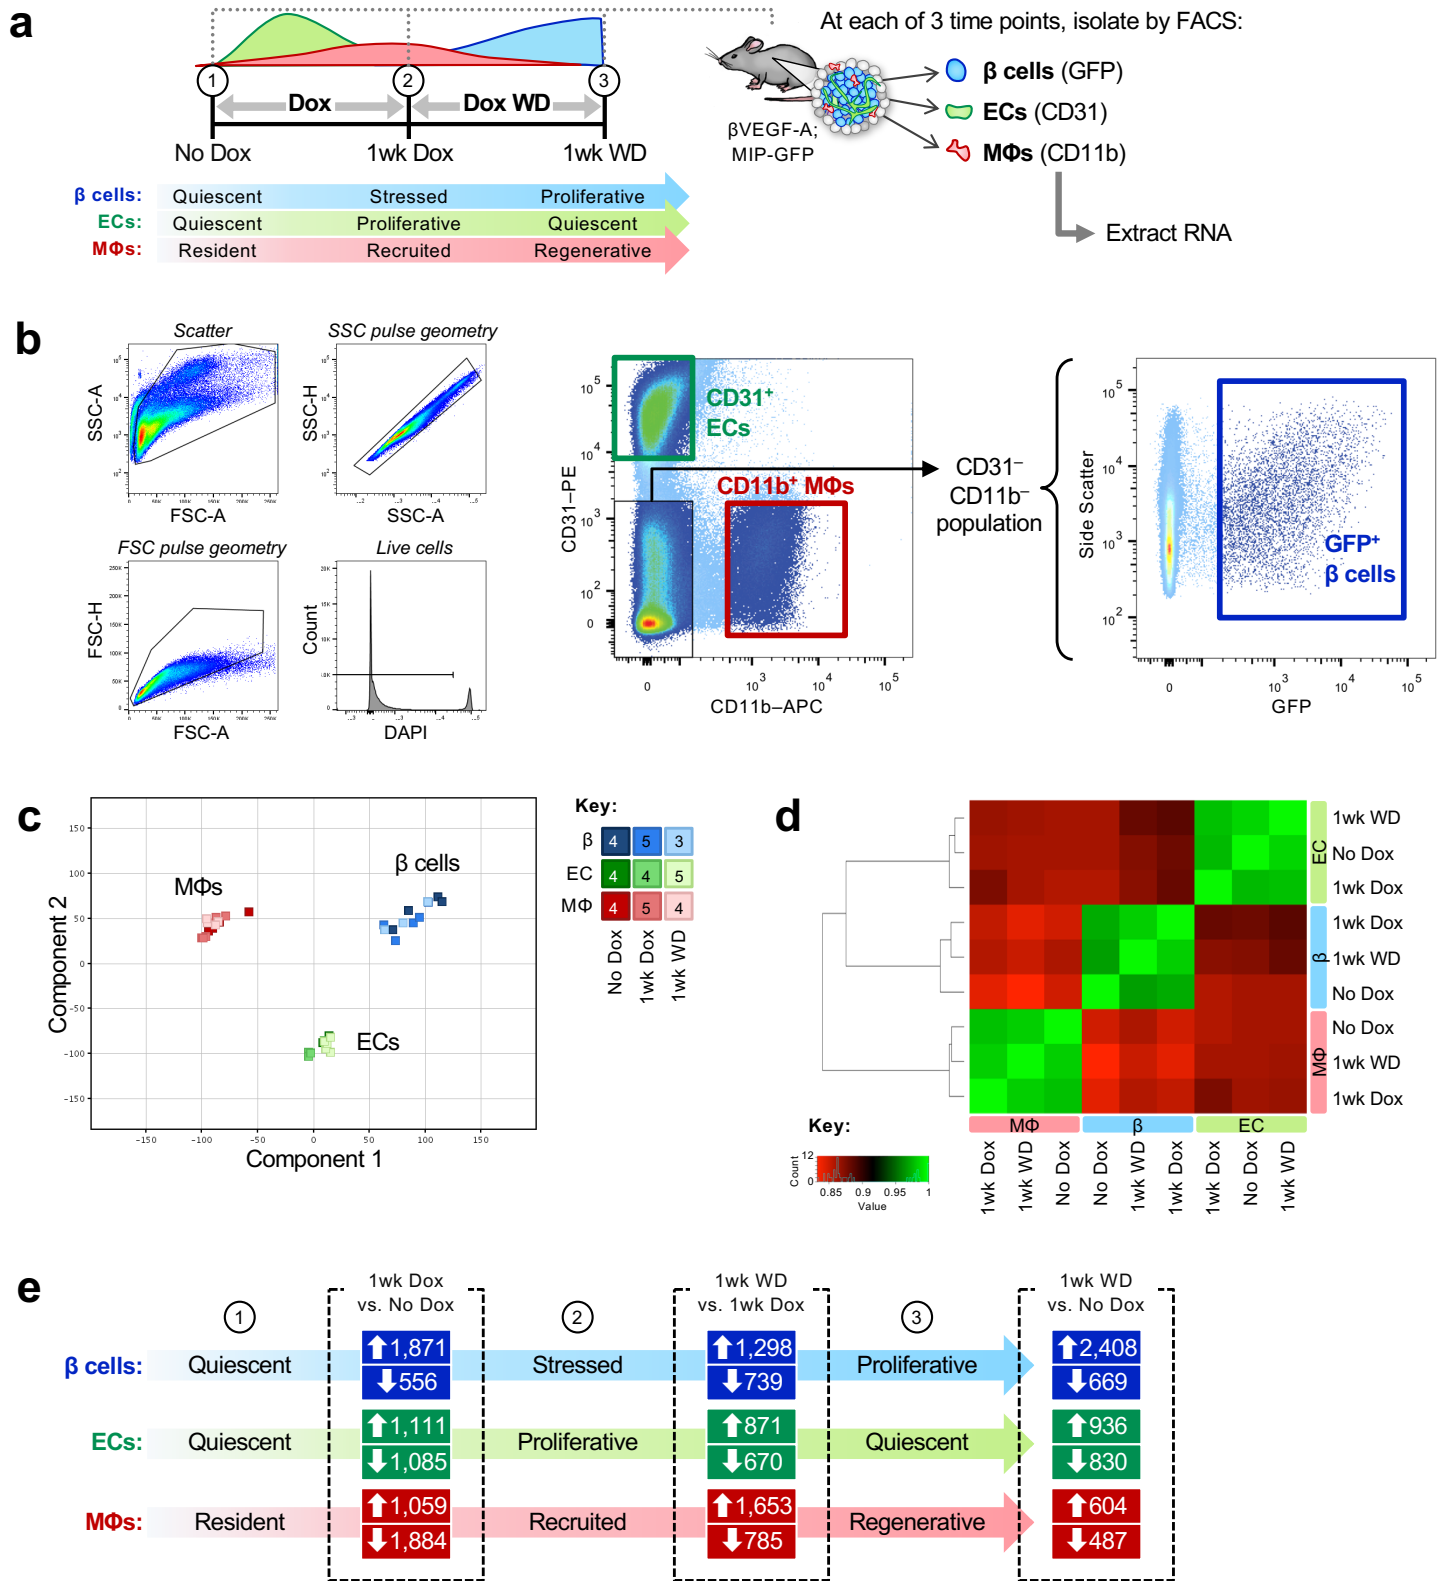

**Supplemental Figure 6. Transcriptome analysis demonstrates unique gene expression profiles in β cells, endothelial cells and macrophages purified from islets during the period of β cell loss and recovery. (a–b)** Dispersed islet cells from βVEGF-A; MIP-GFP mice were immunolabeled with fluorophore-conjugated anti-CD31 and anti-CD11b antibodies to separate endothelial cell (EC) and macrophage (MΦ) populations, respectively. GFP<sup>+</sup> β cells were sorted from the CD31<sup>-</sup> CD11b<sup>-</sup> population. Initial gating is shown in first four plots. **(c)** Principal component analysis (PCA) plot shows the clustering of samples from sorted β cells (blue), ECs (green), and MΦs (red) at No Dox, 1wk Dox, and 1wk WD; n=3-5 biological replicates per time point as listed in Key. Islets from multiple mice were pooled to obtain adequate cells for each sample. **(d)** Pairwise correlation between all samples at all time points based on the Spearman correlation coefficient, which ranks and quantifies the degree of similarity between each pair of samples (perfect correlation=1; green). **(e)** Total number of genes for each cell type significantly up- or down-regulated (FC ≥2 or ≤-2) when comparing time points (dashed outlines): 1wk Dox vs. No Dox, 1wk WD vs. 1wk Dox, and 1wk WD vs. No Dox.

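Lists of marker genes written from general knowledge, before the values were read, show which transcripts each sorted population carried. For each list, the index of a sample is the mean of log2(score + 1) over its genes. The index of 11 β cell genes was 14.93 ± 1.61 in β cells at No Dox (SD, n = 4), 14.53 ± 0.84 at 1wk Dox (n = 5), and 14.68 ± 1.32 at 1wk WD (n = 3), and 3.86 to 7.11 on average in the EC and MΦ groups. For 12 EC genes it was 15.27 ± 0.08, 15.54, and 14.99 ± 0.12 in ECs at the same time points, and 5.91 to 9.77 elsewhere. For 15 MΦ genes it was 14.3 ± 0.21, 14.93 ± 0.19, and 14.73 ± 0.07 in MΦs and 3.9 to 7.48 elsewhere. In β cells, the index of 13 stromal genes was 8.72 ± 4.88 at No Dox, from 4.08 to 13.58, and 12.36 ± 0.84 and 12.09 ± 2.23 at 1wk Dox and 1wk WD. That of 9 dendritic cell genes was 6.33 ± 2.95, 8.37 ± 0.48, and 9.66 ± 0.92. The index of 12 acinar genes was highest at No Dox in each population, at 15.69 ± 3.94 in β cells, 12.72 ± 2.21 in ECs, and 14.36 ± 3.81 in MΦs, against 6.63 ± 2.71, 2.13, and 6.23 ± 1.46 at 1wk Dox. In β cells the fall in the acinar index had an exact permutation p of 0.008 (two-sided; adjusted p = 0.176 over 22 tests). The other lists were read in β cells too. The index of 7 duct genes was 9.18 at No Dox, 9.02 at 1wk Dox, and 8.77 at 1wk WD, that of 6 Schwann cell genes 6.39, 6.69, and 7.71, that of 9 lymphocyte genes 4.2, 4.12, and 3.85, that of 7 genes of other endocrine cells 10.43, 10.63, and 9.71, and that of 24 proliferation genes 7.73, 8.81, and 7.42.

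**Figure D5:**
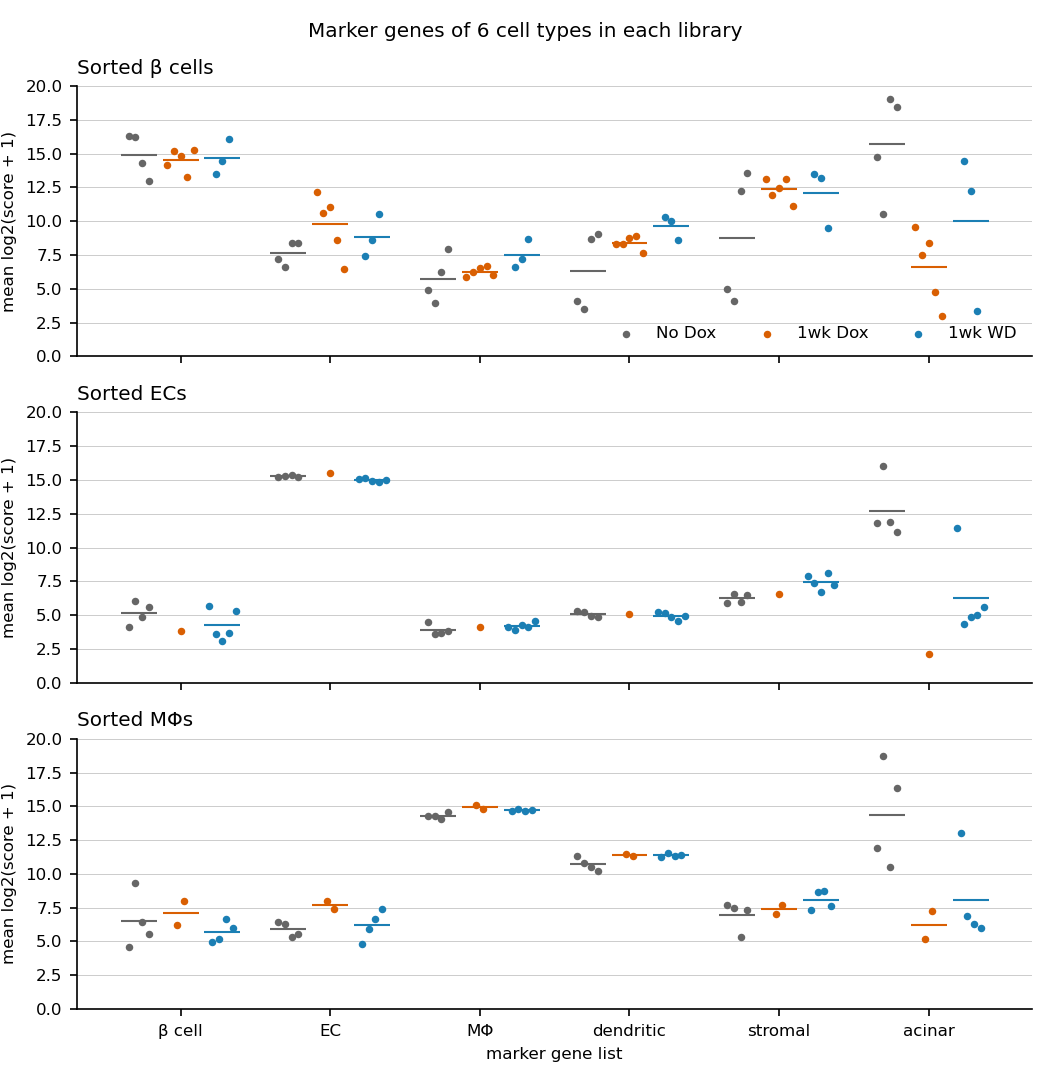
Marker gene indices of the sorted populations, 1 panel each for β cells, ECs, and MΦs. The vertical axis is the mean log2(score + 1) over the genes of a list, points are samples (No Dox grey, 1wk Dox orange, 1wk WD blue), lines are group means, and the lists along the horizontal axis are β cell, EC, MΦ, dendritic, stromal, and acinar genes; in β cells the stromal index at No Dox spreads from 4.08 to 13.58.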

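Principal components were recomputed from log2 scores of the 32 samples. The first component held 39.5% of the variance, the second 34.3%, and the third 7.4%. The 10 genes with the highest scores took up to 31.44% of the sum in MΦs at No Dox, and 4.17 to 7.55% in ECs at No Dox and 1wk WD.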

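Taken alone, without a p-value, a fold change of 2 or more between mean log2 scores gave these numbers of genes, a setting that was chosen after the data were seen. In β cells it gave 2033 higher and 827 lower at 1wk Dox against No Dox, 2692 and 891 at 1wk WD against No Dox, and 1615 and 866 at 1wk WD against 1wk Dox. In ECs it gave 535 higher and 404 lower at 1wk WD against No Dox. In MΦs it gave 1354 and 750 at 1wk Dox, 794 and 924 at 1wk WD, and 371 and 858 between 1wk WD and 1wk Dox. The largest changes among differentially expressed genes whose replicates did not overlap were these. In β cells at 1wk Dox, *Csmd3* (ENSMUSG00000022311, chromosome 15, 47412183 to 48623609 in mm9) rose from 66.2 ± 30.3 (SD, n = 4) to 9400 ± 5720 (n = 5; log2 fold change 7.04, SE 0.52, limma adjusted p = 0.000283) and was at 999 ± 490 at 1wk WD. *Sprr1a* (ENSMUSG00000050359, chromosome 3, 92287874 to 92289817) rose from 45.8 ± 44 to 3760 ± 1300 (7.08, SE 0.75, adjusted p = 0.00723) and was at 2060 ± 374 at 1wk WD (6.27, adjusted p = 0.0915, and 0.00474 with a pseudocount of 20); without No Dox replicate 1 the adjusted p at 1wk Dox was 0.0516. In ECs at 1wk WD, *Egfem1* (3.63), *Col4a5* (3.32), *Phox2a* (3.28), *Glipr2* (3.09), and *Adamts17* (3.08) rose. *Reg1* (-7.24), *Dmbt1* (-6.99), *Try4* (-6.63), *Klk1* (-6.41), and *Ctrb1* (-6.08) fell. The limma adjusted p-values of these EC genes ran from 0.00276 to 0.0268. Of the genes that fell, *Ctrb1* is on the acinar list. In MΦs at 1wk Dox, *Ppbp* (4.8), *Insl6* (3.21), *Atp6v0d2* (3.18), and *Htr7* (2.97) rose, and *Amy2a5* (-10.14), *Amy2a2* (-9.48), *Gp2* (-9.39), *Clps* (-9.16), and *Cel* (-9.16) fell, with adjusted p-values from 0.00951 to 0.0402. *Gxylt2* was listed at 1 or 2 in all 4 No Dox MΦ samples and at 84 and 56 at 1wk Dox, so no fold change is given for it. At 1wk WD, *Ccl8* (2.71), *Gm17723* (2.69), *Atp6v0d2* (2.48), and *Insl6* (2.46) rose in MΦs, and *Olfr458* (-3.54), *Gnai1* (-3.23), *Vps37d* (-2.65), *Il28ra* (-2.16), and *Kctd14* (-1.93) fell, with adjusted p-values from 0.00485 to 0.0475. Between 1wk Dox and 1wk WD, *Eif4a2* (1.46), *Srsf5* (1.21), and *March6* (1.03) rose in MΦs. *Mmp12* (-1.9), *Snx22* (-1.87), *Olfr111* (-1.82), *Stmn1* (-1.39), and *Hmox1* (-1.37) fell. None of these passed without the trend of the spread on expression. That setting also took *Egfem1*, *Col4a5*, *Phox2a*, and all 5 EC genes that fell to adjusted p-values from 0.0508 to 0.0824. *Kdr*, which encodes VEGFR2, fell in ECs from 98800 ± 5650 at No Dox (n = 4) to 50900 ± 9330 at 1wk WD (n = 5; -0.98, SE 0.13, adjusted p = 0.00348), just under a fold change of 2, and past it without No Dox replicate 2 or 1wk WD replicate 1 or 2 (-1.01, -1.05, and -1.03). Mouse *Vegfa* in β cells scored 7150 ± 3250 at No Dox and 9260 ± 3710 at 1wk Dox (0.41, adjusted p = 0.903).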

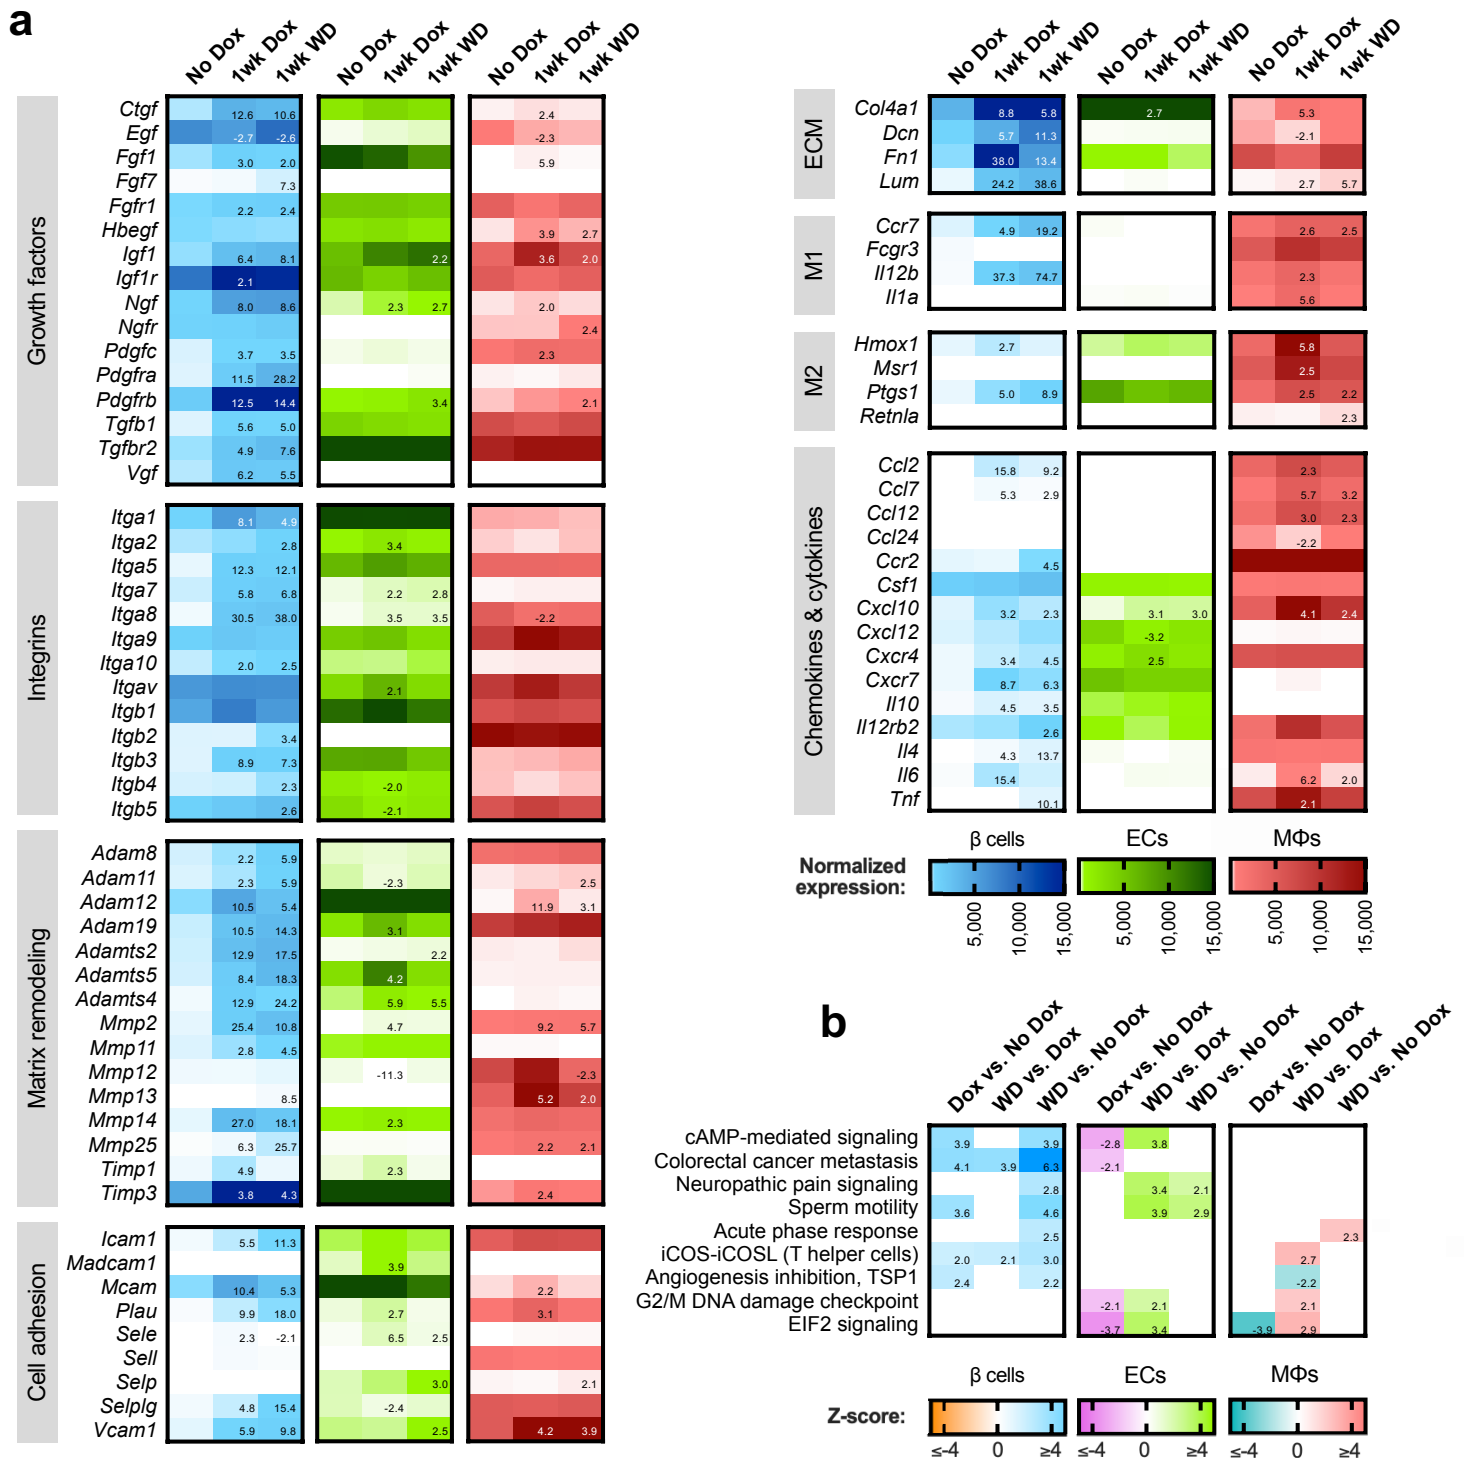

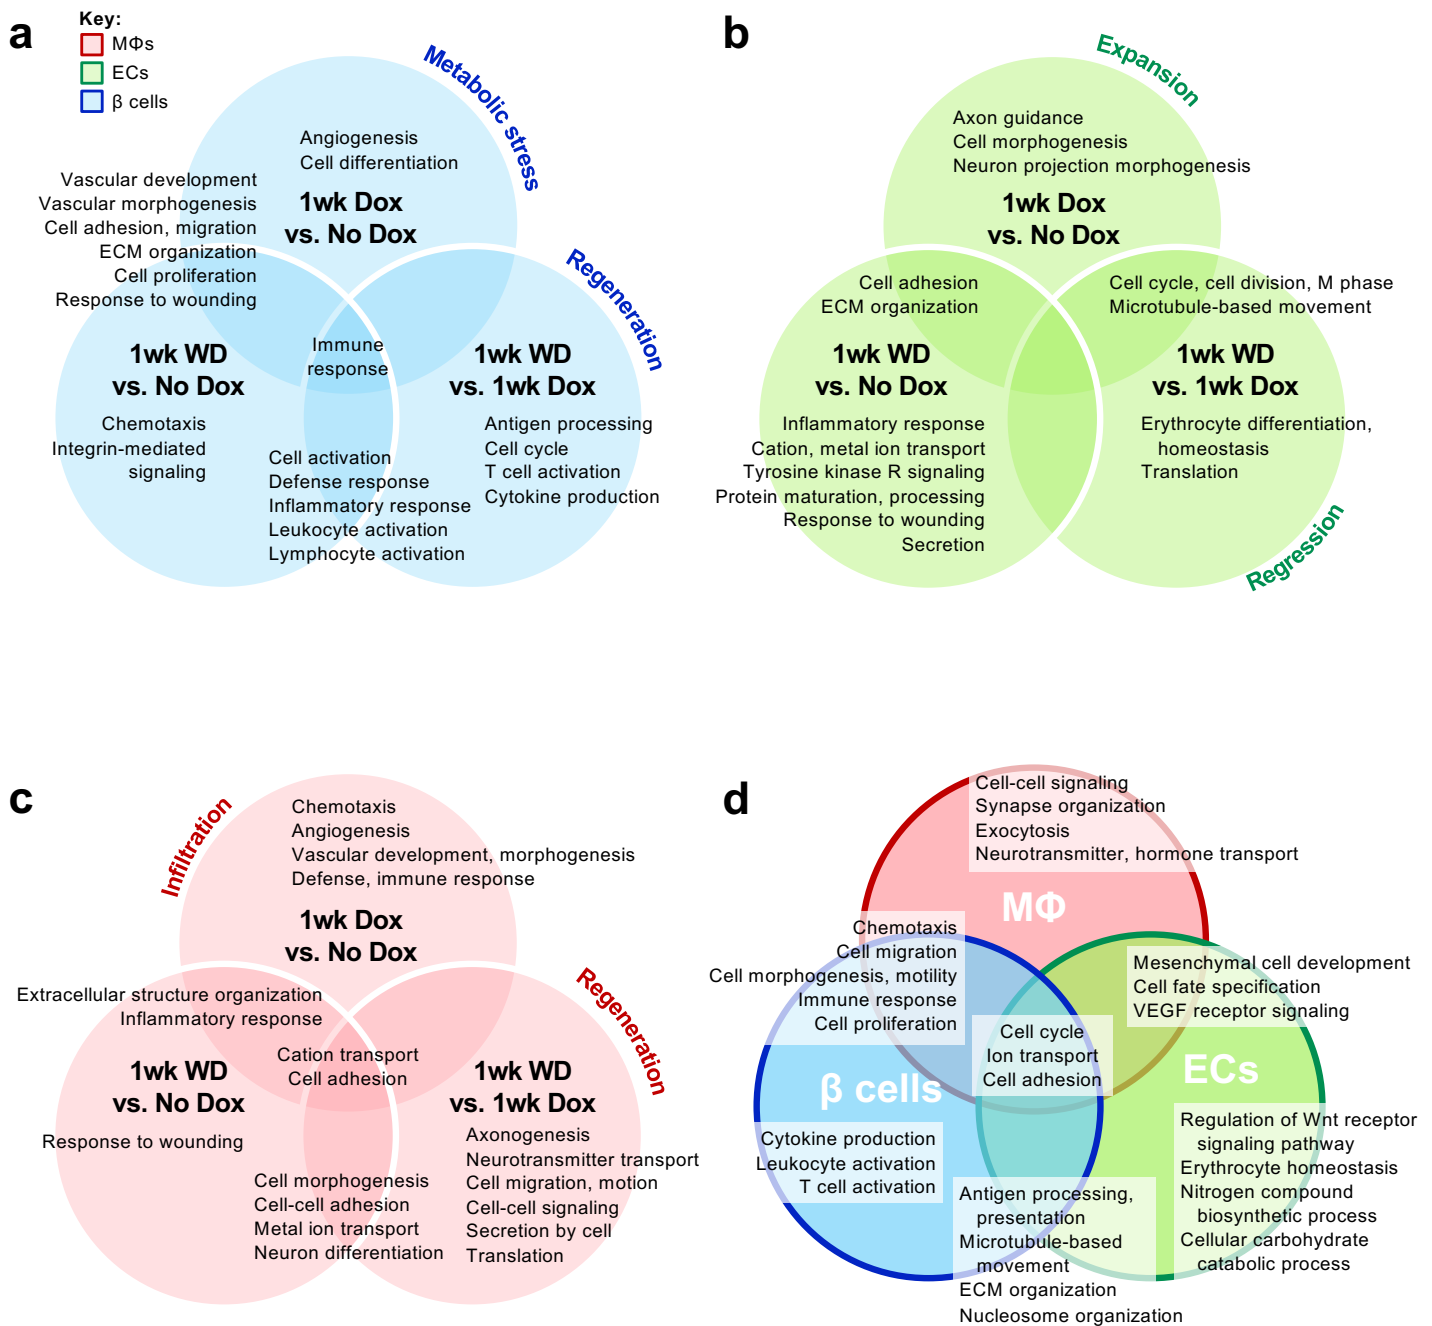

**Supplemental Figure 8. Biological processes enriched in islet macrophages, endothelial cells, and β cells of βVEGF-A mice during β cell loss and recovery.** Venn diagrams showing profiles of β cells (a), endothelial cells (ECs) (b), and macrophages (MΦs) (c) as determined by Gene Ontology (GO) term analysis; n=3-5 biological replicates per cell type per time point. Processes are organized by pairwise comparisons between time points (1wk Dox vs. No Dox, 1wk WD vs. 1wk Dox, and 1wk WD vs. No Dox), with location of text in Venn diagram accounting for processes that are represented in multiple time point comparisons. (d) Unique and shared processes of β cells, ECs, and MΦs during β cell recovery (1wk WD vs. 1wk Dox and/or 1wk WD vs. No Dox). All terms diagrammed in (a–d) appeared in top 20 hits (highest statistical significance) for the indicated population(s); those omitted due to space constraints are provided in **Supplementary Table 2**.

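Gene Ontology (GO) term analysis asks whether genes annotated to a biological process make up more of a list of changed genes than of all genes. GO annotations were not used here, and the enriched terms of these diagrams were not analysed here. The nearest measure from the deposited scores is the change of whole gene families. For growth factors, 24 of 33 genes were higher in β cells at 1wk Dox than at No Dox (median log2 fold change 0.78, camera adjusted p = 0.0162, and 0.467 with fry) and 25 of 33 at 1wk WD (0.88, 0.0832, and 0.547). In MΦs, 21 of 27 were higher at 1wk Dox (0.5, 0.0201, and 0.169) and 18 of 27 at 1wk WD (0.38, 0.103, and 0.303). The family did not pass in ECs at 1wk WD (adjusted p = 0.96).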

**Supplementary Table 1: GO Terms for sorted cell populations**

| Term       | Process                                                                                   | p value: | β cells  |          |          |          |       |       | ECs   |          |          |       |       |       | Macrophages |          |          |       |          |          |
|------------|-------------------------------------------------------------------------------------------|----------|----------|----------|----------|----------|-------|-------|-------|----------|----------|-------|-------|-------|-------------|----------|----------|-------|----------|----------|
|            |                                                                                           |          | G1vG0    | G2vG0    | G2vG1    | G1vG0    | G2vG0 | G2vG1 | G1vG0 | G2vG0    | G2vG1    | G1vG0 | G2vG0 | G2vG1 | G1vG0       | G2vG0    | G2vG1    | G1vG0 | G2vG0    | G2vG1    |
| GO:0000087 | M phase of mitotic cell cycle                                                             |          |          |          | 5.31E-09 | 1.13E-06 |       |       |       |          | 2.30E-10 |       |       |       |             |          |          |       |          |          |
| GO:0000278 | Mitotic cell cycle                                                                        |          |          |          |          | 3.29E-06 |       |       |       |          | 3.37E-10 |       |       |       |             |          |          |       |          |          |
| GO:0000279 | M phase                                                                                   |          |          |          | 8.80E-11 | 3.58E-07 |       |       |       |          | 2.60E-14 |       |       |       |             |          |          |       |          |          |
| GO:0000280 | Nuclear division                                                                          |          |          |          |          | 3.28E-06 |       |       |       |          | 1.05E-09 |       |       |       |             |          |          |       |          |          |
| GO:0000902 | Cell morphogenesis                                                                        |          |          |          |          | 6.64E-05 |       |       |       |          |          |       |       |       |             | 2.70E-09 | 6.23E-05 |       |          |          |
| GO:0000904 | Cell morphogenesis involved in differentiation                                            |          |          |          |          | 1.59E-06 |       |       |       |          |          |       |       |       |             | 2.25E-08 | 3.62E-04 |       |          |          |
| GO:0001501 | Skeletal system development                                                               |          | 2.97E-08 |          |          |          |       |       |       |          |          |       |       |       |             |          |          |       |          |          |
| GO:0001503 | Ossification                                                                              |          |          |          |          |          |       |       |       | 3.53E-04 |          |       |       |       | 0.002241    |          |          |       |          |          |
| GO:0001525 | Angiogenesis                                                                              |          | 7.92E-13 |          |          |          |       |       |       |          |          |       |       |       | 6.32E-05    |          |          |       |          |          |
| GO:0001568 | Blood vessel development                                                                  |          | 3.64E-21 | 9.44E-13 |          |          |       |       |       |          |          |       |       |       | 6.42E-06    |          |          |       |          |          |
| GO:0001775 | Cell activation                                                                           |          |          | 1.79E-15 | 1.55E-12 |          |       |       |       |          |          |       |       |       |             |          |          |       |          |          |
| GO:0001817 | Regulation of cytokine production                                                         |          |          |          | 1.57E-10 |          |       |       |       |          |          |       |       |       |             |          |          |       |          |          |
| GO:0001944 | Vasculature development                                                                   |          | 3.10E-22 | 1.52E-13 |          |          |       |       |       |          |          |       |       |       |             |          |          |       | 5.74E-06 |          |
| GO:0002504 | Antigen processing and presentation of peptide or polysaccharide antigen via MHC class II |          |          |          | 5.63E-10 |          |       |       |       |          |          |       |       |       |             |          |          |       |          |          |
| GO:0002526 | Acute inflammatory response                                                               |          |          |          |          |          |       |       |       | 6.27E-05 |          |       |       |       |             |          |          |       |          |          |
| GO:0002684 | Positive regulation of immune system process                                              |          |          | 1.63E-13 | 2.60E-13 |          |       |       |       |          |          |       |       |       |             |          |          |       |          |          |
| GO:0002694 | Regulation of leukocyte activation                                                        |          |          |          | 4.06E-09 |          |       |       |       |          |          |       |       |       |             |          |          |       |          |          |
| GO:0006323 | DNA packaging                                                                             |          |          |          |          |          |       |       |       |          | 2.18E-04 |       |       |       |             |          |          |       |          |          |
| GO:0006412 | Translation                                                                               |          |          |          |          |          |       |       |       |          | 1.06E-04 |       |       |       |             |          |          |       |          |          |
| GO:0006811 | Ion transport                                                                             |          |          |          |          |          |       |       |       |          |          |       |       |       | 5.92E-04    |          |          |       |          |          |
| GO:0006812 | Cation transport                                                                          |          |          |          |          |          |       |       |       | 2.18E-04 |          |       |       |       |             |          |          |       |          |          |
| GO:0006813 | Potassium ion transport                                                                   |          |          |          |          |          |       |       |       | 1.07E-04 |          |       |       |       | 4.04E-04    | 5.69E-07 | 9.98E-07 |       |          |          |
| GO:0006836 | Neurotransmitter transport                                                                |          |          |          |          |          |       |       |       | 2.24E-04 |          |       |       |       |             |          |          |       |          | 3.99E-04 |
| GO:0006928 | Cell motion                                                                               |          |          | 1.71E-10 |          |          |       |       |       |          |          |       |       |       |             |          |          |       |          | 5.17E-04 |
| GO:0006935 | Chemotaxis                                                                                |          |          | 1.78E-11 |          |          |       |       |       |          |          |       |       |       |             |          |          |       |          | 4.89E-04 |
| GO:0006952 | Defense response                                                                          |          |          | 1.51E-14 | 3.64E-11 |          |       |       |       |          |          |       |       |       | 0.001387    |          |          |       |          |          |
| GO:0006954 | Inflammatory response                                                                     |          |          | 2.18E-15 | 1.20E-09 |          |       |       |       |          | 2.59E-04 |       |       |       | 1.18E-04    |          |          |       |          |          |
|            |                                                                                           |          |          |          |          |          |       |       |       |          |          |       |       |       | 3.41E-06    | 4.13E-09 |          |       |          |          |

**Supplementary Table 1: GO Terms for sorted cell populations**

| Term       | Process                                                                           | p value: | β cells  |          |          |          |          |       | ECs   |          |          |          |          |          | Macrophages |          |          |       |       |          |
|------------|-----------------------------------------------------------------------------------|----------|----------|----------|----------|----------|----------|-------|-------|----------|----------|----------|----------|----------|-------------|----------|----------|-------|-------|----------|
|            |                                                                                   |          | G1vG0    | G2vG0    | G2vG1    | G1vG0    | G2vG0    | G2vG1 | G1vG0 | G2vG0    | G2vG1    | G1vG0    | G2vG0    | G2vG1    | G1vG0       | G2vG0    | G2vG1    | G1vG0 | G2vG0 | G2vG1    |
| GO:0006955 | Immune response                                                                   |          | 1.35E-10 | 4.67E-22 | 6.57E-12 |          |          |       |       |          |          | 1.12E-10 |          |          |             |          |          |       |       |          |
| GO:0007017 | Microtubule-based process                                                         |          |          |          |          |          |          |       |       |          | 4.58E-06 |          |          |          |             |          |          |       |       |          |
| GO:0007018 | Microtubule-based movement                                                        |          |          |          |          | 1.42E-05 |          |       |       |          | 8.85E-06 |          |          |          |             |          |          |       |       |          |
| GO:0007049 | Cell cycle                                                                        |          |          |          | 4.50E-09 | 8.81E-07 |          |       |       |          | 4.02E-13 |          |          |          |             |          |          |       |       |          |
| GO:0007059 | Chromosome segregation                                                            |          |          |          |          |          |          |       |       |          | 1.61E-05 |          |          |          |             |          |          |       |       |          |
| GO:0007067 | Mitosis                                                                           |          |          |          |          | 3.28E-06 |          |       |       |          | 1.05E-09 |          |          |          |             |          |          |       |       |          |
| GO:0007126 | Meiosis                                                                           |          |          |          |          |          |          |       |       |          | 2.02E-04 |          |          |          |             |          |          |       |       |          |
| GO:0007155 | Cell adhesion                                                                     |          | 1.06E-28 | 4.21E-36 |          | 2.29E-06 | 6.68E-10 |       |       |          |          | 4.43E-10 | 5.82E-14 | 9.81E-11 |             |          |          |       |       |          |
| GO:0007156 | Homophilic cell adhesion                                                          |          |          |          |          |          |          |       |       |          |          |          |          |          |             |          |          |       |       | 2.75E-08 |
| GO:0007167 | Enzyme linked receptor protein signaling                                          |          |          |          |          |          | 7.97E-05 |       |       |          |          |          |          |          |             |          |          |       |       |          |
| GO:0007169 | Transmembrane receptor protein tyrosine kinase signaling pathway                  |          |          |          |          |          | 5.49E-05 |       |       |          |          |          |          |          |             |          |          |       |       |          |
| GO:0007229 | Integrin-mediated signaling pathway                                               |          |          | 2.45E-11 |          |          |          |       |       |          |          |          |          |          |             |          |          |       |       |          |
| GO:0007267 | Cell-cell signaling                                                               |          |          |          |          |          |          |       |       |          |          |          |          |          |             | 2.88E-07 |          |       |       | 1.22E-04 |
| GO:0007409 | Axonogenesis                                                                      |          |          |          |          |          |          |       |       |          |          |          |          |          |             |          |          |       |       |          |
| GO:0007411 | Axon guidance                                                                     |          |          |          |          | 1.55E-04 |          |       |       |          |          |          |          |          |             |          |          |       |       |          |
| GO:0008284 | Positive regulation of cell proliferation                                         |          | 9.84E-11 |          |          |          |          |       |       |          |          | 1.03E-06 |          |          |             |          |          |       |       |          |
| GO:0009611 | Response to wounding                                                              |          | 6.84E-09 | 8.15E-18 |          |          |          |       |       | 5.42E-04 |          | 2.09E-07 | 3.20E-09 |          |             |          |          |       |       |          |
| GO:0015672 | Monovalent inorganic cation transport                                             |          |          |          |          |          |          |       |       | 4.95E-04 |          | 8.12E-04 |          |          |             |          | 3.65E-06 |       |       |          |
| GO:0016337 | Cell-cell adhesion                                                                |          |          |          |          |          |          |       |       |          |          |          | 1.17E-06 |          |             |          | 4.44E-06 |       |       |          |
| GO:0016477 | Cell migration                                                                    |          | 1.65E-08 |          |          |          |          |       |       |          |          |          |          |          |             |          | 7.82E-04 |       |       |          |
| GO:0016485 | Protein processing                                                                |          |          |          |          |          |          |       |       | 5.36E-05 |          |          |          |          |             |          |          |       |       |          |
| GO:0019886 | Antigen processing and presentation of exogenous peptide antigen via MHC class II |          |          |          | 1.18E-08 |          |          |       |       |          |          |          |          |          |             |          |          |       |       |          |
| GO:0022402 | Cell cycle process                                                                |          |          |          |          | 1.05E-06 |          |       |       |          | 2.12E-13 |          |          |          |             |          |          |       |       |          |
| GO:0022403 | Cell cycle phase                                                                  |          |          |          | 2.53E-09 | 1.90E-07 |          |       |       |          | 5.16E-15 |          |          |          |             |          |          |       |       |          |
| GO:0022610 | Biological adhesion                                                               |          | 1.32E-28 | 5.59E-36 |          | 2.52E-06 | 7.21E-10 |       |       |          |          | 4.92E-10 | 6.46E-14 | 1.07E-10 |             |          |          |       |       |          |
| GO:0030001 | Metal ion transport                                                               |          |          |          |          |          | 2.34E-05 |       |       |          |          |          | 1.93E-08 | 2.25E-06 |             |          |          |       |       |          |

**Supplementary Table 1: GO Terms for sorted cell populations**

| Term       | Process                                               | p value: | β cells  |          |          |          |          |       | ECs      |          |          | Macrophages |          |          |
|------------|-------------------------------------------------------|----------|----------|----------|----------|----------|----------|-------|----------|----------|----------|-------------|----------|----------|
|            |                                                       |          | G1vG0    | G2vG0    | G2vG1    | G1vG0    | G2vG0    | G2vG1 | G1vG0    | G2vG0    | G2vG1    | G1vG0       | G2vG0    | G2vG1    |
| GO:0030030 | Cell projection organization                          |          |          |          |          |          |          |       |          |          |          |             | 9.33E-07 |          |
| GO:0030155 | Regulation of cell adhesion                           |          | 5.67E-10 |          |          |          |          |       |          |          |          |             |          |          |
| GO:0030182 | Neuron differentiation                                |          |          |          |          |          |          |       |          |          |          |             | 3.32E-08 | 9.99E-04 |
| GO:0030198 | Extracellular matrix organization                     |          | 1.11E-13 | 1.62E-11 |          |          |          |       |          | 6.79E-04 |          |             |          |          |
| GO:0030218 | Erythrocyte differentiation                           |          |          |          |          |          |          |       |          |          | 9.14E-04 |             |          |          |
| GO:0031175 | Neuron projection development                         |          |          |          |          |          |          |       |          |          |          |             | 1.48E-07 |          |
| GO:0032940 | Secretion by cell                                     |          |          |          |          |          |          |       |          | 2.48E-04 |          |             |          | 8.57E-04 |
| GO:0032989 | Cellular component morphogenesis                      |          |          |          |          |          |          |       | 1.22E-04 |          |          |             | 3.34E-08 | 6.10E-04 |
| GO:0032990 | Cell part morphogenesis                               |          |          |          |          |          |          |       |          |          |          |             | 2.09E-07 |          |
| GO:0034101 | Erythrocyte homeostasis                               |          |          |          |          |          |          |       |          |          | 5.06E-04 |             |          |          |
| GO:0035295 | Tube development                                      |          | 7.39E-09 |          |          |          |          |       |          |          |          |             |          |          |
| GO:0042127 | Regulation of cell proliferation                      |          | 1.27E-14 | 7.62E-13 |          |          |          |       |          |          |          |             | 8.49E-07 |          |
| GO:0042330 | Taxis                                                 |          |          |          | 1.78E-11 |          |          |       |          |          |          | 0.001387    |          |          |
| GO:0043062 | Extracellular structure organization                  |          | 2.74E-10 | 5.05E-11 |          | 1.18E-04 |          |       |          |          |          | 0.001091    | 1.38E-06 |          |
| GO:0044057 | Regulation of system process                          |          |          |          |          |          | 7.29E-04 |       |          |          |          |             |          |          |
| GO:0045321 | Leukocyte activation                                  |          |          | 4.48E-15 | 3.83E-12 |          |          |       |          |          |          |             |          |          |
| GO:0045597 | Positive regulation of cell differentiation           |          | 2.62E-08 |          |          |          |          |       |          |          |          |             |          |          |
| GO:0045765 | Regulation of angiogenesis                            |          | 3.60E-08 |          |          |          |          |       |          |          |          |             |          |          |
| GO:0045785 | Positive regulation of cell adhesion                  |          | 1.37E-08 |          |          |          |          |       |          |          |          |             |          |          |
| GO:0046649 | Lymphocyte activation                                 |          |          | 3.34E-12 | 3.00E-10 |          |          |       |          |          |          |             |          |          |
| GO:0046903 | Secretion                                             |          |          |          |          |          |          |       |          | 7.69E-05 |          |             |          |          |
| GO:0048285 | Organelle fission                                     |          |          |          |          | 9.66E-06 |          |       |          |          | 3.91E-09 |             |          |          |
| GO:0048514 | Blood vessel morphogenesis                            |          | 7.41E-20 | 2.09E-12 |          |          |          |       |          |          |          | 4.47E-05    |          |          |
| GO:0048666 | Neuron development                                    |          |          |          |          |          |          |       |          |          |          |             | 8.58E-09 |          |
| GO:0048667 | Cell morphogenesis involved in neuron differentiation |          |          |          |          | 5.62E-05 |          |       |          |          |          |             | 1.10E-08 |          |
| GO:0048812 | Neuron projection morphogenesis                       |          |          |          |          | 2.34E-04 |          |       |          |          |          |             | 1.70E-07 |          |
| GO:0048858 | Cell projection morphogenesis                         |          |          |          |          |          |          |       |          |          |          |             | 5.79E-08 | 7.17E-04 |

**Supplementary Table 1: GO Terms for sorted cell populations**

| Term       | Process                                      | p value: | β cells  |       |          | ECs      |          |          | Macrophages |       |       |
|------------|----------------------------------------------|----------|----------|-------|----------|----------|----------|----------|-------------|-------|-------|
|            |                                              |          | G1vG0    | G2vG0 | G2vG1    | G1vG0    | G2vG0    | G2vG1    | G1vG0       | G2vG0 | G2vG1 |
| GO:0050863 | Regulation of T cell activation              |          |          |       | 6.50E-09 |          |          |          |             |       |       |
| GO:0050865 | Regulation of cell activation                |          |          |       | 1.74E-09 |          |          |          |             |       |       |
| GO:0050867 | Positive regulation of cell activation       |          |          |       | 4.69E-09 |          |          |          |             |       |       |
| GO:0050870 | Positive regulation of T cell activation     |          |          |       | 4.71E-11 |          |          |          |             |       |       |
| GO:0051094 | Positive regulation of developmental process |          | 3.48E-09 |       |          |          |          |          |             |       |       |
| GO:0051249 | Regulation of lymphocyte activation          |          |          |       | 6.63E-09 |          |          |          |             |       |       |
| GO:0051301 | Cell division                                |          |          |       |          | 5.30E-06 |          | 8.55E-10 |             |       |       |
| GO:0051321 | Meiotic cell cycle                           |          |          |       |          |          |          | 2.82E-04 |             |       |       |
| GO:0051327 | M phase of meiotic cell cycle                |          |          |       |          |          |          | 2.02E-04 |             |       |       |
| GO:0051604 | Protein maturation                           |          |          |       |          |          | 1.15E-04 |          |             |       |       |
| GO:0051605 | Protein maturation by peptide bond cleavage  |          |          |       |          |          | 4.52E-06 |          |             |       |       |
| GO:0060348 | Bone development                             |          |          |       |          |          |          |          | 0.001779    |       |       |

**Supplementary Table 2:** Mouse strains utilized in experimental models

| Abbreviation            | MGI Nomenclature or Strain Name | References                                                                                |
|-------------------------|---------------------------------|-------------------------------------------------------------------------------------------|
| Cd5-CreER               | Tg(Cdh5-cre/ERT2)#Ykub          | Okabe <i>et al.</i> , 2014 <sup>24</sup>                                                  |
| MIP-GFP                 | B6.Cg-Tg(Ins1-EGFP)1Hara/J      | Hara <i>et al.</i> , 2003 <sup>83</sup>                                                   |
| RIP-rtTA                | Tg(Ins2-rtTA)2Efr               | Milo-Landesman <i>et al.</i> , 2001 <sup>80</sup>                                         |
| TetO-VEGF               | n/a                             | Efrat <i>et al.</i> , 1995 <sup>79</sup> ; Ohno-Matsui <i>et al.</i> , 2002 <sup>81</sup> |
| VEGFR2 <sup>fl/fl</sup> | Kdr <sup>tm2Sato</sup>          | Hooper <i>et al.</i> , 2009 <sup>82</sup>                                                 |

**Supplementary Table 3:** Breeding scheme to generate  $\beta$ VEGF-A; VEGFR2 <sup>$\Delta$ EC</sup> mice

| Cross | Male breeder                                                                   | Female breeder                                        | Desired Offspring                                                                                           | Frequency |
|-------|--------------------------------------------------------------------------------|-------------------------------------------------------|-------------------------------------------------------------------------------------------------------------|-----------|
| A1    | Cd5-CreER <sup>tg/+</sup>                                                      | VEGFR2 <sup>fl/fl</sup>                               | Cd5-CreER <sup>tg/+</sup> ; VEGFR2 <sup>fl/+</sup>                                                          | 50%       |
| A2    | Cd5-CreER <sup>tg/+</sup> ; VEGFR2 <sup>fl/+</sup>                             | VEGFR2 <sup>fl/fl</sup>                               | Cd5-CreER <sup>tg/+</sup> ; VEGFR2 <sup>fl/fl</sup>                                                         | 25%       |
| A3    | Cd5-CreER <sup>tg/+</sup> ; VEGFR2 <sup>fl/fl</sup>                            | RIP-rtTA <sup>tg/tg</sup>                             | Cd5-CreER <sup>tg/+</sup> ; VEGFR2 <sup>fl/+</sup> ; RIP-rtTA <sup>tg/+</sup>                               | 50%       |
| A4    | Cd5-CreER <sup>tg/+</sup> ; VEGFR2 <sup>fl/+</sup> ; RIP-rtTA <sup>tg/+</sup>  | VEGFR2 <sup>fl/fl</sup>                               | Cd5-CreER <sup>tg/+</sup> ; VEGFR2 <sup>fl/fl</sup> ; RIP-rtTA <sup>tg/+</sup>                              | 12.5%     |
| B1    | VEGFR2 <sup>fl/fl</sup>                                                        | TetO-VEGFA <sup>tg/tg</sup>                           | TetO-VEGFA <sup>tg/+</sup> ; VEGFR2 <sup>fl/+</sup>                                                         | 100%      |
| B2    | TetO-VEGFA <sup>tg/+</sup> ; VEGFR2 <sup>fl/+</sup>                            | TetO-VEGFA <sup>tg/tg</sup>                           | TetO-VEGFA <sup>tg/tg</sup> ; VEGFR2 <sup>fl/+</sup>                                                        | 50%       |
| B3    | TetO-VEGFA <sup>tg/+</sup> ; VEGFR2 <sup>fl/+</sup>                            | TetO-VEGFA <sup>tg/tg</sup> ; VEGFR2 <sup>fl/+</sup>  | TetO-VEGFA <sup>tg/tg</sup> ; VEGFR2 <sup>fl/fl</sup>                                                       | 25%       |
| C1    | Cd5-CreER <sup>tg/+</sup> ; VEGFR2 <sup>fl/fl</sup> ; RIP-rtTA <sup>tg/+</sup> | TetO-VEGFA <sup>tg/tg</sup> ; VEGFR2 <sup>fl/fl</sup> | TetO-VEGFA <sup>tg/+</sup> ; Cd5-CreER <sup>tg/+</sup> ; VEGFR2 <sup>fl/fl</sup> ; RIP-rtTA <sup>tg/+</sup> | 25%       |

**Supplementary Table 4:** PCR primers and conditions for genotyping

| Gentotype               | Primers                                                                                                                                                                                   | PCR Conditions                                                                                                                                        | Product(s)                                          |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------|
| Cd5-CreER               | 5'- GCG GTC TGG CAG TAA AAA CTA TC -3'<br>3'- TT CAC TGT CGT TAC GAC AAA GTG -5'                                                                                                          | 93°C 3'<br>-----<br>93°C 20"<br>60°C 20" 30 cycles<br>72°C 45"<br>-----<br>72°C 5'<br>4°C hold                                                        | 100 bp                                              |
| MIP-GFP                 | 5'- AAG TTC ATC TGC ACC ACC G -3' (GFP)<br>3'- GC GTG GTA GAA GAA GTT CCT -5' (GFP)<br><br>5'- CTA GGC CAC AGA ATT GAA AGA TCT -3' (IC)<br>3'- C CTA CTA CGA TCT TAA AGG TGG ATG -5' (IC) | 94°C 1.5'<br>-----<br>94°C 30"<br>60°C 1' 35 cycles<br>72°C 1'<br>-----<br>72°C 2'<br>4°C hold                                                        | 173 bp (GFP)<br>324 bp (IC)                         |
| RIP-rtTA                | 5'- GTG AAG TGG GTC CGC GTA CAG -3'<br>3'- CTA CGG GAA CCT TAA CTG CTC ATG -5'                                                                                                            | 92°C 2'<br>-----<br>94°C 30"<br>57°C 30" 30 cycles<br>72°C 30"<br>-----<br>72°C 10'<br>4°C hold                                                       | 400 bp                                              |
| TetO-VEGF               | 5'- TCG AGT AGG CGT GTA CGG -3'<br>3'- GCT ACG CCC CCG ACG ACG -5'                                                                                                                        | 95°C 4'<br>-----<br>95°C 1'<br>57°C 30" 29 cycles<br>72°C 1'<br>-----<br>72°C 10'<br>4°C hold                                                         | 420 bp                                              |
| VEGFR2 <sup>fl/fl</sup> | 5' - CCA CAG AAC AAC TCA GGG CTA - 3'<br>3'- AA AGG TCT CTG AAA CGA GGG -5'                                                                                                               | 94°C 2'<br>-----<br>94°C 20"<br>65°C 15" 10 cycles<br>68°C 10"<br>-----<br>94°C 15"<br>60°C 15" 28 cycles<br>72°C 10"<br>-----<br>72°C 1'<br>4°C hold | 179 bp (VEGFR2)<br>230 bp (VEGFR2 <sup>loxP</sup> ) |

*GFP, green fluorescent protein; IC, internal control*

**Supplementary Table 5:** Antibodies used for immunohistochemistry and flow cytometry

| Antigen/Conjugate    | Species    | Source                  | Catalog #   | Application | Dilution        |
|----------------------|------------|-------------------------|-------------|-------------|-----------------|
| Caveolin-1           | Rabbit     | Abcam                   | ab2910      | IHC (1°)    | 1:2000          |
| CD11b                | Rat        | Novus                   | NB600-1327  | IHC (1°)    | 1:400           |
| CD11b – APC          | Rat        | BD Pharmingen           | 561690      | FC          | 1:100,<br>1:500 |
| CD206 (Mrc1)         | Rat        | BioLegend               | 141701      | IHC (1°)    | 1:500           |
| CD31                 | Rat        | BD Pharmingen           | 553370      | IHC (1°)    | 1:100           |
| CD31 – PE            | Rat        | BD Pharmingen           | 561073      | FC          | 1:500           |
| CD45 – PE            | Rat        | BD Pharmingen           | 561087      | FC          | 1:500           |
| Col-IV               | Rabbit     | Abcam                   | ab6586      | IHC (1°)    | 1:1000          |
| F4/80                | Rat        | ThermoFisher Scientific | 14-4801-82  | IHC (1°)    | 1:200           |
| Goat IgG – Cy3       | Donkey     | Jackson Immunoresearch  | 705-165-147 | IHC (2°)    | 1:500           |
| Guinea pig IgG – Cy2 | Donkey     | Jackson Immunoresearch  | 706-225-148 | IHC (2°)    | 1:500           |
| Guinea pig IgG – Cy5 | Donkey     | Jackson Immunoresearch  | 706-175-148 | IHC (2°)    | 1:200           |
| Iba1                 | Rabbit     | Wako                    | 019-19741   | IHC (1°)    | 1:500           |
| Iba1                 | Rabbit     | Abcam                   | ab221790    | IHC (1°)    | 1:1000          |
| Insulin              | Guinea pig | Dako                    | A0564       | IHC (1°)    | 1:1000          |
| Insulin              | Guinea pig | Cell Marque             | 273A-15     | IHC (1°)    | 1:500           |
| Ki67                 | Rabbit     | Abcam                   | ab15580     | IHC (1°)    | 1:5000          |
| Ly6G-FITC            | Rat        | BD Pharmingen           | 551460      | FC          | 1:500           |
| pERK                 | Rabbit     | Cell Signaling          | 4370        | IHC (1°)    | 1:200           |
| Rabbit IgG – Cy2     | Donkey     | Jackson Immunoresearch  | 711-225-152 | IHC (2°)    | 1:500           |
| Rabbit IgG – Cy3     | Donkey     | Jackson Immunoresearch  | 711-165-152 | IHC (2°)    | 1:500           |
| Rat IgG – Cy2        | Donkey     | Jackson Immunoresearch  | 712-225-153 | IHC (2°)    | 1:500           |
| VEGF-A               | Goat       | R&D Systems             | AF564       | IHC (1°)    | 1:200           |
| VEGFR2               | Goat       | R&D Systems             | AF644       | IHC (1°)    | 1:2000          |

1°, primary antibody; 2°, secondary antibody; FC, flow cytometry; IHC, immunohistochemistry

# Supplementary material for: Coordinated interactions between endothelial cells and macrophages in the islet microenvironment promote β cell regeneration
**Source:** NPJ Regen Med. 2021 Apr 6;6:22. doi: 10.1038/s41536-021-00129-z
**Supplement:** Supplementary file 2 — Reporting Summary Checklist

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA sequencing data has been deposited to the Gene Expression Omnibus (GEO) database of the National Center for Biotechnology Information (NCBI) under accession numbers GSE72546 and GSE163825. Additional datasets generated during the current study are available from the corresponding author on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

How the deposited data were processed for this re-analysis (not part of the article)

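The data are RNA-sequencing values of β cells, ECs, and MΦs sorted from islets of βVEGF-A; MIP-GFP mice at No Dox, 1wk Dox, and 1wk WD. The authors isolated and amplified the RNA, sequenced it as 50 bp paired-end reads, aligned the reads to mm9, and normalized the expression of each gene by the TMM method in Avadis NGS. The deposited values are scores: the authors' normalized values, rounded to whole numbers, with 1 as the lowest. The annotation version behind them is not stated. Of the gene identifiers, 22799 are in GENCODE M1, a release on mm9, and 22438 of those have the same coordinates there.

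The table holds 22850 genes, of which 3077 were at 1 in every sample used. It has 38 columns of sample values. The 32 of the samples analysed here were used, matched to their conditions by the sample labels. The other 6 hold 1wk Dox ECs and MΦs that belong to another data series, and were not used in any step. Leaving them out is why these 1wk Dox groups are small here. One 1wk Dox label reads Bets, and was taken as β cells because the rest of the label says so. β cells had 4, 5, and 3 samples at No Dox, 1wk Dox, and 1wk WD, ECs had 4, 1, and 5, and MΦs had 4, 2, and 4. Gene symbols that a spreadsheet had turned into dates, 25 of them, were restored through the gene identifier. A further 123 symbols stood on more than 1 gene, 252 genes in all. These genes were kept in all counts, and a list took the gene above the lowest score where there was 1 such gene, as for 50 of the symbols.

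Scores cannot be turned back into reads, so the depth of each sample, and with it the precision of a low score, is unknown. The scores of a sample summed to 32988124 at the median, from 23465985 to 53441769. Samples were not paired by replicate number.

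Within each cell type, log2(score + 1) was fitted with limma 3.58.1 in R 4.3.3 (empirical Bayes moderation with a trend on mean expression), over genes with a mean score of at least 20 at one or more of the time points fitted. β cell and MΦ fits took all 3 time points, so that they share one estimate of the spread, and the EC fit took No Dox and 1wk WD. The comparisons were 1wk Dox against No Dox and 1wk WD against 1wk Dox in β cells and MΦs, and 1wk WD against No Dox in all 3 cell types, 7 in all. A gene was counted at a fold change of 2 or more and a Benjamini-Hochberg adjusted p under 0.05. The paper gives the same fold change and false discovery rate, but its z-score test is not described in enough detail to repeat. For the single 1wk Dox EC sample, log2 differences from the No Dox mean were computed without a test, and gene lists were ranked among 10000 random lists of the same size, matched on mean expression in 50 bins.

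The genes named in the text follow a rule: every gene the paper names on the transcriptomes, every gene of Fig. 5b and Supplementary Fig. 7a, *Vegfa* and *Kdr*, the marker lists, and per comparison the 5 genes with the largest rise and the 5 with the largest fall among counted genes whose groups do not overlap. Not every gene under this rule is named, and results of some are not reported here. The 12 gene lists tested are the 8 of Supplementary Fig. 7a, that of Fig. 5b, and 3 families (integrins, the MMP, ADAM, and ADAMTS genes, and growth factors). They were tested with camera in limma (preset correlation 0.01), with fry beside it, and adjusted over 12 lists and 7 comparisons together. A further 10 lists of cell type markers and 1 of proliferation genes gave an index per sample, the mean of log2(score + 1). Correlations between samples or groups used 16968 genes with a mean score of at least 20 in any of the 9 groups, and differences in similarity were tested with exact permutation tests. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, and matplotlib 3.10.9 were used for these steps and the figures.

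The samples, comparisons, main tests, gene lists, thresholds, and all alternatives but 1 were set before the data were examined. Some further tests of explanations were chosen only after a result was seen, and are named as such below. The alternatives were pseudocounts of 0.1 and 20, no filter on low scores, a minimum mean of 200, median-of-ratios scaling and quantile normalization within the cell type, no trend of the spread, only the 2 groups compared, the replicate number as a block, the single 1wk Dox EC sample added to the fit, fold changes of arithmetic means, an unadjusted p, leaving out each replicate in turn, fry or an estimated correlation in the list tests, and for similarity Pearson correlations, other gene sets, and group means. Counting genes by fold change alone was added afterwards.

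The fit was tested on simulated data with the group sizes and the spread of the real samples, in which 200 genes were changed. It recovered 57% of them in β cells, 94% in ECs, and 89% in MΦs, with 7, 5, and 8 false calls. Of genes changed 8-fold it recovered 74%, 100%, and 99%. The simulation tested only 1wk WD against No Dox, changed no genes of low score, and drew each gene independently of the others. In the real β cell libraries genes move together. There, other groupings gave up to 1154 genes among No Dox and 1wk Dox samples and 3723 among No Dox and 1wk WD samples. The simulated numbers of false calls therefore do not carry over to the β cells.

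Ingenuity Pathway Analysis and DAVID were not used here, because their curated collections were not at hand, and the images, cell counts, and physiological measures of the paper were not analysed here.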

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

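Chosen only after the result was seen were the tests on the order of acinar genes, on the acinar index as a covariate in ECs, on the stromal and acinar indices as covariates in MΦs, on MΦ libraries low in acinar genes, and on RNA of other cell types and the chromosomal region for *Csmd3* and *Sprr1a*. In 436 groups of 4 or 5 values (sums of scores, indices, list means, and named genes), a single sample stood apart 28 times by Dixon's ratio, the gap to the nearest other sample over the whole range, where chance gives 22. Of these, 8 were in ECs at No Dox, 8 in ECs at 1wk WD, 7 in MΦs at 1wk WD, 3 in β cells at 1wk Dox, 2 in MΦs at No Dox, and 0 in β cells at No Dox.

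Many of them come from 3 libraries that stood apart in the acinar index. EC No Dox replicate 2 stood apart in the acinar index (16 against 11.17 to 11.86, ratio 0.858), in *Try4* (0.917), *Ctrb1* (0.867), *Klk1* (0.867), and *Dmbt1* (0.843), in the sum of scores (34908203 against 32377619 to 32677258, ratio 0.878), and in the share of the 10 highest genes (7.55% against 4.63 to 4.8%, ratio 0.942). EC 1wk WD replicate 1 did so in the acinar index (11.48 against 4.35 to 5.62, ratio 0.822), *Ctrb1* (0.881), *Cpb1* (0.825), *Reg1* (0.806), *Cela2a* (0.8), and *Dmbt1* (0.746), and MΦ 1wk WD replicate 1 in the acinar index (13.02 against 5.98 to 6.86, ratio 0.875), *Clps* (0.89), and *Amy2a2* (0.851). RNA of acinar cells is a candidate explanation. Over the 12 acinar genes, of which the study picked 0, the No Dox groups of the 3 cell types had nearly one order of abundance, as a single source would give (Spearman correlations from 0.94, between β cells and ECs, to 0.99). The most abundant of these genes, *Ctrb1*, scored 925212 in EC No Dox replicate 2, 37771 to 57877 in the other No Dox ECs, 30074 in EC 1wk WD replicate 1, and 537 to 868 in the other ECs at 1wk WD. The EC index of the No Dox ECs ran only from 15.19 to 15.37, which argues against another population in place of ECs. Whether the amount of acinar RNA differed with the preparation or with the treatment was not tested, and both stay open.

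Of the genes lower in ECs at 1wk WD, 58 outside the acinar list could be read against the acinar index across 9 EC libraries, after each time point's mean was subtracted. Their median correlation was 0.42, against 0.07 for random lists (percentile 100), but 0.06 without 1wk WD replicate 1, so this correlation does not decide whether acinar RNA accounts for part of these genes. With the acinar index as a covariate, 0 genes were lower and 1 was higher, in place of 69 and 181 (453 genes at an unadjusted p under 0.05). Because this removed both sides, and the index itself differs between the time points (12.72 against 6.27), acinar RNA and a change of the ECs cannot be told apart by the covariate either. Without No Dox replicate 2, 138 genes differed, 22 of them lower.

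Among genes that the paper does not discuss, the largest rises in ECs at 1wk WD were *Egfem1* (7.25 ± 3.77 at No Dox, n = 4, to 140 ± 151, n = 5; log2 fold change 3.63), *Col4a5* (10.8 to 123; 3.32), *Phox2a* (4.25 to 54.2; 3.28), *Glipr2* (11.8 to 105; 3.09), and *Adamts17* (14.8 to 127; 3.08), each higher in 5 of 5 samples. All 5 also passed with median-of-ratios scaling and quantile normalization. *Adamts17* and *Glipr2* passed under every setting tried, and the adjusted p of *Col4a5*, for example, reached 0.174 with genes of low score kept. Other groupings of the 9 samples argue against chance: of 100 splits drawn from 126, only 1, the real one, gave 250 genes or more, and the highest of the others gave 47. RNA of stromal cells is a candidate explanation for part of the rise. The 177 genes called higher outside the stromal list followed the stromal index within time points (median correlation 0.59, against -0.01 for random lists, percentile 100, and 0.44 to 0.73 with a library left out). That index rose in ECs from 6.24 ± 0.35 to 7.45 ± 0.55, with *Rgs5* at 6890 and 30800, *Col3a1* at 88.8 and 546, and *Col1a1* at 20 and 89.6. The study picked 4 of its 13 genes. With the stromal index as a covariate, 0 genes were higher and 0 lower (753 at an unadjusted p under 0.05), so this test cannot tell stromal RNA from a change of the ECs at 1wk WD, because the index differs between the time points. Reads shared between related genes and other effects of the withdrawal of Dox were not tested.

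In β cells at 1wk Dox, *Sprr1a* (log2 fold change 7.08) and *Csmd3* (7.04), which the paper does not discuss, rose in 5 of 5 samples. The values argue against ECs or MΦs as the source, since the highest EC or MΦ library held 1.12% of the *Sprr1a* score of the lowest β cell library at 1wk Dox, and 0.96% for *Csmd3*. They argue likewise against stromal or dendritic cells, if these cells keep at 1wk Dox the profile they have at No Dox. A rise within such cells at 1wk Dox was not measured, since they were not sorted. The 2 No Dox β cell libraries whose stromal and dendritic indices are at or above the lowest of 1wk Dox (12.25 and 13.58 for stromal genes, against 11.14 to 13.14) held at most 4.67% of the lowest 1wk Dox score for *Sprr1a* and 2% for *Csmd3*. Reads shared with related genes do not account for *Csmd3*, because *Csmd1* changed by 0.9 (at most 5290 in a 1wk Dox library) and *Csmd2* by -0.82 (at most 294); these 2 genes were chosen after the values were seen. A rise of the whole region could not be judged: within 2 Mb of *Csmd3*, 0 genes of the 1 that was tested rose by a fold change of 2 (*Trps1*, -0.06). Of 100 splits of the 9 samples drawn from 126, 2 gave 2 genes or more, the real one among them. The other gave 1154 genes and put No Dox replicates 3 and 4 with 1wk Dox replicates 1, 3, and 4. *Csmd3* passed in every fit that left out a replicate, and *Sprr1a* did not without No Dox replicate 1 (adjusted p = 0.0516). An effect of VEGF-A induction, or of the inflamed islet, on β cells remains a hypothesis for these 2 genes, found and tested on the same data.

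In MΦs at 1wk Dox, the largest rises among genes that the paper does not discuss were *Gxylt2*, *Ppbp* (9.5 ± 15.1 at No Dox, n = 4, to 144, n = 2; log2 fold change 4.8), *Insl6* (30.5 to 264; 3.21), *Atp6v0d2* (25 to 198; 3.18), and *Htr7* (116 to 706; 2.97), each higher in 2 of 2 samples. At 1wk WD they were *Gxylt2*, *Ccl8* (118 ± 78.2 to 668 ± 289, n = 4; 2.71), *Gm17723* (21 to 128; 2.69), *Atp6v0d2* (2.48), and *Insl6* (2.46), each higher in 4 of 4 samples. *Gxylt2* was at 1, 2, 1, and 1 at No Dox, so its fitted changes of 4.97 and 4.12 depend on the pseudocount and give no bound. With a pseudocount of 20 they were 2.07 and 1.59, with adjusted p-values of 0.0675 and 0.12. The scaling is argued against, since all of these passed with median-of-ratios scaling and quantile normalization. So is chance at 1wk WD, where 1 of 35 splits, the real one, gave 94 genes or more and the highest of the others gave 1. At 1wk Dox, 2 samples are too few for splits. The results at 1wk WD rest on single samples: leaving out 1wk WD replicate 2 took the adjusted p of *Ccl8* to 0.104, of *Gm17723* to 0.148, of *Atp6v0d2* to 0.163, and of *Insl6* to 0.098. A change of the MΦs with recruitment or withdrawal stays open as untested.

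RNA of other cell types was read in MΦs as in ECs, with the stromal or the acinar index as a covariate. At 1wk Dox the stromal index left 247 genes higher and 98 lower, in place of 242 and 98, and all 5 genes named above for 1wk Dox still passed, which argues against stromal RNA as the whole cause there. With the acinar index 81 were higher and 65 lower, and with both indices 59 and 47, and none of the 5 passed with either (adjusted p from 0.0588 to 0.203). At 1wk WD, where 63 genes were higher and 31 lower, the stromal index left 18 and 5, the acinar index 4 and 6, and both left 0 and 0 (866 at an unadjusted p under 0.05), and none of the 5 genes named for 1wk WD passed with any of these (0.0778 to 0.414). Between 1wk WD and 1wk Dox, 13 genes became 5, 14, and 0 (545 at an unadjusted p under 0.05). Within time points, the 63 genes higher at 1wk WD followed the stromal index no more than random lists (median correlation 0.06, percentile 74.3), nor did the genes lower at 1wk WD or 1wk Dox follow the acinar index (-0.01 and -0.12, percentiles 39.7 and 7.2). With a library left out these medians were -0.03 to 0.22, -0.19 to 0.08, and -0.33 to 0.06. Mean scores of *Rgs5* were 2100, 3450, and 2820 at No Dox, 1wk Dox, and 1wk WD, and of *Ctrb1* 1890000, 1120, and 27300.

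Acinar RNA is argued against as the source of the MΦ genes that rose. The acinar index fell from 14.36 at No Dox to 6.23 and 8.04 at 1wk Dox and 1wk WD. In 2 libraries at 1wk Dox and 3 at 1wk WD it was below every No Dox library (10.54). All 242 and all 63 higher genes lay above No Dox in each of these, by medians of at least 1.16 and 1.54 on the log2 scale. These genes were picked as higher, so that was fixed by the choice and is no test. What argues against acinar RNA is the lower acinar index in these libraries. With the acinar index as a covariate the log2 fold change grew for 3 of the 5 genes named for 1wk Dox (*Gxylt2* to 6.45, *Ppbp* to 5.51, and *Atp6v0d2* to 3.5) and shrank for *Insl6* (2.2) and *Htr7* (2.1). At 1wk WD it grew for 4 of 5 (*Gxylt2* to 5.27, *Gm17723* to 3.39, *Ccl8* to 3.21, and *Atp6v0d2* to 2.73) and shrank for *Insl6* (1.67). For the genes that fell, acinar RNA cannot be told apart from a change of the MΦs, nor can stromal RNA for the genes that rose at 1wk WD, because the covariates removed genes on both sides and the correlations (-0.12 to 0.06) lie within those of random lists.

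The remaining samples that stood apart form no pattern across measures, and no explanation was tested for them. *Mmp2* in EC No Dox replicate 1 was at 10 against 14 in the other 3 (ratio 1), and *Gxylt2* in MΦ No Dox replicate 2 at 2 against 1 (ratio 1), both at scores where a step of a few units makes the ratio. In MΦs, *Il28ra* was low in No Dox replicate 4 (617 against 1028 to 1088, ratio 0.9) and *Kctd14* in 1wk WD replicate 2 (ratio 0.93), where the 10 highest genes also took a larger share (8.34% against 7.25 to 7.43%, ratio 0.835). The mean of all growth factor genes was low in 1wk WD replicate 1 (5.94 against 6.64 to 6.74, ratio 0.868), and *Mrc1* was high in 1wk WD replicate 4 (79570 against 70507 to 71880, ratio 0.841). In ECs, 1wk WD replicate 3 was low in the ECM list (7.75 against 8.39 to 8.53, ratio 0.826) and high in *Ctgf* (3545 against 2067 to 2307, ratio 0.796). In β cells at 1wk Dox, replicate 5 was low in *Itga2* (154 against 477 to 576, ratio 0.857) and *Itgb3* (232 against 1240 to 2181, ratio 0.748), and replicate 4 high in *Itgb2* (571 against 58 to 112, ratio 0.714).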

How the results depend on the processing

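No test below was chosen after the result was seen, apart from counting genes by fold change alone. Counts of genes are given as 1wk Dox against No Dox, 1wk WD against No Dox, and 1wk WD against 1wk Dox for β cells (2, 0, and 0 genes) and MΦs (340, 94, and 13), and 1wk WD against No Dox for ECs (250). The counts moved by no more than 1.5 times with a pseudocount of 0.1, a minimum mean of 200, median-of-ratios scaling, and fold changes of arithmetic means. Quantile normalization left all but 1 of them within that range: it gave 4 genes at 1wk Dox in β cells, 3 higher and 1 lower.

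Other settings moved them further. Keeping genes of low score gave 1, 1, and 1 in β cells, 27 in ECs, and 118, 11, and 9 in MΦs, over 22850 genes in place of 14167 to 16346. Without the trend of the spread on mean expression the counts were 2, 1, and 1 in β cells, 76 in ECs, and 52, 11, and 0 in MΦs. With only the groups compared in the fit they were 1, 0, and 0 in β cells, and 38, 49, and 79 in MΦs (31 higher and 48 lower of the last), from fewer samples in the estimate of the spread. A pseudocount of 20 gave 1 gene at 1wk WD against No Dox in β cells and 8 at 1wk WD against 1wk Dox in MΦs. At an unadjusted p the counts were 660, 727, and 471 in β cells, 678 in ECs, and 983, 746, and 273 in MΦs. By fold change alone, chosen after the data were seen, they were 2860, 3583, and 2481 in β cells, 939 in ECs, and 2104, 1718, and 1229 in MΦs. Apart from the construction of these settings, the cause was not tested.

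With the replicate number as a block, β cells had 0 genes in each comparison, ECs 283, and MΦs 43 at 1wk WD against No Dox. Among MΦs only the 1wk Dox replicate 5 has its number, so the block takes up that sample whole. The 1wk Dox MΦs then rest on replicate 4 alone, and no counts are given for their comparisons. The samples share only a number. Of 20 same-numbered pairs, 6 had a correlation over 0.1 after group means were subtracted (-0.48 to 0.34), so the numbers do not pair the samples. The 1wk Dox EC sample added to the EC fit gave 251.

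Leaving out each replicate in turn gave 1 to 26 genes at 1wk Dox in β cells (26 without No Dox replicate 2, of which 22 lower; 1 without No Dox replicate 1), 0 to 2 at 1wk WD against No Dox (2 without No Dox replicate 2), and 0 to 0 at 1wk WD against 1wk Dox. ECs had 75 to 311, with 75, 76, and 138 without No Dox replicates 3, 1, and 2. MΦs had 236 to 487 at 1wk Dox and 23 to 123 at 1wk WD against No Dox (23 without 1wk WD replicate 2 or 3, and 33 without replicate 4). Between 1wk WD and 1wk Dox they had 0 to 8, all under the 13 of the full fit (0 without 1wk WD replicate 2 or 3, 4 without replicate 1, and 8 without replicate 4). Without either 1wk Dox MΦ sample, 1 would be left in that group, so these fits give no counts.

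Of the gene list tests, 33 passed with camera. In other fits 31 to 39 did, and 28 to 37 with each replicate left out. With fry 11 passed, and with a correlation estimated from the data 0 did (10 at an unadjusted p under 0.05). Both take account of genes that move together within a list, which the preset correlation does not. The direction of the integrin list of Supplementary Fig. 7a in ECs at 1wk WD changed between settings, far from any threshold (adjusted p = 0.962). It turned with quantile normalization (0.994), without the trend (0.999), and with the replicate block (0.903), and with a replicate left out it ran from 0.851 to 0.999, turned in 5 of 9 fits (0.963, 0.996, 0.931, 0.983, and 0.942 without No Dox replicates 2 and 4 and 1wk WD replicates 3, 4, and 5).

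The difference in similarity of β cells at 1wk WD, 0.0402, was past an exact p of 0.05 with Pearson correlations (0.0458, p = 0.048). It stayed above 0 in all settings (exact permutation tests), from 0.0012 between group means to 0.0483 with quantile normalization, and from 0.0256 to 0.0554 with a replicate left out (0.0348 without 1wk WD replicate 1, exact p = 0.04). The EC difference of -0.0011 turned with Pearson correlations (0.0019) and with quantile normalization (0.0014). It ran from -0.0026 to 0.0006 with a replicate left out (0.0006 without No Dox replicate 4 and 0.0005 without 1wk WD replicate 1). Between group means the EC difference was -0.0071. With 1 sample at 1wk Dox, its test could not pass. The MΦ difference of 0.0198 stayed above 0 in all settings, at 0.012 to 0.0248 with a replicate left out. The margin of 0.1928 between correlations within and between cell types was 0.1814 with Pearson correlations, 0.0881 over all genes with any signal, and 0.1629 to 0.2103 with a replicate left out. The 1503 genes that differed in the single 1wk Dox EC sample fell to 939 with a pseudocount of 20, and were 1470 to 1612 with a No Dox replicate left out.

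Among named genes, 89 of 185 results changed their call or direction under some setting. Without leaving out replicates, 62 lost and 9 gained a call, and 1 turned: *Ctgf* in MΦs at 1wk Dox, 0.5, was -0.04 with the replicate block. With a replicate left out, 40 lost and 11 gained a call and 12 turned, none of which was called. These were, in β cells, *Vegfa* at 1wk WD (-0.22, and 0.38 without 1wk WD replicate 1; -0.95 to 0.38 over all such fits), *Mapk11* at 1wk WD (0.92, and -0.68 without No Dox replicate 2; -0.68 to 1.81), *Ccr2* at 1wk Dox (-0.41, and 0.3 and 0.55 without No Dox replicate 3 or 4; -1.79 to 0.55), and *Il12rb2* at 1wk Dox (0.27, and -0.03 and -0.13 without No Dox replicate 2 or 1wk Dox replicate 4; -0.13 to 0.56). In ECs at 1wk WD they were *Icam1* (0.14, and -0.03 without 1wk WD replicate 2; -0.03 to 0.26), *Pdgfc* (0.14, and -0.22 and -0.1 without No Dox or 1wk WD replicate 1; -0.22 to 0.53), and *Adamts5* (0.04, and -0.16 without 1wk WD replicate 4; -0.16 to 0.21). In MΦs they were, at 1wk Dox, *Retnla* (-0.1, and 0.08 and 0.25 without No Dox replicate 1 or 3; -0.62 to 0.25) and *Ctgf* (0.5, and -0.19 without No Dox replicate 3; -0.19 to 0.89), and at 1wk WD *Il12b* (0.09, and -0.02 and -0.0024 without 1wk WD replicate 2 or 4; -0.02 to 0.21), *Il1a* (0.22, and -0.02 without No Dox replicate 2; -0.02 to 0.5), and *Pdgfa* (-0.28, and 0.01 without No Dox replicate 2; -0.49 to 0.01). A set of 33 list results was followed across the settings. It is not the set of 33 tests that passed with camera, since it also holds results that did not pass. Of the 33 followed results, 29 changed under some setting: 26 fell short of the threshold, 2 newly passed it, and 1 turned, as given above. Of 22 genes in the 1wk Dox EC sample 4 moved by more than the No Dox spread: *Mmp2* (1.82, and 1.05 with a pseudocount of 20), *Adamts17* (4.06, and 2.95), *Adamts5* (1.93, and 1.88 with median-of-ratios scaling), and *Adam19* (1.6, and 1.56). The cause of these changes was not tested.

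A count test on recovered reads, planned for scores that turn back into reads, was not run, because they do not. The unknown depth limits results for genes of low score: a change between a few units, as for *Gxylt2* or *Mmp2*, has no error from counting attached to it.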

Differences from the paper's values

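The paper's values below were read by eye from its figures. The range within which a gap counts as closed is not given here, and was not the same for all genes. The printed values show how near each setting came. Fold changes below 1 are written as negative folds, as in the figures. The paper lists 4 ECs and 5 MΦs at 1wk Dox, of which 1 and 2 were used here. Settings are those set before the data were examined, unless said otherwise.

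For β cells, Supplementary Fig. 7a, read by eye, gives *Mmp2* a fold of about 25 at 1wk Dox, against 11.5 here (23.7 without No Dox replicate 3 and 32.8 without replicate 4), and of about 11 at 1wk WD, against 21.5 here (10.8 with a pseudocount of 20, and 14.1, 12.8, and 13.9 without No Dox replicate 2 or 1wk WD replicate 1 or 2). No other setting brought these values within range.

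For ECs at 1wk Dox, Supplementary Fig. 7a, read by eye, differs for these genes, with the value of the single sample used here in brackets: *Itgav* about 2.1 (1.55), *Itgb4* about -2.0 (-1.51), *Itgb5* about -2.1 (-1.36), *Adam11* about -2.3 (-1.26), *Adamts5* about 4.2 (3.81), *Adamts4* about 5.9 (2.85), *Mmp2* about 4.7 (3.53), *Mmp12* about -11 (-1.04), *Plau* about 2.7 (-1.01), *Sele* about 6.5 (1.53), *Selplg* about -2.4 (-1.38), and *Cxcl12* about -3.2 (-4.17). None of the settings closed the gap for these. It was closed for *Itga2*, about 3.4 (2.91), without No Dox replicate 1 (2.93) or 4 (3.08). For *Timp1*, about 2.3 (2.97), it was closed with a pseudocount of 20 (2.6). For *Cxcr4*, about 2.5 (2.07), it was closed without No Dox replicate 2 (2.16) or 3 (2.17). The other settings did not close the gap for *Itga2*, *Timp1*, or *Cxcr4*. *Adam19*, about 3.1, was already near that value here (3.03), and moved little without No Dox replicate 1 (3.04) or 3 (3.06). *Cxcl10*, about 3.1 (1.56), came nearer without No Dox replicate 3 (2.04) but stayed lower. At 1wk WD, the figure gives *Adamts4* about 5.5 in ECs, read by eye, against 1.91 here, which none of the settings closed.

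For MΦs, Supplementary Fig. 7a, read by eye, gives *Mmp2* about 9.2 at 1wk Dox (1.44 here) and about 5.7 at 1wk WD (1.95 here), and *Il12b* about 2.3 at 1wk Dox (1.47 here), which none of the settings closed. With the replicate number as a block, the 1wk Dox values of MΦs rest on replicate 4 alone, so what this setting closes may come from the use of 1 library. At 1wk Dox it closed the gap for *Mmp13*, about 5.2 (4.09 here, 5.24 with the block), *Plau*, about 3.1 (2.3 and 2.94), *Il1a*, about 5.6 (2.92 and 4.92), *Ccl12*, about 3.0 (2.06 and 2.73), *Cxcl10*, about 4.1 (2.38 and 3.62), and *Il6*, about 6.2 (3.6 and 6.58). Leaving out No Dox replicate 3 also closed it for *Mmp13* (4.44), *Il1a* (3.57), and *Ccl12* (2.32), and for *Vcam1*, about 4.2 (3.19 here, 3.65 without it), which quantile normalization closed as well (3.3). For *Hmox1*, about 5.8 (4.69 here), it was closed by quantile normalization (4.86) and without No Dox replicate 2 (4.96) or 4 (4.88). The other settings did not close these gaps.

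Supplementary Fig. 6e, read by eye, shows larger numbers of differentially expressed genes. In β cells the paper has about 1900 higher and about 560 lower at 1wk Dox against No Dox (2 and 0 here), about 2400 higher and about 670 lower at 1wk WD against No Dox (0 and 0), and about 1300 higher and about 740 lower at 1wk WD against 1wk Dox (0 and 0). At an unadjusted p, 660, 727, and 471 genes differed here. None of the settings set before the data were examined closed these gaps. Counting by fold change alone, a setting chosen after seeing the values, did so in all 3, with 2033 and 827, 2692 and 891, and 1615 and 866.

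In ECs the same figure has about 940 higher and about 830 lower at 1wk WD against No Dox, read by eye, against 181 and 69 here, which no setting closed. In MΦs it has about 1100 higher and about 1900 lower at 1wk Dox (242 and 98 here), about 600 higher and about 490 lower at 1wk WD (63 and 31), and about 1700 higher and about 780 lower at 1wk WD against 1wk Dox (3 and 10). Fold change alone, chosen after seeing the values, closed the gap for the genes higher at 1wk Dox (1354) and at 1wk WD (794), and for those lower at 1wk WD against 1wk Dox (858). An unadjusted p closed it for genes lower at 1wk WD (349). No setting closed the others.

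Supplementary Fig. 6d, read by eye, shows correlations between cell types of up to about 0.9, against 0.769 here. With all genes that have any signal, the highest was 0.887, within range, and Pearson correlations did not close the gap.

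Beyond these values, the paper places regenerative MΦs at 1wk WD nearer to MΦs at No Dox than to those at 1wk Dox. Here 4 of 4 samples at 1wk WD lay nearer the 2 samples at 1wk Dox, by 0.0198 in mean Spearman correlation (exact p = 0.133), and no setting changed the sign. The No Dox MΦs correlated at 0.955 with each other and at 0.96 with 1wk WD, so their own spread could give this sign. A part of RNA from other cell types in this difference was not tested. The paper states that *Il12b* and *Il1a* are upregulated in MΦs at 1wk Dox and *Retnla* at 1wk WD. Here none was differentially expressed (adjusted p = 0.21, 0.0862, and 0.402), and *Il1a* was without No Dox replicate 3 (0.0377). It states that MΦs downregulate *Tnf* and *Il6* at 1wk WD. Here the log2 fold changes from 1wk Dox were -0.78 and -0.82 (adjusted p = 0.343 and 0.691), and against No Dox *Tnf* was 0.36 higher. It likens MΦs at 1wk WD to a type with high *Retnlb*, Ym1, and *Mrc1*, whereas *Retnlb* was at 1 or 2 in all MΦ samples here and *Chi3l3*, the gene of Ym1, was 1.06 lower than at No Dox on the log2 scale (adjusted p = 0.0659, and 0.0498 with a minimum mean of 200). *Mrc1*, of the same type, was 0.64 higher (adjusted p = 0.0629), and passed with quantile normalization (1.09, adjusted p = 0.0386). It states that *Cdk6* and *Foxm1* rise in β cells at 1wk Dox and that *Cdkn2c* falls at 1wk WD. The log2 fold changes here, 1.8, 1.74, and -1.21, had adjusted p-values of 0.809, 0.744, and 0.61.

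Of genes that Fig. 5b and Supplementary Fig. 7a mark as changed, 56 in β cells at 1wk Dox and 71 at 1wk WD all had the same direction here, 55 and 70 with a fold change of 2 or more. None was differentially expressed over all genes tested, and under another setting 1 was, *Igf1r* at 1wk Dox with quantile normalization. In ECs at 1wk WD, 11 of 11 had the same direction and 3 were differentially expressed, with *Pdgfrb* and *Adamts4* added without 1wk WD replicate 3, and *Pdgfrb* and *Cxcl10* with the replicate block. In MΦs, 32 of 32 at 1wk Dox and 20 of 20 at 1wk WD had the same direction, and 13 and 6 were differentially expressed. A minimum mean of 200, or quantile normalization, added *Ccl12* and *Hbegf* at 1wk Dox and *Ccr7*, *Igf1*, and *Ngfr* at 1wk WD. The replicate block added *Ccr7* at 1wk WD. Without No Dox replicate 1, *Adam12* was added at 1wk Dox and *Ccr7* at 1wk WD. Leaving out No Dox replicate 2 added *Hbegf* and *Itga8* at 1wk Dox, and *Hbegf*, *Igf1*, *Mmp2*, and *Ngfr* at 1wk WD. Leaving out replicate 3 added *Ccl12*, *Hbegf*, *Il1a*, and *Mmp25* at 1wk Dox, and *Mmp2* and *Mmp25* at 1wk WD. Without 1wk WD replicate 1, *Mmp2* and *Ngfr* were added at 1wk WD. The other 13 genes at 1wk Dox and 8 at 1wk WD in MΦs, and 5 in ECs, were differentially expressed under no setting.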

Other observations

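Chosen only after the result was seen were the tests of scaling, of each cell type's index against the gene lists in β cells, of a lower share of β cell RNA, of the shares of ECs and MΦs in the β cell libraries, and of the cell cycle genes.

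In β cells, many genes had a fold change of 2 or more and few were differentially expressed. The authors' scaling is argued against as the main cause, since few genes at 1wk Dox passed with other scalings too. There were 2 with median-of-ratios scaling and 4 with quantile normalization. An error that all of these scalings share would not show. RNA of other cell types that varies between replicates could widen the spread. With the stromal and acinar indices as covariates, the 3 comparisons gave 26 genes in place of 2, all 26 at 1wk WD against 1wk Dox, while 9 of 100 exchanges of the indices between libraries of one time point, the real one included, gave as many (median 0, highest 12521). The stromal index alone gave 343, 56, and 58 genes, the acinar index alone 2010, 1849, and 0, and both together 0 and 0 against No Dox (1057 and 1156 at an unadjusted p). Among the 26 were *Csmd1*, *Cd74*, and *H2-Ab1*, higher at 1wk WD, and *Fn1*, lower (-1.72), genes chosen after their values were seen. In the same libraries, 3543 genes at least 2 times higher in β cells than in ECs and MΦs had a median SD of 1.088, against 0.799 for 4391 genes highest in ECs or MΦs at matched expression, a ratio of 1.36. A fold change of 2 at 1wk Dox was as common in both, at 27.2 and 26.6%. Whether foreign RNA widens the spread cannot be told apart from true variation of β cells by these tests: the exchanges gave as many genes too often, and acinar and stromal genes are themselves among the genes highest in β cell libraries.

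The gene lists of the paper rose together in β cells at 1wk Dox and 1wk WD. A trend on GC content or on gene length is argued against as the whole cause, since 20 of 20 list results against No Dox (at 1wk Dox and 1wk WD) stayed past the threshold after each trend was removed. Here the adjustment was over these 24 tests alone, and over all list tests 10 and 8 results passed at the 2 time points. A lower share of β cell RNA would raise all other cell types alike. The stromal minus the acinar index changed by 12.69 on the log2 scale at 1wk Dox (exact permutation p = 0.008) and by 9.03 at 1wk WD (exact p = 0.029). Neither p was part of the adjustment over 22 tests. Most of the change is in the acinar index (-9.06 and -5.67), which also fell in ECs and MΦs. A loss of acinar RNA alone would give it, so this test cannot tell whether the share of β cell RNA fell.

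RNA of stromal or dendritic cells in the β cell libraries is a candidate explanation for part of this rise. Across 12 libraries, after each time point's mean was subtracted, 184 list genes outside the stromal list had a median correlation of 0.82 with the stromal index, and 186 outside the dendritic list one of 0.77 with the dendritic index, both at percentile 100 of random lists. Over the 8 libraries of 1wk Dox and 1wk WD, a reading chosen after the values were seen, the medians were 0.77 and 0.72. With a library left out, the stromal medians were 0.75 to 0.85 and 0.71 to 0.81, and the dendritic ones 0.7 to 0.82 and 0.56 to 0.81. The study picked 4 of the 13 stromal genes (*Dcn*, *Lum*, *Pdgfra*, and *Pdgfrb*) and 2 of the 9 dendritic genes (*Ccr7* and *Il12b*). Abundant stromal genes are present at such levels. Mean scores at No Dox, 1wk Dox, and 1wk WD were 103000, 177000, and 80000 for *Rgs5*, 12100, 26500, and 33200 for *Col3a1*, and 11700, 32900, and 38700 for *Col1a1*. For dendritic cells, *Il12b* scored 411, 1190, and 3130 and *Ccl22* 629, 712, and 2980. The correlations do not single out these cells, since the acinar, lymphocyte, and Schwann cell indices gave 0.67, 0.62, and 0.75 over the 12 libraries (0.65, 0.48, and 0.5 over the 8). The stromal index itself changed by 3.64 at 1wk Dox (adjusted p = 0.601 over 22 tests).

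RNA of ECs or of MΦs is argued against as the source of most of this rise. Read from the level of their own marker genes (12 and 15), ECs made up 3.36 and 2.14% of the β cell libraries at 1wk Dox and 1wk WD, and MΦs 0.32 and 1.12%. If these cells are like the sorted ones, such shares bring 12.3 and 2.66% of the rise of the median list gene for ECs (at most 22.7% with a β cell library left out and 15.5% with any single EC library as the reference), and 1.18 and 2.78% for MΦs (at most 6.43 and 4.68%). With the share of the highest marker gene, ECs bring 41 and 13%, and MΦs 11.4 and 14%. Single genes can differ from the median gene. With the median share, ECs bring at least as much of the rise as all other sources for 22.3 and 9.68% of the list genes that rose. MΦs do so for 3.1 and 10.4%.

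Whether they bring a part cannot be told apart from other sources by correlation, because the readings over 12 and over 8 libraries disagree and rest on single libraries. For the MΦ index the median correlation was 0.49 over the 12 libraries (percentile 100; 0.2 without No Dox replicate 4 and 0.77 without 1wk WD replicate 3) but -0.44 over the 8 libraries of 1wk Dox and 1wk WD (percentile 0; 0.09 without 1wk WD replicate 3). For the EC index the medians were 0.23 (percentile 100; 0.15 to 0.41 with a library left out) and 0.07 (percentile 74.2; -0.37 without 1wk Dox replicate 5 and 0.5 without 1wk WD replicate 3). Among MΦ genes, *Lyz2* scored 370, 160, and 1070 and *Cd68* 344, 302, and 619 in β cells at No Dox, 1wk Dox, and 1wk WD. Among EC genes, *Flt1* scored 602, 4800, and 1380 and *Pecam1* 318, 2780, and 1310 in β cells at the 3 time points. Changes of the β cells themselves with induction or withdrawal of VEGF-A stay open for all lists, and were not tested apart from these sources.

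The nearness of β cells at 1wk WD to 1wk Dox might come from RNA of other cell types. Over 3543 genes at least 2 times higher in β cells than in ECs and MΦs the difference was 0.0701 (exact p = 0.056). Over 9178 genes whose correlations with the stromal and the acinar index within time points were both under 0.25 it was 0.0002 (exact p = 0.976), with 2 of 3 samples nearer 1wk Dox. These cannot be told apart from β cell changes, because the first set holds acinar and stromal genes and the second also drops genes of β cells that vary along with the indices. For genes with a fold change of 2 or more in β cells at 1wk Dox, 2860 in all, the log2 fold changes at the 2 time points correlated at 0.71, against 0.49 in 100 simulations of the shared No Dox samples alone, and 87.7% had the same direction, against 78.1%.

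The proliferation index of β cells was 1.08 higher at 1wk Dox than at No Dox (adjusted p = 0.601 over 22 tests) and 0.31 lower at 1wk WD (-0.31). RNA of ECs is argued against as the source of most of this rise: their share brings 8.62% of the rise of the median of 24 cell cycle genes (1.74 to 8.62% with any single EC library as the reference, and 28.8% with the share of the highest marker gene). Without 1wk Dox replicate 4 (index 10.77, the highest) it brings 39.7%, and the 1wk Dox reference is 1 EC sample. Whether ECs bring a part cannot be told apart from dividing β cells, because the genes correlated with the EC index at a median of 0.08 within time points, as random lists did (0.07, percentile 55.2; -0.3 to 0.29 with a library left out), while the EC index was 2.12 higher at 1wk Dox (adjusted p = 0.601). They followed the lymphocyte index (0.84, percentile 100) and the stromal index (0.66, percentile 99.7). Dividing lymphocytes or stromal cells could contribute, but this cannot be told apart from dividing β cells, because the lymphocyte index did not rise at 1wk Dox (4.2 to 4.12) and the stromal index stayed up at 1wk WD. Of lymphocyte genes, *Cd3e* reached 3788 and *Lck* 2015 in 1wk Dox replicate 4, the library with the highest *Mki67* (17867), and the study picked 0 genes of the lymphocyte list.

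For the 2 β cell comparisons with a count of 0, a count of splits says nothing, since every split, 35 of 35 and 56 of 56, gives as many. At an unadjusted p, the 660 genes between No Dox and 1wk Dox were reached by 18 of 100 splits, the 727 genes between No Dox and 1wk WD were reached by 10 of 35 splits, and the 471 between 1wk Dox and 1wk WD by 9 of 56. The median split gave 0 genes at an adjusted p in both. The highest of the first, 3723 genes, came from No Dox replicates 1 and 2 with 1wk WD replicate 3, the libraries lowest in stromal genes, against the other 4. The highest of the second gave 1.

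Differences in the gene lists between cell types at one time point were tested by exchanging labels, 48 tests in all, and the smallest adjusted p was 0.539. In the single 1wk Dox EC sample, the remaining lists had these median log2 differences from No Dox, with percentiles among random lists: ECM -0.48 (5.1), M2 0.23 (67.8), chemokines and cytokines 0.22 (82.3), Fig. 5b genes 0.11 (79.1), genes named in the paper's text 0.22 (87.9), integrin family 0.29 (98), growth factor family 0.18 (89.2), β cell -1.76 (0), other endocrine -2.99 (0), EC 0.28 (96.2), MΦ 0.06 (48.5), dendritic 0.31 (85.3), lymphocyte 0.68 (88.2), stromal 0.72 (99.8), acinar -11.24 (0), duct -2.96 (0), and Schwann cell 0.49 (69.6).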
